# Cytoglobin affects tumorigenesis and the expression of ulcerative colitis-associated genes under chemically induced colitis in mice

**DOI:** 10.1038/s41598-018-24728-x

**Published:** 2018-05-02

**Authors:** Mohammad Yassin, Hannelouise Kissow, Ben Vainer, Philomeena Daphne Joseph, Anders Hay-Schmidt, Jørgen Olsen, Anders Elm Pedersen

## Abstract

Cytoglobin (Cygb) is a member of the hemoglobin family and is thought to protect against cellular hypoxia and oxidative stress. These functions may be particularly important in inflammation-induced cancer, e.g., in patients with ulcerative colitis (UC). In this study, we investigated the development of inflammation and tumors in a murine model of inflammation-induced colorectal cancer using a combined treatment of azoxymethane and dextran sulfate sodium. A bioinformatics analysis of genome-wide expression data revealed increased colonic inflammation at the molecular level accompanied by enhanced macroscopic tumor development in Cygb-deficient mice. Moreover, the expression of the UC-associated gene neurexophilin and PC-esterase domain family member 4 (Nxpe4) depended on the presence of Cygb in the inflamed colonic mucosa. Compared to wild type mice, RT-qPCR confirmed a 14-fold (p = 0.0003) decrease in Nxpe4 expression in the inflamed colonic mucosa from Cygb-deficient mice. An analysis of Cygb protein expression suggested that Cygb is expressed in fibroblast-like cells surrounding the colonic crypts. Histological examinations of early induced lesions suggested that the effect of Cygb is primarily at the level of tumor promotion. In conclusion, in this model, Cygb primarily seemed to inhibit the development of established microadenomas.

## Introduction

Cytoglobin (Cygb) is a heme-containing protein belonging to the hemoglobin family. The primary sequence of Cygb is approximately 40 amino acids longer than the primary structure of the other globins, and based on amino acid sequence comparisons, Cygb is more closely related to hemoglobin and myoglobin than to neuroglobin. In Cygb, the heme iron is hexacoordinated via an arrangement involving the imidazole groups of a proximal and a distal histidine^1^. Upon the binding of an exogenous ligand (e.g., O_2_, NO or CO), the distal imidazole group is displaced^1^. Given the ability to bind O_2_ and NO, Cygb has been suggested to be capable of counteracting both cellular hypoxia and oxidative stress (reviewed in^2^). Indeed, in a study of tetrachloride-induced liver fibrosis in rats, the subcutaneous administration of recombinant Cygb inhibited fibrosis development and increased the expression of liver proteins involved in the oxidative stress response^3^. Additionally, a recent study in rats reported increased Cygb gene and protein expression levels in the brain, heart and lungs after exposure to cigarette smoke^4^. Cygb up-regulation was also evident in tissue samples from patients with Barrett’s metaplasia, which is an early stage in the Barrett’s esophagus disease sequence that exhibits increased oxidative stress and mitochondrial instability compared with other stages of the disease^5^. Moreover, the activation of oxidative stress pathways in mice lacking functional Cygb gene expression (Cygb^−/−^ mice) was accompanied by tumor development in a model of steatohepatitis-induced hepatocellular cancer^6^. Interestingly, a long-term study of untreated Cygb^−/−^ mice demonstrated multiple organ abnormalities, including tumor development, paralleled by an increase in the urinary concentration of NO metabolites^7^. Therefore, the present knowledge of Cygb suggests that it plays an important protective role against oxidative stress, both in the long- and short-term aspects of inflammatory conditions, such as those underlying the development of fatty liver disease. With respect to cancer development, Cygb is best characterized as a tumor suppressor gene because Cygb appears to protect against cancer development in the liver and because Cygb expression is decreased in several human cancer types^2^. However, Cygb expression in cancer remains a matter of debate, and more studies are required to fully understand its roles.

Chronic inflammatory bowel disease (IBD), ulcerative colitis (UC) and Crohn’s disease (CD) are associated with an increased risk for the development of colorectal cancer (CRC) known as colitis-associated colorectal cancer (CAC). Moreover, inflammation-induced oxidative stress is believed to play an important role in the development of CAC (reviewed in^8,9^). Given the ubiquitous expression of Cygb, it is reasonable to speculate that Cygb plays a protective role against CAC development, and it is the purpose of the present work to investigate this hypothesis further. Toward this end, this study leveraged mouse genomics in combination with the azoxymethane (AOM)/dextran sulfate sodium (DSS) murine model of chemically induced CAC.

Thus, using the AOM/DSS model of inflammation-induced CRC, we investigated the colonic inflammation and tumor development in Cygb^−/−^ mice. Furthermore, we described both normal mouse gastrointestinal tract Cygb expression as well as its expression during chronic colitis.

## Materials and Methods

### Establishment of Cygb-deficient mice

A Cygb knockout (KO) mouse model was created by genOway (Lyon, France) under the project number genOway/JCO/HSA2-Cygb/010611. The mouse Cygb gene is located on chromosome 11, extends over 8.7 kb, and contains 4 exons, start and stop codons in exons 1 and 4, respectively. Two isoforms coding for the same protein of 190 amino acids have been described.

In contrast with Thuy *et al*.^6^, we chose to develop a Cygb conditional KO mouse model via the deletion of exon 2, which codes for the two heme-binding sites, resulting in a frame shift. A targeting vector was constructed with a long homology arm of 4.9 kb upstream of exon 2 and a short homology arm of 2.4 kb downstream of exon 2 for the 129 Sv mouse strain; two loxP511 sites were flanking exon 2. Two selection markers were inserted in the targeting vector; a positive neomycin gene flanked by FRT sites just downstream of the 3′ loxP511 site, and the negative selection marker diphtheria toxin A (DTA) outside of the homologous region of the short homology arm at the distal 5′ end of the targeting vector (Supplementary Figure S1).

The targeting vector was electrophoretically transferred into 129 Sv/Pas embryonic stem cells (ESCs), and G418-resistant ESCs were selected. A total of 407 clones were selected and amplified, and an initial PCR screening revealed 19 positive clones. Of these, 6 were verified by Southern blot, introduced into C57BL/6 J mouse blastocysts, transferred into OF1 pseudo-pregnant females, and carried to term. Chimeric mice were selected by coat color. For the *in vivo* deletion of the loxP-flanked region, highly chimeric males (more than 50%) were mated with C57Bl/6 J Cre-recombinase-expressing deleter females to allow the germ-line excision of the loxP-flanked exon 2, thereby generating the constitutive KO allele. Six heterozygous constitutive KO F1 progeny were obtained, as revealed by both PCR screening and Southern analyses. These were backcrossed with C57BL/6 J mice for 7 generations before being used for the experiments.

To obtain a sufficient number of mice for the experiment, the following breeding was conducted. Two pairs (a and b) of heterozygous mice were bred (F1xF1 breeding), and wild type (WT) and KO F2 offspring were selected. From these, a WT F2axF2b line and a KO F2axF2b line were established, and WT and KO F3 offspring were obtained. This method ensures the littermate character of the mice, but using far less mice. The Cygb^−/−^ mice did not show any signs of Cygb immunoreactivity (Cygb-ir) in the liver (Supplementary Figure S2) or in any other tissue examined (i.e., intestine, kidney, testis, heart, vessels (data not shown)). In addition, a genome-wide expression analysis using mouse gene ST arrays demonstrated a 6.5-fold decrease in Cygb expression in the colons of Cygb^−/−^ mice (Supplementary Table S1).

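Cygb, the gene inactivated in these mice by deletion of an exon, lies on chromosome 11 of GRCm38.p6 and was measured by probe set 17272461. In untreated colons its log2 value was 6.12 ± 0.17 (SD, n = 8) in Cygb-/- mice and 8.78 ± 0.15 (SD, n = 8) in WT mice. The log2 fold change was -2.66 (standard error 0.08, adjusted p = 5.89e-12 from limma), and 0 of 8 Cygb-/- arrays lay above the WT median.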

In this Cygb^−/−^ mouse model, fecundity was normal compared to the B6 background WT mice; equal rates of male and female offspring were observed, and no differences in overall health were observed between the WT and Cygb^−/−^ mice. In contrast to previous studies^7^, the occurrence of spontaneous cancer was not observed to differ between the WT and Cygb^−/−^ mice, even at old age. All mice were housed in a pathogen-free animal facility (Panum Instituttet, University of Copenhagen) with access to water and a standard rodent diet ad libitum. Mice were maintained under controlled conditions of temperature (22 ± 2 °C) and humidity (50 ± 10%) and a 12-hour light/dark cycle. The experimental protocols were approved by the Danish Veterinary and Food Administration, Ministry of Environment and Food of Denmark and performed according to Danish guidelines.

### Human biopsies

Human colon samples were obtained from the biopsies of 3 patients undergoing a partial colon removal due to colon cancer. The biopsies investigated from each patient contained non-cancerous segments. The biopsies were obtained from an existing biorepository and were used in an anonymous manner.

### Intestinal colonic crypt isolation and culture conditions

Intestinal crypt isolation was performed as previously described by Tan *et al*.^10^, with few modifications. In brief, the distal half of the colon from C57BL/6 WT mice, excluding the cecum and the most proximal portion, was harvested and transferred to a petri dish on ice; then, the sample was flushed with ice-cold phosphate-buffered saline (PBS) and cut open longitudinally. The open colon was washed again with ice-cold PBS with the intestinal lumen facing upwards and cut into 2 mm segments before being transferred into a 50 ml conical tube with 15 ml of ice-cold PBS. The small intestine sections were incubated with chelation buffer (PBS with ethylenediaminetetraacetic acid 3 mM and dithiothreitol 0.05 mM) for 60 min at room temperature and then suspended in 2 ml of cold PBS + 0.1% bovine serum albumin. Crypts were then detached from the basal membrane via moderate shaking to preserve the intact crypt structures. The colon segments were allowed to settle by gravity, and the supernatant was collected in a new 15 ml tube. This step was repeated 5–6 times, and the fractions with the most enriched, intact crypts with the fewest single

cells were used for further culturing. The crypts from the chosen fractions were then centrifuged at 200 × g for 5 min to remove single cells and to obtain a pellet with pure crypts. The pellet was resuspended in 10 ml of cold Dulbecco’s modified Eagle’s medium/F12 (Life Technologies/Thermo Fisher Scientific, MA, USA), and the crypts were counted and assessed using an inverted microscope.

The culturing step was conducted according to section 2 in a protocol from STEMCELL Technologies Inc.; crypt cells were pelleted and resuspended in 150 µl of Matrigel Matrix (Corning, NY, USA) and room-temperature IntestiCult^TM^ Organoid Growth Medium (Mouse) (STEMCELL Technologies, Vancouver, Canada) supplemented with penicillin-streptomycin (100 units/100 μg per ml) and Wnt-3A (100 ng/ml, PeproTech, NJ, USA). A small volume of the crypt/medium/Matrigel suspension (50 µl) was pipetted into the center of each well in a 24-well plate (Corning, NY, USA) and incubated at 37 °C for 10 minutes to set the Matrigel. Each well then received 750 µl of room-temperature IntestiCult™ Organoid Growth Medium, and the plate was incubated at 37 °C and 5% CO_2_. The culture medium was changed every other day until the lysis of the organoids and RNA extraction.

For the tumor necrosis factor (TNF)-α stimulation, organoids cultured for 9 days were incubated for 24 hours with 30 ng/ml freshly prepared recombinant mouse TNF-α (R&D systems, MN, USA) and were then immediately lysed for RNA isolation.

### Establishment of the AOM/DSS model

The effect of Cygb deficiency on tumor development in CAC was investigated using the well-established AOM/DSS model^11^. Three individual mice cohorts were used for this study. All mice in the individual cohorts were co-housed to minimize any possible cage-related effects and were weighed once or twice a week. All mice were euthanized by cervical dislocation.

1. For the analysis of early colon adenomas, 15 Cygb^−/−^ and 10 WT female mice were injected intraperitoneally (i.p.) with 7.4 mg/kg AOM, followed by one cycle of 3% DSS in week 2 for seven days. All mice were euthanized at the end of in week 5, three weeks after the end of the DSS cycle.
2. For the microarray gene expression analysis of DSS-induced chronic inflammation, 5 Cygb^−/−^ mice and 8 WT female mice were injected i.p. with 7.4 mg/kg AOM, followed by two cycles of 3% DSS for 7 days in weeks 2 and 5. All mice were euthanized in week 7, one week after the end of the second DSS cycle.
3. For the established tumor cohort, 10 Cygb^−/−^ and 12 WT female mice were injected i.p. with 7.4 mg/kg AOM, followed by three cycles of 3% DSS for 7 days/cycle in weeks 2, 5 and 8 (Fig. 1a). All mice were euthanized in week 10, two weeks after the end of the third DSS cycle. In all, 8 Cygb^−/−^ and 8 WT female mice were left untreated to serve as controls.

**Figure 1:**
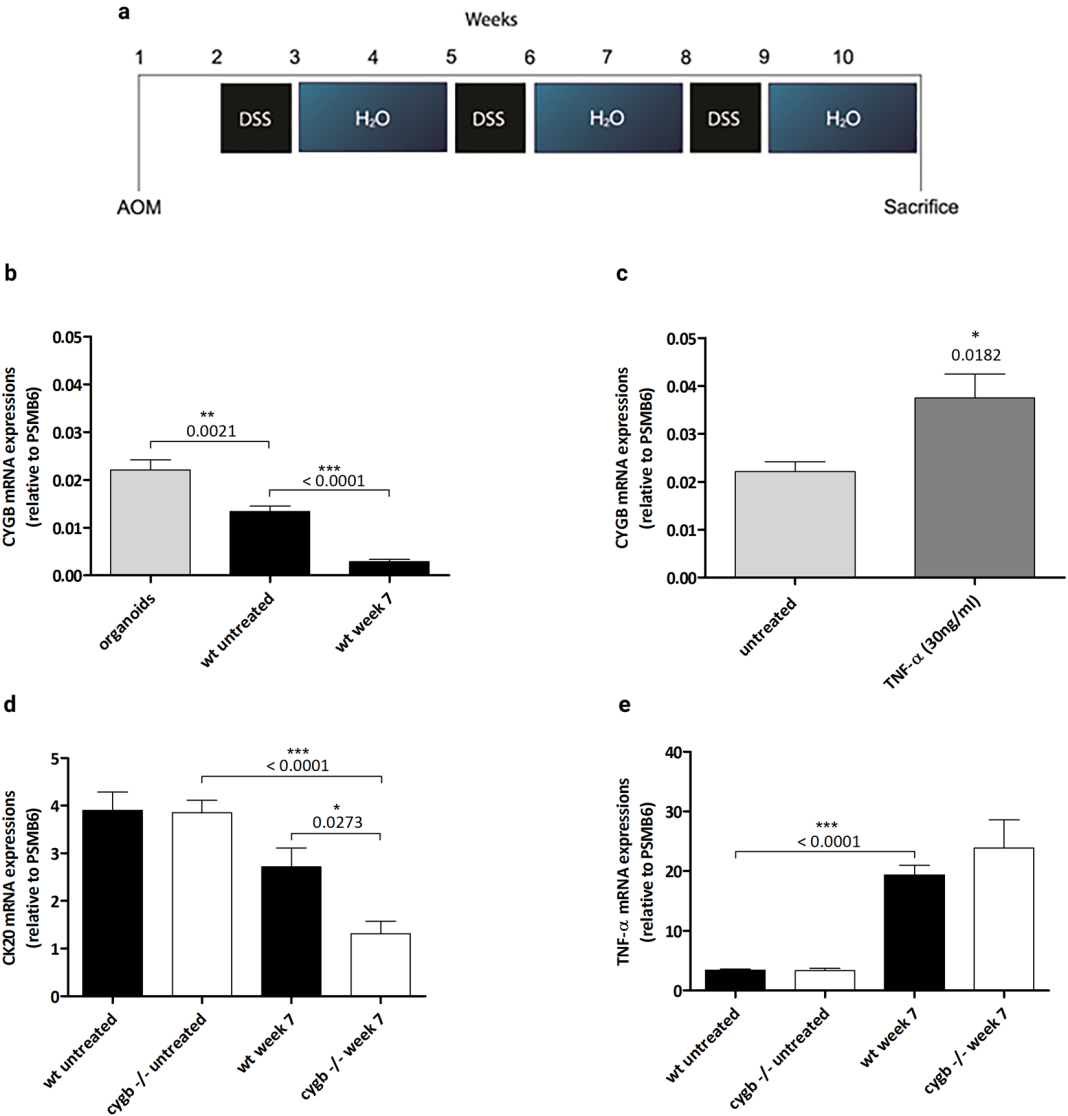
Cygb, Ck20, and TNF-α mRNA expression levels. (**a**) Timeline of the AOM/DSS treatment. Mice were injected i.p. with AOM (7.4 mg/kg), followed by three cycles of 3% DSS in weeks 2, 5 and 8. (**b**) Cygb mRNA expression in cultured organoids from isolated WT colonic epithelial crypts (n = 6), AOM/DSS-treated colonic tissue from week 7 (n = 8) and untreated control WT mice (n = 8). Real-time RT-qPCR was performed to quantify Cygb mRNA expression levels, which were normalized to that of PSMB6. (**c**) Cygb mRNA expression in colonic organoids from WT C57BL/6 mice that were untreated (n = 6) or treated with 30 ng/ml TNF-α (24 h) (n = 6). (**d**) Ck20 mRNA expression in AOM/DSS-treated colonic tissue from week 7, WT (n = 8), Cygb^−/−^ (n = 5) and untreated control WT (n = 8) and Cygb^−/−^ mice (n = 8). (**e**) TNF-α mRNA expression in AOM/DSS-treated colonic tissue from week 7, WT (n = 8), Cygb^−/−^ (n = 5) and untreated control WT (n = 8) and Cygb^−/−^ mice (n = 8). Data are shown as the mean ± SEM. Statistical analysis was performed using Student’s t-test, and P values are shown. P values < 0.05 were considered statistically significant.

The experimental protocols were approved by the Danish Veterinary and Food Administration, Ministry of Environment and Food of Denmark and performed according to Danish guidelines.

### RNA extraction, real-time RT-qPCR, hybridization, detection, and signal quantification using whole-genome expression profiling

Colonic tissue harvested from Cygb^−/−^ and WT mice from cohort 2 were stored in RNAlater prior to RNA extraction. Total RNA was extracted using a mirVana miRNA isolation kit (Ambion/Life Technologies, MA, USA) following the manufacturer’s protocol. RNA quality was assessed with an Agilent Bioanalyzer (Palo Alto, CA, USA). For real-time RT-qPCR, first strand cDNA was synthesized with 1 µg of total RNA (or 100 ng of total RNA from colonic organoids) in a total volume of 20 µl using a RevertAid™ H Minus First Strand cDNA Synthesis Kit (Fermentas GmbH, Leon-Rot, Germany) in accordance with the manufacturer’s protocol, with minor modifications. Poly (dT) oligomers (Fermentas) were used as primers. The following PCR primers for Cygb were designed manually: 5′ CCGGGCGACATGGAGATAGA 3′ and 5′ GTCCTCGCAGTTGGCATACAG3′. The primer 3 online facility^12^ was used to select the primers for neurexophilin and PC-esterase domain family member 2 (Nxpe2): 5′ACTGCTCTCTTCGCTTCCAAA 3′ and 5′ TGCGGTTGTTTAAGTGAACCA3′; and PC-esterase domain family member 4 (Nxpe4): 5′CTACGGACCATGTTCAAGTTGC 3′ and 5′ GGACCTCCCTGATTCTCAGTT 3′. The remaining primer pairs were selected using the PrimerBank resource: Psmb6: ID26347247a1; Spry4: ID31543767a1; Ck20: ID21592285a1 and TNF-α: ID7305585a1. Real-time RT-qPCR was performed using a LightCycler 480 system, as previously described^13^. A panel of housekeeping genes, including GAPDH, ACTB, POLII, RPLP0 and PSMB6 was analysed (data not shown). 

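Psmb6, which encodes a proteasome subunit, had a log2 array value of 8.54 ± 0.09 (SD, n = 8) in untreated WT colons and 8.61 ± 0.13 (SD, n = 8) in WT colons after AOM/DSS. In Cygb-/- colons it was 8.52 ± 0.08 (SD, n = 8) without treatment and 8.69 ± 0.11 (SD, n = 5) after AOM/DSS.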

PSMB6 mRNA expression was found to be unaffected by the intestinal inflammation and the most stably expressed throughout the AOM/DSS treatment. This was also confirmed by the microarray gene expression data, where a t-test did not reveal a significant difference in PSMB6 expression between healthy and inflamed tissue. 

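Between AOM/DSS-treated and untreated colons, the log2 fold change of Psmb6 was 0.07 (standard error 0.06, adjusted p = 0.463 from limma) in WT mice. In Cygb-/- mice it was 0.17 (standard error 0.06, adjusted p = 0.0739 from limma). Neither passed the test over all probe sets, which is stricter than a test of this gene alone. The p without adjustment is not given here. In Cygb-/- mice the log2 fold change of 0.17 was well above its standard error of 0.06, toward higher values after treatment. These values therefore do not show that Psmb6 was unaffected. The effect of treatment did not differ between the genotypes past the threshold (adjusted p = 0.85 for the interaction).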

The *in vitro* transcription of labeled probes and hybridization to the Affymetrix mouse gene 2.0 ST array was performed at the Microarray Center (Center for Genomic Medicine, Rigshospitalet, Denmark) according to standard procedures.

Cultured colonic crypt organoids were lysed directly in the wells by adding the lysis buffer provided in the mirVana miRNA isolation kit. The rest of the RNA extraction procedure was performed according to the manufacturer’s protocol.

### Histopathology and immunohistochemistry

Formalin-fixed, paraffin-embedded biopsies from untreated and AOM/DSS-treated (week 7) mice were used. Four micron sections were cut, deparaffinized, and rehydrated. The sections were stained with hematoxylin and eosin (H&E). The histopathological examination of the sections was based on scoring the following 3 parameters^14^. The severity of inflammation was scored from 0–3, as follows: 0, few inflammatory cells in the lamina propria; 1, increased numbers of granulocytes in the lamina propria; 2, confluence of inflammatory cells extending into the submucosa; and 3, transmural extension of the inflammatory infiltrate. Crypt damage was scored from 0–5, as follows: 0, intact crypts; 1, loss of the basal one-third; 2, loss of the basal two-thirds; 3, entire crypt loss; 4, change of epithelial surface with erosion; 5, confluent erosion. Ulceration was scored from 0–3: 0, absence of ulceration; 1, 1 or 2 foci of ulcerations; 2, 3 or 4 foci of ulcerations; 3, confluent or extensive ulceration. These values were added for a maximal score of 11.

A polyclonal rabbit anti-human cytoglobin antibody was raised against bacterially produced human cytoglobin (made in house; code no: 5092/6). As shown in Supplementary Figure S2, the Cygb antibody stains sinusoidal lining cells in the liver of WT mice but not in Cygb^−/−^ mice. This staining pattern is reminiscent of the pattern previously described for a Cygb-specific antibody^15^. For Cygb staining, untreated colons were fixed for 24 hours in phosphate-buffered 10% formalin and then transferred to PBS containing 0.1% sodium azide. For cryosectioning, tissue samples were placed into 30% sucrose in PBS with 0.1% sodium azide for 2 days; then, 10 μm sections were cut using a Leica cryostat and mounted on chrome-gelatin-precoated slides. Immunohistochemistry was performed according to methods previously described by Hundahl *et al*.^16^. In brief, sections (either on slides or free floating) were incubated in 1% perhydrol to block endogenous peroxidase, washed in PBS, preincubated in 1% human serum albumin in PBS, and then incubated with the primary antibody (rabbit anti-human cytoglobin 1:30.000 for mouse tissue or 1:10.000 for human biopsies). The samples were then incubated with the secondary antibody, a biotinylated donkey anti-rabbit (Fab)_2_ antibody at a 1:2000 dilution (Jackson ImmunoResearch Laboratories, PA, USA). Subsequently, the samples were incubated with a horseradish peroxidase (HRP)-conjugated avidin-biotin complex at a 1:200 dilution (Vector Laboratories, CA, USA). As chromogene, either Vector SG substrate kit (Vector Laboratories, CA, USA) or Diaminobenzidine (DAB) was used.

### Macroscopic analysis of early colon adenomas

After euthanization, colons were flushed with PBS through the rectum to smooth the mucosal folds and were then fixed for 3–5 minutes *in situ* via the intraluminal injection of ice-cold 4% paraformaldehyde. The colons were then removed, cut open longitudinally, and pinned to a polyethylene plate with the lumen facing upwards. These samples were stored for an additional 24 hours in 4% paraformaldehyde and thereafter in 70% ethanol until analysis. The colons were washed in distilled water and stained with 0.2% methylene blue in PBS for 30 minutes according to the protocol described by Bird *et al*.^17^ and examined under a stereomicroscope. The total number of adenomas and the number of adenomas larger than 1 mm in diameter were counted. To visualize the mucin-depleted adenomas, the colons were stained using the High Iron Diamine-Alcian Blue (HID-AB) procedure^18^, which stains both sulfomucins and sialomucins. The colons were rinsed for 5 minutes in distilled water and then transferred to 50 ml of a distilled water solution containing 120 mg of N-N′-dimethyl-m-phenylene and 20 mg of N-N′-dimethyl-p-phenylene diamine, to which 1.4 ml of 60% ferric chloride was added. The HID solutions containing the colons were stored in the dark for 18 hours at room temperature. The colons were then rinsed 3 times with distilled water, stained for 30 minutes in 1% alcian blue in 3% acetic acid (pH 2.5) and examined under a stereomicroscope. The total number of adenomas and the number of adenomas larger than 1 mm in diameter were counted again. The distal parts of the colons were severely inflamed, and the mucosa was absent in large areas; therefore, only the proximal half of the colons was included in this analysis. All reagents were purchased from Sigma-Aldrich, Denmark.

### Statistical analysis and sample size estimation

Based on the data from^19^ of the AOM/DSS procedure, the power.t.test function in R was used to calculate the sample size necessary to yield a power of 0.9 for detecting a difference of 5 in tumor counts using the two-sample t-test. The results showed that a sample size of 10 in each group would fulfill these criteria. Mice from one Cygb^−/−^ AOM/DSS cohort and two WT AOM/DSS cohorts were used. No significant differences in the number of tumors were observed between the two Cygb WT cohorts (t-test; P > 0.05).

### Bioinformatics

The data from the Affymetrix mouse gene 2.0 ST array were analyzed using Bioconductor packages^20^ for the R language environment. A single log2 expression measure was calculated for each gene using the RMA algorithm from the Oligo package^21^ and quartile normalization. The log2 gene expression measures and the original CEL files have been deposited in the Gene Expression Omnibus database with the following accession number: GSE86299. A principal component analysis (PCA), an accompanying annotation analysis and a transcription factor binding site overrepresentation analysis were conducted using the pcaGoPromoter package^22^. Initially, a PCA was performed on all intestinal samples representing the following categories: CI_WT: chronic inflammation (week 7) wild type; CI_KO: chronic inflammation Cygb^−/−^ (week 7); UT_WT: untreated wild type; UT_KO: untreated Cygb^−/−^, and the PCA score plot of the first two PCs is depicted in Supplementary Figure S3. Based on a PCA model containing the first three PCs of this initial PCA, a Hotelling T^2^ test was performed comparing CI_WT with CI_KO and UT_WT with UT_KO, respectively. The Hotelling T^2^ test was performed using a multiple linear regression model in R, as previously described^23^. A second PCA was subsequently performed including only the inflamed samples. The score plot of the first two PCs of this PCA is depicted. The most representative gene ontology (GO) terms produced by the GO analysis using the pcaGoPromoter package are depicted in the PCA score plot. These most representative GO terms were derived from plots of the GO trees calculated with the GOtree function in the pcaGoPromoter package. In all, 25 boxes were plotted for the positive direction of the second PC axis (Supplementary Figure S4), and 75 boxes were plotted for the negative direction of the second PC axis (Supplementary Figure S5). The GO terms were selected based on the following criteria: the term selected was either at the third level in a branch that ended at the third level of the GO tree, or the term selected was at the end of a branch with more than three levels. GO terms found only at the second level in the GO tree were not reported. The P values for the GO term overrepresentation analysis were calculated using false discovery rate (FDR) correction for multiple tests^24^. The genes annotated with the GO terms depicted in the PCA score plot were retrieved with the GOhits function in the pcaGopromoter package, and the lists of genes are shown in Supplementary Tables S2 and S3. The promoter transcription factor binding site overrepresentation analysis was performed using the primo function in the pcaGoPromoter package, and the five most significant binding sites are reported in the figure. The complete list of significant binding sites is shown in Supplementary Table S4. The mean differences in expression between WT and Cygb^−/−^ mice were calculated for all genes, and genes with a ≥1.5-fold difference in mean expression were retrieved and subjected to Student’s t-test. The P values were corrected for multiple tests using FDR^24^. The complete lists of up- or down-regulated genes (WT versus Cygb^−/−^ mice) are shown in Supplementary Table S1. The top genes from the lists derived from AOM + DSS treated mice were used for cluster analysis and heatmap visualization. The online resource “HEATMAPPER”^25^ was used employing average linkage and Euclidian distance measuring.

## Results

### Mucosal Cygb mRNA and protein expression in colon organoids and in healthy and inflamed mouse colons

The subcellular expression of Cygb mRNA in the mouse colon was investigated by culturing isolated colonic crypts as organoids. The overall Cygb mRNA expression was low, i.e., the number of transcripts detected in 1000 ng of reverse-transcribed total colonic RNA ranged from 200 to 1500 copies, which is typical for a low-copy number transcript. Following normalization to the Psmb6 gene, it was found that the Cygb mRNA expression was two-fold higher in colonic organoids compared with intact colons (Fig. 1b). Interestingly, the Cygb mRNA expression in cultured organoids increased by almost two-fold after TNF-α stimulation (Fig. 1c). 

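On the arrays, the log2 value of Cygb in WT colons was 9.03 ± 0.29 (SD, n = 8) after AOM/DSS and 8.78 ± 0.15 (SD, n = 8) without treatment. The log2 fold change was 0.25 (standard error 0.11), toward higher expression after treatment. It did not pass the test over all probe sets (adjusted p = 0.109 from limma), which is stricter than a test of this gene alone.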

During AOM/DSS-induced inflammation, the Cygb mRNA expression decreased significantly in week 7 (Fig. 1b). These results showed that the highest amounts of Cygb mRNA were found in the intestinal epithelial cells and that the decline in Cygb mRNA expression of the inflamed colons could potentially be due to colonic epithelial cells being lost during severe inflammatory ulceration. To investigate this further, we measured the mRNA expression of the established intestinal epithelial cell marker Cytokeratin 20 (Ck20)^26^ (Fig. 1d). Indeed, we found that CK20 mRNA expression was unaffected in untreated Cygb^−/−^ and WT mice; however, a significant decrease was evident in the inflamed colons of Cygb^−/−^ mice compared with untreated Cygb^−/−^ mice. 

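Krt20, the gene of cytokeratin 20 (CK20), a marker of differentiated colonocytes, fell by 0.35 on the log2 scale in Cygb-/- colons after AOM/DSS (adjusted p = 0.0011 from limma). Its array value was 11.21 ± 0.11 (SD, n = 5) after treatment and 11.56 ± 0.08 (SD, n = 8) without. In WT colons the log2 fold change of treatment was -0.19 (standard error 0.11, adjusted p = 0.202 from limma). Between the untreated genotypes it was -0.02 (adjusted p = 0.978 from limma).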

Interestingly, we also found a significant difference in Ck20 mRNA expression between treated Cygb^−/−^ and WT mice. This result may suggest that Cygb^−/−^ mice are susceptible to more severe inflammation, leading to a significant loss of colonic crypts.

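Between AOM/DSS-treated Cygb-/- and WT colons, the array difference of Krt20 was -0.18 on the log2 scale (standard error 0.13, adjusted p = 0.713 from limma). All 5 of the treated Cygb-/- arrays lay below the WT median of that gene. The interaction of genotype and treatment did not pass the test either (adjusted p = 0.851).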

In the AOM/DSS model, the inflammation observed is lower in the C57BL/6j strain as compared to other mice strains^27^ and samples representative for chronic inflammation were therefore collected at week 7 (after the second DSS cycle) rather than at an earlier time-point. In both healthy and chronic inflamed (AOM/DSS week 7) WT mice (Fig. 2A a-b), colon Cygb-ir is localized to fibroblast-like interstitial cells surrounding the crypts of the mucosal glands, interstitial fibroblast cells of the submucosa, and interstitial Cajal-like cells of the tunica muscularis. However, Cygb-ir seemed to be lower in the inflamed colons, which is in agreement with the Cygb mRNA expressions (Fig. 1b). Moreover, Cygb-ir was not detectable in any cells of the lamina epithelialis. The discrepancy between the mRNA expression and the Cygb-ir results suggests that the Cygb protein is more concentrated in smaller fibroblast-like cells than in larger epithelial cells. Thus, in large epithelial cells, the low Cygb protein expression was below the detection limit. In human intestinal mucosa, Cygb-ir was also found only in the fibroblast-like cells surrounding the crypts (Fig. 2B). In the adenoma and inflamed tissue samples from the AOM/DSS-treated mice, Cygb-ir was again found in fibroblast-like cells scattered around the crypts, albeit much lower than in the healthy colons (Fig. 2C a,c). Tumor cells and epithelial cells showed faint blue staining that could not be clearly distinguished from the background staining resulting from staining with a non-immune serum (not shown).

**Figure 2:**
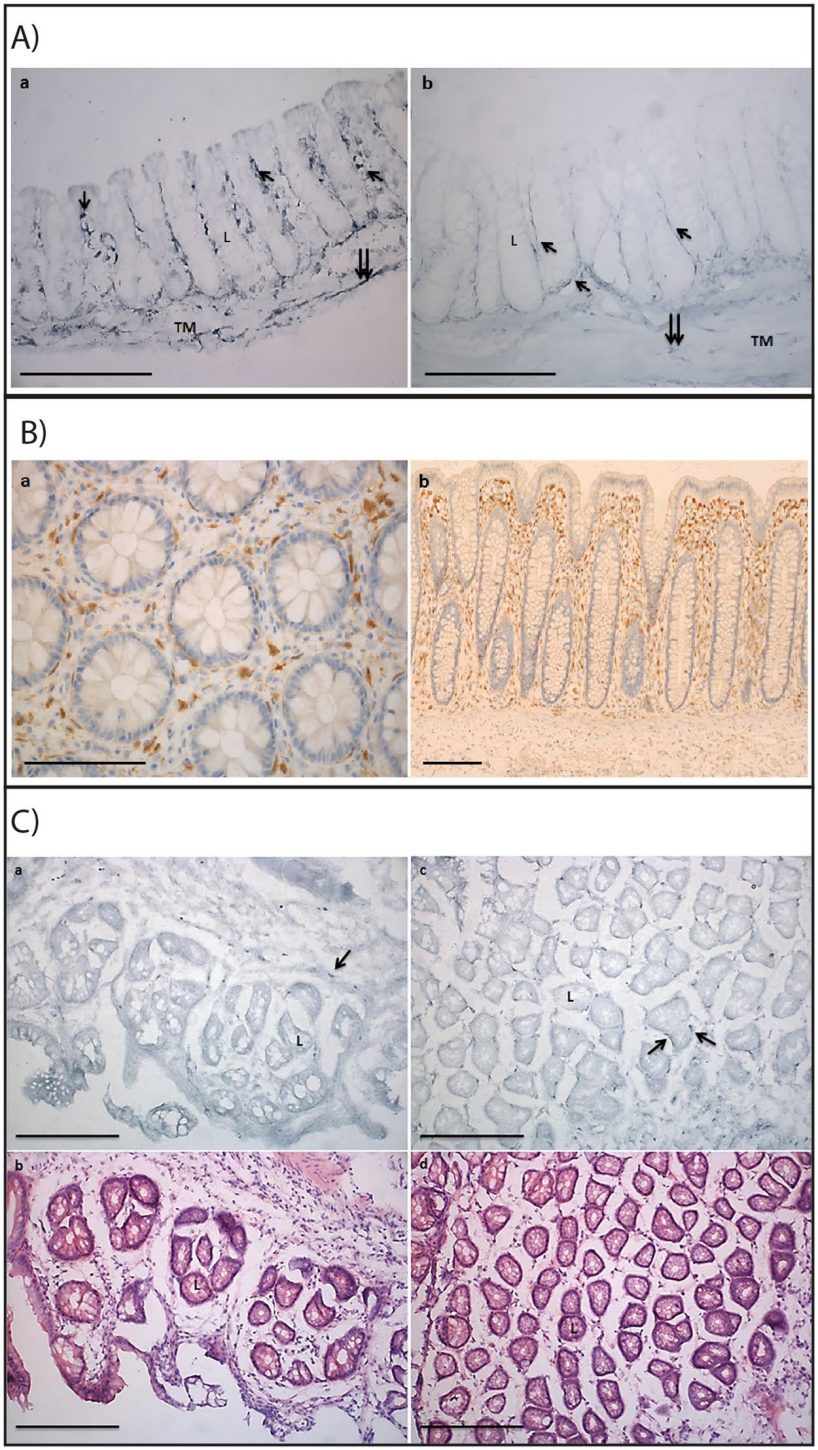
Cytoglobin protein expression in mouse and human colon. (**A**) Cygb-ir in healthy and inflamed C57BL/6 WT mouse colon tissue. (a) Longitudinal section of colonic crypts from untreated mice. (b) Longitudinal section of colonic crypts from week 7 AOM/DSS-treated mice. Single arrows indicate cells with Cygb-ir along Lieberkühn crypts. Double arrows indicate cells with Cygb-ir in tunica muscularis. L: Lieberkühn crypt, TM: tunica muscularis. 20x magnification, scale bars represent 200 µm. (**B**) Cygb expression in normal human colon tissue with hematoxylin counterstaining. No Cygb-ir was observed in the crypts. (a) Cross section, 40x magnification b) Longitudinal section, 5x magnification. Scale bar represents 200 µm. (**C**) Cygb-ir in AOM/DSS-treated C57BL/6 WT mouse colon tissue. (a) Cygb-ir in inflamed area with adenoma. (b) H&E staining of area with adenoma. (c) Cygb-ir in inflamed area without adenoma. (d) H&E staining of area without adenoma. Arrows indicate cells with Cygb-ir. L: Lieberkühn crypt. 20x magnification, Scale bars represent 200 µm.

### Characteristics of colitis development in Cygb-deficient mice

Regarding the untreated littermate controls, we did not observe any differences in body weight change between the WT and Cygb^−/−^ mice during the course of the experiment (Fig. 3a). In addition, we did not observe any significant differences in body weight loss or gain between the two groups upon the administration of AOM and 3 cycles of 3% DSS (Fig. 3b). The same was also the case in other cohorts that were treated with AOM and 1xDSS and 2xDSS before sacrifice (data not shown).

**Figure 3:**
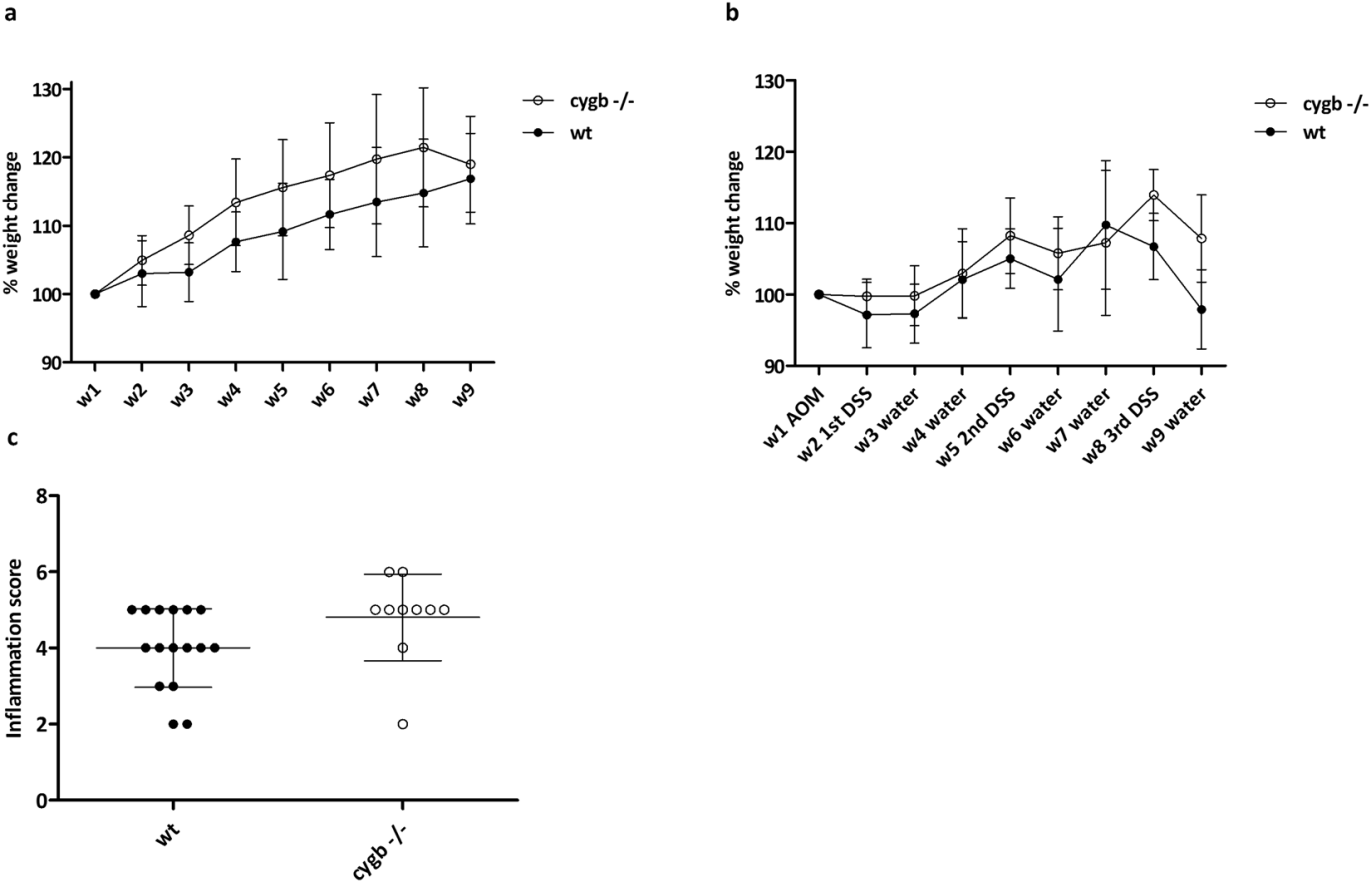
The effect of Cygb on body weight and colon inflammation in AOM/DSS-induced colitis. (**a**) Percentage body weight change relative to week 1 in untreated WT (n = 8) and Cygb^−/−^ mice (n = 8). (**b**) Percentage body weight change relative to week 1 baseline weight. Female WT (n = 10) and Cygb^−/−^ mice (n = 11) after 3 cycles of 3% DSS for 7 days followed by 14 days with tap water. (**c**) Colitis score in non-cancerous tissue in the distal colons after 2 cycles of 3% DSS (week 7) in AOM/DSS-treated WT (n = 8) and Cygb^−/−^ (n = 5) mice. The results are presented as the mean ± SD.

The histological inflammation scores of colon samples showed no significant differences in chronic inflamed Cygb^−/−^ mice treated with AOM and two cycles of 3% DSS (Fig. 3c). The same was also true in mice treated with AOM and only one cycle of 3% DSS (data not shown).

The inflammation was also characterized at the molecular level using a bioinformatics strategy based on PCA, as previously demonstrated in human studies of IBD^23^. 

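Expression in the colon was measured on 29 Affymetrix Mouse Gene ST arrays. There were 8 arrays of untreated WT mice, 8 of untreated Cygb-/- mice, 8 of WT mice and 5 of Cygb-/- mice after AOM, a carcinogen given once at 7.4 mg/kg, and 3% DSS, which injures the colonic epithelium. The paper's methods give 2 DSS cycles and week 7 for these arrays, whereas the sample labels give 1 cycle and week 5. The authors computed log2 values with RMA and normalized them between arrays. These values ran from 0.72 to 13.47 over 41345 probe sets, and the array medians from 4.76 to 4.88. An annotation named exactly 1 gene for 23521 probe sets, several genes for 1814 and none for 16010. Differences between groups were tested with limma on the values as deposited, 2 groups at a time, with Benjamini-Hochberg adjustment over all 41345 probe sets and a threshold of 0.05. The number of arrays limits the precision. Of 50 probe sets given a simulated 2-fold difference at the group sizes of the inflamed arrays, 41 were recovered, and 33 of 50 at 1.5-fold. These were drawn at random from all probe sets, whose median SD between inflamed arrays was 0.19 in Cygb-/- and 0.20 in WT mice. The shares do not hold for genes with a wider spread, so a gene that was not called is not shown to be unchanged. The values come without a detection call. Y-linked genes, which female mice lack, lay between 1.91 and 2.85 on the log2 scale, and the lower quartile of all probe sets between 3.26 and 3.37, so that a fold against a value this low is no more than a lower bound. Markers of squamous epithelium differed widely between inflamed arrays of one genotype, with a mean score of 0.90 ± 0.98 (SD, n = 8) in WT and 0.56 ± 0.77 (SD, n = 5) in Cygb-/- mice, in log2 units around the mean of all arrays. In Cygb-/- replicate 3 of the inflamed arrays, Xist, the RNA that silences an X chromosome, had a log2 value of 3.82, against 10.64 to 11.15 in the other 28 arrays.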

A Hotelling T^2^ test showed a significant difference (P < 0.05) in the multivariate gene expression pattern between the Cygb^−/−^ and WT mice during inflammation but not in the non-inflamed, untreated state. 

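On the first 3 principal components of all 29 arrays, which held 23.6%, 7.48% and 6.41% of the variance, Hotelling's T2 between inflamed Cygb-/- and WT arrays was 21.3 (exact permutation test, two-sided, p = 0.0155). Between untreated Cygb-/- and WT arrays it was 0.223 (exact permutation test, p = 0.978). With the first 2 components alone, the inflamed groups did not differ past the threshold (exact permutation p = 0.508), nor did they without Cygb-/- replicate 1 (exact permutation p = 0.0788) or replicate 3 (0.0545). In a PCA of the 16 untreated arrays alone, the untreated genotypes did differ (exact permutation p = 0.000777).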

A PCA score plot shows this difference in the multivariate gene expression pattern in the axis for the second PC of the inflamed samples (Fig. 4). Thus, the WT samples (green triangles) are scattered toward positive values of the second PC axis, whereas the Cygb^−/−^ samples (red circles) are scattered toward negative values of this axis. 

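In the PCA of the 13 inflamed arrays, the second component held 12.8% of the variance. Its score averaged -67.9 ± 60.4 (SD, n = 5) in Cygb-/- arrays and 42.4 ± 40.0 (SD, n = 8) in WT arrays, with the sign set so that WT lies toward positive values. The genotypes differed on it (exact permutation test, p = 0.00311, adjusted p = 0.0155 over 5 components). Of the Cygb-/- arrays 4 of 5 had negative scores, and of the WT arrays 7 of 8 had positive scores. The exceptions were Cygb-/- replicate 5 and WT replicate 8.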

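The 1200 probe sets with the most negative loadings on the second component, the Cygb-/- side, held 16 of 19 measured neutrophil genes. They also held 12 of 18 inflammatory cytokines and 12 of 17 matrix proteases and inhibitors. These lists were fixed before the data were examined, but after the paper's tables had been read. The adjusted p was 6.16e-21, 5.35e-14 and 2.75e-14 from Fisher's exact test, which treats the genes of a list as independent. With an estimated correlation, camera did not call these 3 lists between the inflamed genotypes. These lists hold genes such as Mmp9, Osm and Mmp19, which act in tissue remodelling and inflammation. Of the paper's own gene tables for the negative direction, which were chosen on these arrays and are not independent evidence, all 38 measured genes of the response to lipopolysaccharide and all 28 of cytokine secretion had a positive log2 fold change in Cygb-/- arrays. None of these 38 or 28 genes passed limma over all probe sets, and 19 and 13 had an unadjusted p under 0.05. Adjusted over the list alone, 0 and 1 passed.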

The GO analysis of genes driving the samples toward positive or negative values, respectively, along the second PC axis showed that genes annotated with the following terms defined the negative direction along the Y-axis in the PCA score plot: leukocyte chemotaxis; cytokine secretion; positive regulation of the inflammatory response; response to lipopolysaccharide; positive regulation of intracellular signal transduction; regulation of angiogenesis; and regulation of the apoptotic process (Fig. 4). Thus, samples with high expression levels of such genes are plotted with negative values on the Y-axis. Such samples were mostly the Cygb^−/−^ samples with chronic inflammation. In contrast, the genes that defined the positive direction of the second PC axis (the Y-axis) were annotated with the following GO terms: fatty acid metabolic process; sulfur compound metabolic process; ubiquitin-dependent protein catabolic process; and insulin receptor signaling pathway. Thus, samples with high expression levels of such genes are plotted with positive values on the Y-axis. Such samples were mostly WT samples with chronic inflammation.

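Toward the WT side of the second component, the 1200 most positive loadings held 11 of 23 measured genes of cytochromes P450 and xenobiotic enzymes, which break down foreign compounds, and 7 of 13 smooth muscle genes. They also held 6 of 10 clock genes of the PER, REV-ERB and PAR bZIP phase. The adjusted p was 3.47e-10, 3.77e-07 and 1.12e-06 from Fisher's exact test, which treats the genes of a list as independent. Between the inflamed genotypes, camera with an estimated correlation called neither the P450 list (adjusted p = 0.384) nor the smooth muscle list (adjusted p = 0.230). Of the 23 P450 and xenobiotic genes, 16 had a negative log2 fold change. Over all probe sets 0 of the 23 were lower and 1, Ces1g, higher. Adjusted over the list alone, 10 were lower and 2 higher. Of the paper's table of fatty acid metabolism, chosen on these arrays and so not independent evidence, all 24 genes had a negative log2 fold change in Cygb-/- arrays. Scd1, a fatty acid desaturase, was the 1 gene of the table that passed limma over all probe sets, with a log2 fold change of -0.48 (standard error 0.08, adjusted p = 0.0205), and 9 were lower when adjusted over the list alone.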

**Figure 4:**
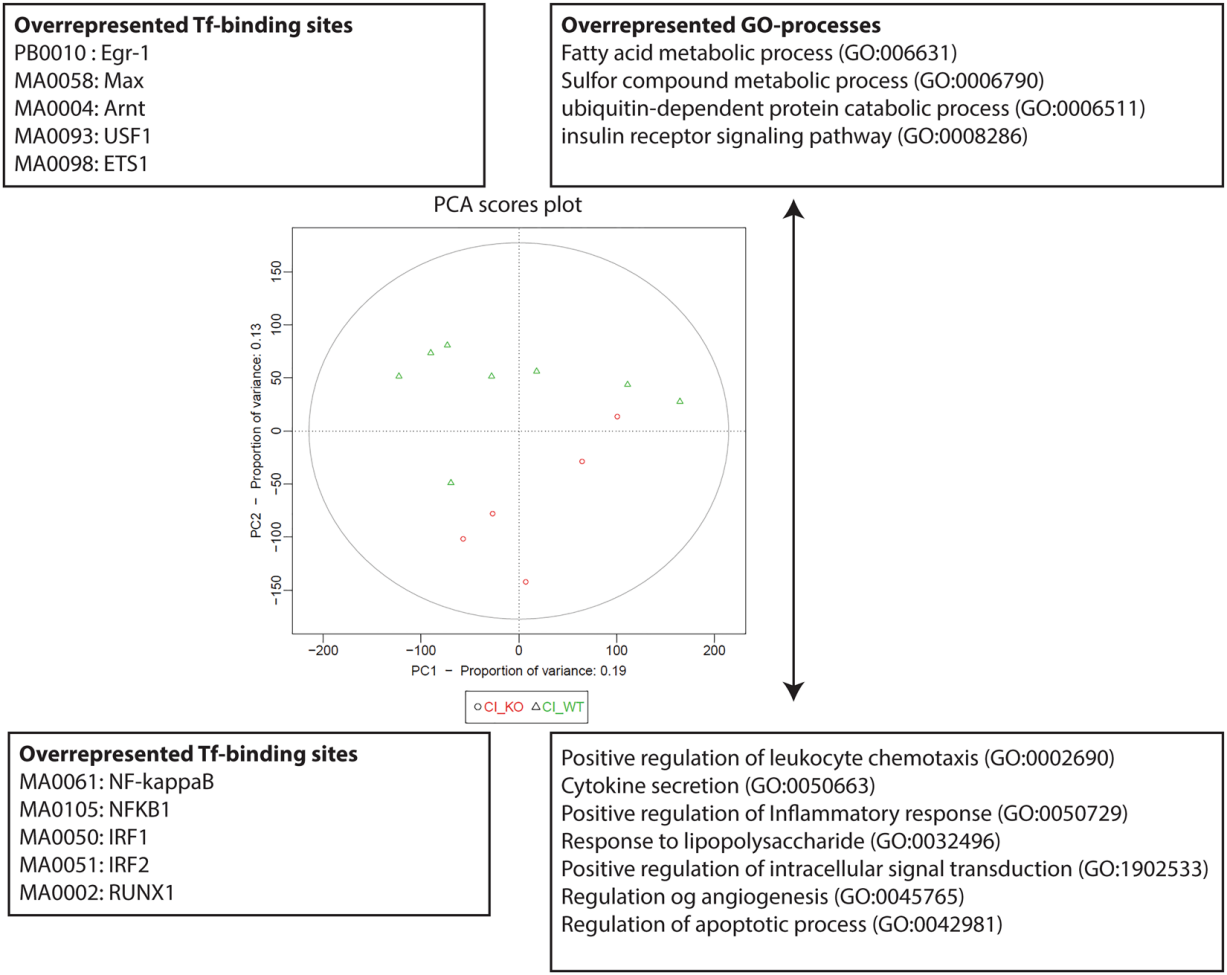
PCA score plot of inflamed colon tissue samples. RNA was extracted from chronically inflamed colons (7 weeks, second DSS cycle) of Cygb^−/−^ mice (chronic inflammation knockout: CI_KO, red circles, n = 5) and from WT mice (chronic inflammation wild type: CI_WT, green triangles, n = 8) and subjected to a microarray analysis (Affymetrix Mouse Gene 2.0 ST array). An unsupervised multivariate analysis followed by GO and promoter overrepresentation analyses were conducted using the pcaGoPromoter package. The score plot of the first two PCs are shown. The variation represented by the second PC (the Y-axis) is correlated with the Cygb genotype. The most important GO terms associated with each direction of the second PC axis are shown together with the most important overrepresented predicted transcription factor binding sites in the promoters of the genes defining either direction of the second PC axis. The results suggest that more-severe inflammation was present in Cygb^−/−^ mice than in WT mice.

The conclusion of the GO analysis was that in the analyzed samples with chronic inflammation, the Cygb^−/−^ samples were more inflamed, as determined by the annotation analysis of the genes expressed at increased levels in these samples compared with the WT samples. 

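Lists of inflammation genes fixed before the data were examined leaned toward higher expression in the inflamed Cygb-/- colons, without any of their single genes passing limma over all probe sets. The paper's tables, made from these arrays, had been read when the lists were written. Lists that hold genes of those tables are therefore not blind to their values. Of 19 neutrophil genes, 18 had a positive log2 fold change (median 0.90), 0 passed and 10 were higher when adjusted over the list alone. Among them, Trem3, a receptor of myeloid cells, had a log2 fold change of 0.69 (standard error 0.15, adjusted p = 0.134). Of 18 inflammatory cytokines, 17 were positive, 0 passed and 1 was higher when adjusted over the list alone. Of 27 chemokines, 22 were positive, 0 passed and 3 were higher when adjusted over the list alone. Of 17 matrix proteases and inhibitors, 15 were positive, 0 passed and 11 were higher when adjusted over the list alone. camera, which compares a list with all other probe sets, gave adjusted p of 3.32e-11, 1.68e-08, 1.63e-05 and 7.24e-10 for these 4 lists at a preset correlation of 0.01. The adjusted p was 0.176, 0.114, 0.176 and 0.0929 with an estimated correlation. Of 27 cell cycle genes, all 27 were positive and E2f8 passed (20 higher when adjusted over the list alone, camera adjusted p = 2.17e-20, and 0.129 with an estimated correlation). This lean was not confined to inflamed colons. In untreated Cygb-/- colons 26 of 27 were positive (10 higher when adjusted over the list alone, camera adjusted p = 5.24e-11, and 0.276 with an estimated correlation). For neutrophils, chemokines and cytokines the lean was uneven between arrays. The neutrophil scores of Cygb-/- replicates 1 and 3 were 2.70 and 3.01, those of the other 3 Cygb-/- arrays 1.08 to 1.47, and those of the WT arrays 0.28 to 1.90, and 2 of 5 Cygb-/- arrays lay above all WT arrays for each of these 3 lists (exact permutation test of the scores, adjusted p = 0.120 for neutrophils, 0.185 for chemokines and 0.0544 for cytokines). For matrix proteases and inhibitors, 4 of 5 did (0.0326). fry, another test of lists, gave an adjusted p of 0.0275 for matrix proteases and inhibitors, 0.0389 for cytokines, 0.0892 for neutrophils and 0.0924 for chemokines. The interaction for matrix proteases and inhibitors passed camera with an estimated correlation (adjusted p = 0.00845). T cell, B cell and interferon response lists did not pass (camera adjusted p = 0.866, 0.545 and 0.214). Absorptive colonocyte genes leaned lower (19 of 25 negative, camera adjusted p = 0.00088, and 0.384 with an estimated correlation). All 13 smooth muscle genes were negative (camera adjusted p = 3.07e-07, and 0.230 with an estimated correlation). Of 29 lists, 14 were higher and 6 lower in camera, and 3 of these 20 held with an estimated correlation, namely the clock genes of the PER phase, the NXPE family and the redox and nitric oxide enzymes. Each of these 3 lists holds genes that the paper's tables report, so their tests partly restate the paper's selection. From the annotation of the genes on the negative side of the second component, the paper concludes that the Cygb-/- samples were more inflamed.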

To supplement the GO analysis, an analysis of predicted transcription factor binding site overrepresentation in the promoters for the genes defining the Y-axis in either direction was conducted. The results showed that the promoters of the genes defining the negative direction of the Y-axis had an overrepresentation of predicted transcription factor binding sites for nuclear factor-κB, interferon response factors 1 and 2, and runt-related transcription factor 1. These findings further support the conclusion that the Cygb^−/−^ samples were more inflamed based on their expression of inflammation-related genes.

### Overall characterization of genes with increased expression in the inflamed colons of Cygb^−/−^ mice compared with WT mice

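Over all 41345 probe sets, 14 were higher and 55 lower in inflamed Cygb-/- than in inflamed WT colons. Of the called probe sets, 11 were higher and 45 lower by at least 1.5-fold. In untreated colons 5 were higher and 4 lower, 2 and 2 of them by at least 1.5-fold. With the replicate numbers of the labels as a block, 2 were higher and 9 lower in inflamed colons, where residual correlations of the 5 pairs ran from -0.143 to 0.219, with 3 of 5 over 0.1. The labels do not state that equal numbers mark pairs, and 1 of the 5 pairs correlated best with its own number. WT replicates numbered above 5 have no Cygb-/- partner, so the block leaves fewer arrays to compare and less power. With all 4 groups in one fit, 192 were higher and 211 lower.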

A direct comparison of genes that displayed at least a 1.5-fold mean difference in expression between the inflamed colonic samples from WT and Cygb^−/−^ mice was conducted using the t-test (Supplementary Table S1). The top genes were used for cluster analysis and heatmap visualization (Fig. 5). Eighty genes displayed more than 1.5-fold higher mean expression levels (FDR < 0.05) in the inflamed colon samples from Cygb^−/−^ mice compared with the inflamed colon samples from WT mice. 

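Highest in inflamed Cygb-/- colons, after the transcript BC018473, were St6galnac1, a sialyltransferase, with a log2 fold change of 1.70 (standard error 0.21, adjusted p = 0.00248 from limma), and Ccnb1ip1. BC018473 and St6galnac1 lie on chromosome 11, as the targeted gene Cygb does. Within 20 Mb of Cygb, 4 of 533 other genes were called in this comparison, against 31 of 21430 elsewhere (Fisher's exact test, unadjusted p = 0.0099). Ces1g, a carboxylesterase, had 0.84 (standard error 0.14, adjusted p = 0.026) and Arntl, which encodes the clock activator BMAL1, with 0.77 (standard error 0.10, adjusted p = 0.00272). Hspa8 had 1.02 in 1 probe set, while its 3 other probe sets lay between -0.04 and 0.13 and were not called. Jhy, Gm11714 and Abca5 had 0.74, 0.64 and 0.61, and E2f8 was also among the 10 highest. Without Cygb-/- replicate 4, 6 probe sets were higher, and without WT replicate 5, 34.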

Eighty-two genes displayed more than 1.5-fold higher mean expression levels (FDR < 0.05) in the WT samples compared with the Cygb^−/−^ samples. 

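The lowest values in inflamed Cygb-/- colons belonged to 3 probe sets without a gene name, which share 1 profile and had a log2 fold change of -4.60 (standard error 0.26, adjusted p = 4.73e-07 from limma). The lowest named genes were Nxpe4, Cygb, St3gal4, a sialyltransferase, with a log2 fold change of -2.58 (standard error 0.25, adjusted p = 0.000173 from limma), and Nxpe2. Pnp2, a purine nucleoside phosphorylase, had -2.04 (standard error 0.29, adjusted p = 0.00743), Plac9a -1.55 and Cphx1 -1.11. The clock-controlled genes Dbp, Per3 and Ciart had -1.44, -1.16 and -1.04, each below the WT median in 5 of 5 Cygb-/- arrays. Of 10 measured clock genes of the PER, REV-ERB and PAR bZIP phase, 6 were lower and 0 higher (9 lower when adjusted over the list alone, camera adjusted p = 9.71e-20, and 0.0387 with an estimated correlation). Of the 36 called genes with a chromosome, 8 lay on chromosome 9 and 7 on chromosome 14 of GRCm38.p6, more than their share of genes (Fisher's exact test, adjusted p = 0.00796 and 0.00509). When genes counted only if all of their probe sets were called, which leaves out Hspa8, the adjusted p was 0.0269 and 0.00349, a setting chosen after the data had been examined. With the test of the paper's methods after the fold filter, neither chromosome passed (adjusted p = 0.0750 and 0.596).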

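In inflamed colons, the log2 value of Cygb was 6.30 ± 0.19 (SD, n = 5) in Cygb-/- and 9.03 ± 0.29 (SD, n = 8) in WT arrays. The log2 fold change was -2.73 (standard error 0.14, adjusted p = 3.1e-07 from limma), or 6.64-fold lower. All 5 Cygb-/- arrays lay below the WT median.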

Notably, the Cygb gene itself exhibited significantly higher expression in the WT samples, indicating that the Cygb mRNA lacking the deleted exon 2 in the Cygb^−/−^ mice might be unstable.

**Figure 5:**
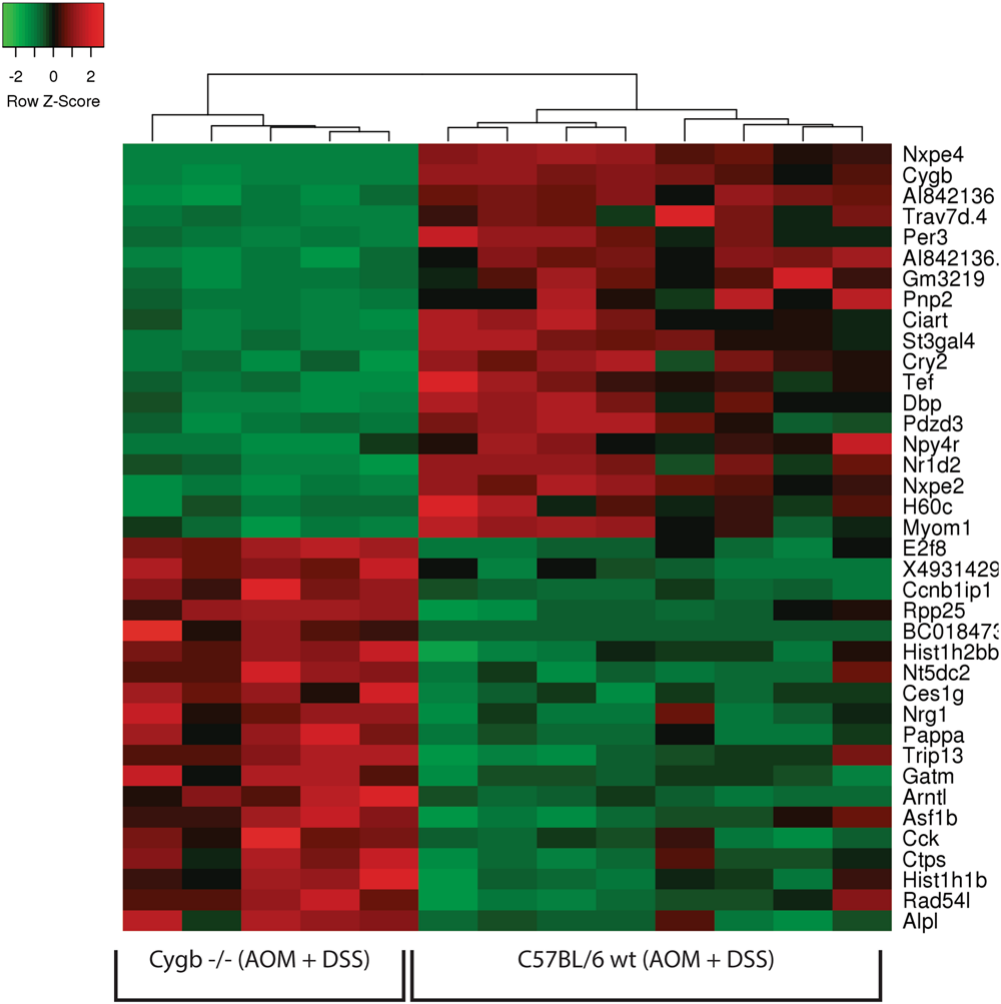
A heatmap depicting the relative expression of the top list of genes (rows) that are either highest expressed (red color) in the wild type mice or in the Cygb^−/−^ mice during AOM/DSS-induced colitis. Gene symbols are shown to the right. Each column represents an individual mouse.

In accordance with the GO analysis, many genes that are markers of inflammation displayed increased expression in the inflamed colons of Cygb^−/−^ mice compared with those of WT mice. The most noteworthy were the genes for chemokine (C-C motif) ligand 9 (CCL9), chemokine (C-X-C motif) ligand 1 (CXCL1), CXCL2, and CXCL10, matrix metalloproteinase (MMP) 3, MMP8, MMP9, MMP10, and MMP13, and interleukin (IL)-17a. In addition, it should be noted that a non-coding transcript (cDNA sequence BC018473) was up-regulated by 23-fold in the inflamed samples from Cygb^−/−^ mice. However, this non-coding transcript does not have a human ortholog and was therefore not further investigated in the present work. 

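Each of the 10 genes had a higher mean in inflamed Cygb-/- than in inflamed WT colons, and 0 of them passed limma over all probe sets. The neutrophil collagenase gene Mmp8 had a log2 value of 7.69 ± 1.37 (SD, n = 5) in Cygb-/- and 5.91 ± 0.97 (SD, n = 8) in WT arrays, a log2 fold change of 1.78 (standard error 0.57, adjusted p = 0.324 from limma). Mmp3, Mmp13, Mmp10 and Mmp9 had log2 fold changes of 1.57, 1.41, 1.26 and 1.09. The neutrophil attractants Cxcl2 and Cxcl1 had 1.55 (adjusted p = 0.285) and 0.81 (adjusted p = 0.234), and the interferon-induced Cxcl10 1.33 (adjusted p = 0.367). Ccl9 had 0.63 (adjusted p = 0.173) and the cytokine gene Il17a 0.74 (adjusted p = 0.301). Of the 5 Cygb-/- arrays, all 5 lay above the WT median for 9 of these genes and 4 for Mmp8. With the test of the paper's methods, which adjusts over the probe sets that differ by at least 1.5-fold, 8 of the 10 passed, Mmp13 and Cxcl10 not.

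**Figure D1:**
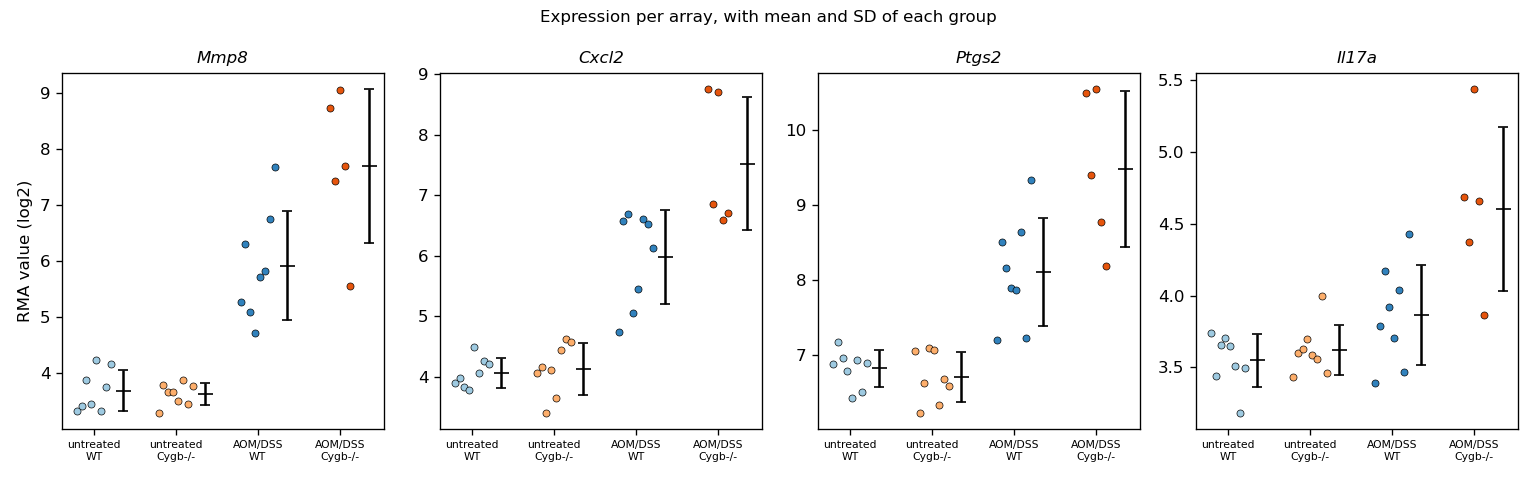
Log2 RMA values of Mmp8, Cxcl2, Ptgs2 and Il17a on each array (points), by treatment and genotype, with the mean and SD of each group (bars). The inflamed Cygb-/- arrays overlap the inflamed WT arrays, with Cygb-/- means of 7.69, 7.52, 9.48 and 4.60.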

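BC018473, on chromosome 11 like Cygb, had a log2 value of 7.94 ± 0.78 (SD, n = 5) in inflamed Cygb-/- and 3.39 ± 0.24 (SD, n = 8) in inflamed WT colons. The log2 fold change was 4.55 (standard error 0.26, adjusted p = 4.73e-07 from limma), or at least 23.4-fold, since the WT value lies near the lower quartile of the arrays. It was also higher in untreated Cygb-/- colons, at 6.16 ± 0.30 (SD, n = 8) against 3.60 ± 0.21 (SD, n = 8), a log2 fold change of 2.56 (standard error 0.12, adjusted p = 4.24e-09 from limma), which is a lower bound for the same reason.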

In the following sections, a more detailed analysis of the subsets of relevant genes is presented.

### Cygb is required for the expression of IBD- and UC-associated genes during DSS-induced colitis

The lists of genes differentially expressed between the inflamed colons from Cygb^−/−^ mice and WT mice were searched for genes associated with IBD as determined in a recent genome-wide association study^28^. This search led to the identification of the Nxpe2 and Nxpe4 genes and the Sprouty 4 gene (Spry4). 

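Nxpe4 and Nxpe2, neighbours on chromosome 9 of GRCm38.p6, were lower in inflamed Cygb-/- than in inflamed WT colons. Nxpe4 had a log2 value of 4.29 ± 0.14 (SD, n = 5) in Cygb-/- and 8.41 ± 0.33 (SD, n = 8) in WT arrays, a log2 fold change of -4.12 (standard error 0.15, adjusted p = 4.82e-09 from limma), or 17.4-fold lower. Nxpe2 had 6.61 ± 0.63 (SD, n = 5) and 9.16 ± 0.26 (SD, n = 8), a log2 fold change of -2.55 (standard error 0.22, adjusted p = 7.28e-05 from limma), or 5.87-fold lower. The other measured members of the family, Nxpe5 and Nxpe3, had 0.33 (adjusted p = 0.629) and -0.07 (adjusted p = 0.934). With the replicate numbers as a block, which leaves fewer arrays to compare, the adjusted p of Nxpe2 was 0.0567.

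**Figure D2:**
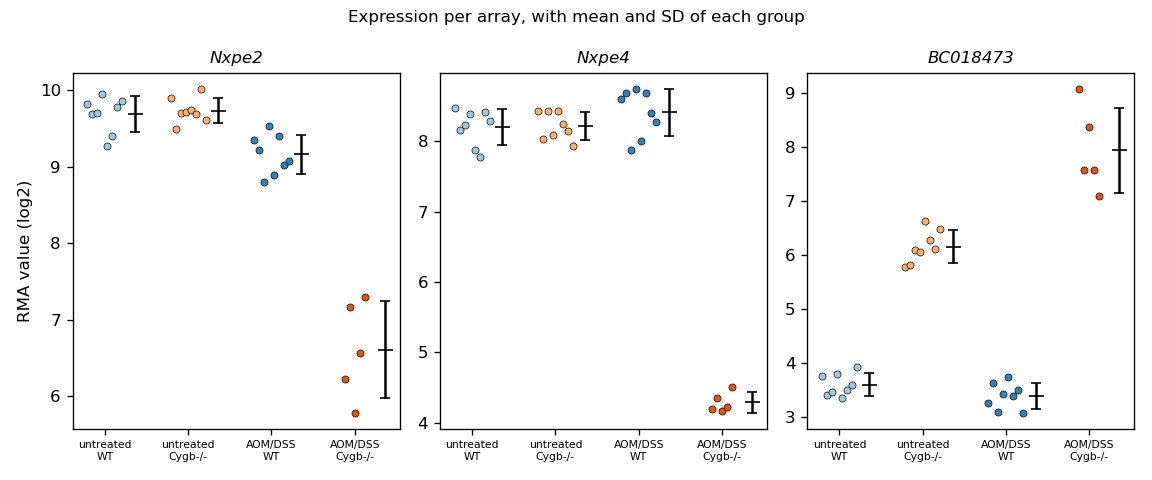
Log2 RMA values of Nxpe2, Nxpe4 and BC018473 on each array (points), by treatment and genotype, with the mean and SD of each group (bars). The 5 inflamed Cygb-/- arrays average 4.29 for Nxpe4, and the other groups average 8.20 to 8.41.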

Based on the microarray data presented in the present study, Nxpe2 and Nxpe4 are expressed at higher levels (more than 5- and 16-fold, respectively) in the inflamed colons of WT mice than in those of Cygb^−/−^ mice. 

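In untreated colons, Nxpe4 had a log2 value of 8.21 ± 0.20 (SD, n = 8) in Cygb-/- and 8.20 ± 0.26 (SD, n = 8) in WT arrays, a log2 fold change of 0.02 (standard error 0.11, adjusted p = 0.992 from limma). Nxpe2 had 9.73 ± 0.16 (SD, n = 8) and 9.69 ± 0.23 (SD, n = 8), a log2 fold change of 0.05 (standard error 0.10, adjusted p = 0.972 from limma).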

Interestingly, the expression levels of these genes are the same in non-inflamed colons from WT and Cygb^−/−^ mice. 

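The difference between the genotypes itself differed between inflamed and untreated colons. The interaction of genotype and treatment was -4.13 for Nxpe4 (standard error 0.19, adjusted p = 9.2e-15 from limma) and -2.60 for Nxpe2 (standard error 0.24, adjusted p = 7.68e-08). St3gal4, also on chromosome 9, had -2.88 (standard error 0.25, adjusted p = 3.88e-08). Over all probe sets, 19 interactions were positive and 42 negative. Without Cygb-/- replicate 5 there were 73 positive ones, and without Cygb-/- replicate 3 there were 27 negative ones.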

The expression of these genes appears to depend on the presence of Cygb only during inflammation. Additionally, Spry4 has been linked to IBD^28^, and in our microarray analysis, Spry4 was up-regulated in the inflamed colons from Cygb^−/−^ mice compared with those from WT mice (1.6-fold, FDR < 0.05). These findings were verified by RT-qPCR. 

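Spry4, an inhibitor of receptor tyrosine kinase signalling, had a log2 value of 7.29 ± 0.37 (SD, n = 5) in inflamed Cygb-/- and 6.61 ± 0.43 (SD, n = 8) in inflamed WT colons. The log2 fold change was 0.67 (standard error 0.21, adjusted p = 0.305 from limma over all probe sets), or 1.60-fold, and 5 of 5 Cygb-/- arrays lay above the WT median. With the test of the paper's methods, adjusted over the probe sets that differ by at least 1.5-fold, the adjusted p was 0.0378.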

By this analysis, Nxpe4 was confirmed to be expressed at much higher levels in chronically inflamed colons from WT mice than in those from Cygb^−/−^ mice (Fig. 6a). Furthermore, Nxpe4 expression was also evident in the cultured organoids of the colonic crypts isolated from WT mice (Fig. 6b). This expression was not affected by TNF-α, which was in agreement with the Nxpe4 mRNA expression levels observed in the DSS-treated and untreated WT colons. However, the RT-qPCR primers failed to amplify Nxpe2. The RT-qPCR results showed that the Spry4 mRNA expression trend was comparable to that revealed by the microarray analysis (1.8-fold higher in inflamed Cygb^−/−^ colons), but the difference was not significant (Fig. 6c). In addition, Spry4 mRNA expression did not change after TNF-α stimulation in the cultured organoids of the colonic crypts isolated from WT mice (data not shown).

**Figure 6:**
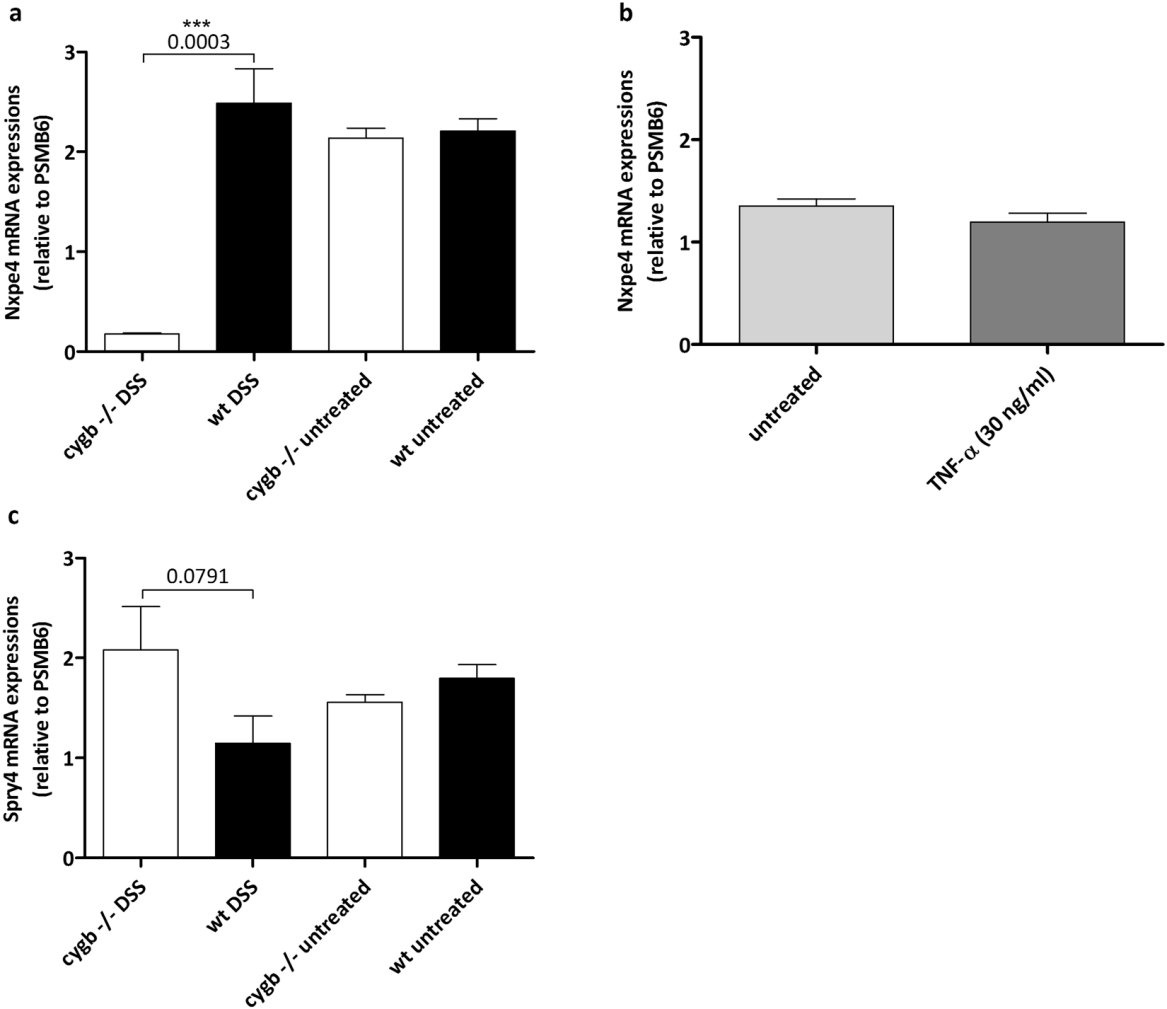
Nxpe4 and Spry4 mRNA expression levels. (**a**) Nxpe4 mRNA expression in colon tissue from week 7 AOM/DSS-treated C57BL/6 mice, WT (n = 8), Cygb^−/−^ (n = 5), untreated control WT (n = 8) and Cygb^−/−^ mice (n = 8). (**b**) Nxpe4 mRNA expression in cultured organoids from isolated WT colonic epithelial crypts, untreated colonic epithelial crypts (n = 6) and colonic epithelial crypts treated with 30 ng/ml TNF-α (24 h) (n = 6). (**c**) Spry4 mRNA expression in colon tissue from week 7 AOM/DSS-treated C57BL/6 mice, WT (n = 8), Cygb^−/−^ (n = 5), untreated control WT (n = 8) and Cygb^−/−^ mice (n = 8). Data are shown as the mean ± SEM. Statistical analysis was performed using Student’s t-test, and P values are shown. P values < 0.05 were considered statistically significant.

### Modest changes in the expression of genes involved in oxidative stress responses

GO terms related to oxidative stress were found among the GO terms that were overrepresented in the annotation of genes defining the negative direction of the second PC axis. However, the selection criteria for the representative GO terms shown in Fig. 4 did not identify these genes annotated with GO terms related to oxidative stress. This is partly because the P values reported for these terms were higher and partly because fewer terms related to oxidative stress than to inflammation were revealed by the analysis. The following GO terms were significantly associated with Cygb-dependent expression during DSS-induced colitis: GO:0000302: response to reactive oxygen species (ROS); GO:0072593: ROS metabolic process; GO:0006809: NO biosynthetic process; and GO:0045429: positive regulation of NO biosynthetic process. 

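Among genes of Table 1, Ptgs2, the inducible cyclooxygenase, had the largest difference on the arrays, with log2 values of 9.48 ± 1.04 (SD, n = 5) in inflamed Cygb-/- and 8.11 ± 0.72 (SD, n = 8) in inflamed WT colons. Its log2 fold change was 1.38 (standard error 0.43, adjusted p = 0.314 from limma), or 2.60-fold, and 5 of 5 Cygb-/- arrays lay above the WT median. With the test of the paper's methods its adjusted p was 0.0413.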

Table 1 shows a selected list of genes from the analysis; the cyclooxygenase (COX)-2 gene (Ptgs2: prostaglandin-endoperoxide synthase 2) is the only gene that was up-regulated more than 2-fold in the inflamed colons from Cygb^−/−^ mice. 

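Hmox1, which breaks down heme, had log2 values of 7.88 ± 0.34 (SD, n = 5) in inflamed Cygb-/- and 7.13 ± 0.27 (SD, n = 8) in inflamed WT colons, a log2 fold change of 0.76 (standard error 0.16, adjusted p = 0.0996 from limma). The superoxide dismutases Sod3 and Sod2 had 0.40 (adjusted p = 0.342) and 0.23 (adjusted p = 0.437). Gpx3, a glutathione peroxidase, and Ddah1 had 0.43 each (adjusted p = 0.166 and 0.437), and Cycs, cytochrome c, had 0.22 (adjusted p = 0.39). None of these 6 genes passed over all probe sets, which is stricter than a test of each gene alone. A list of 27 redox and nitric oxide enzymes was fixed before the data were examined, but after the genes of Table 1 had been seen. Of these 27, 22 had a positive log2 fold change, 0 passed and 2 were higher when adjusted over the list alone (camera adjusted p = 3.51e-05, and 0.0442 with an estimated correlation). In untreated Cygb-/- colons 18 of the 27 were positive (camera adjusted p = 0.00671, and 0.326 with an estimated correlation).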

All other genes displayed less than 1.7-fold differences in expression.

**Table 1:** Genes with differential expression during inflammation and encoding proteins involved in the metabolism of reactive oxygen species.

Symbol	Gene Name	^1^Mean log_2_ wt (n = 8)	^1^Mean log_2_ Cygb^−/−^(n = 5)	Fold up	p-value
Cycs	cytochrome c, somatic	10.8 ± 0.1	11.0 ± 0.04	1.2	0.01
Ddah1	dimethylarginine dimethylaminohydrolase 1	8.8 ± 0.4	9.3 ± 0.2	1.3	0.03
Gpx3	glutathione peroxidase 3	6.2 ± 0.2	6.6 ± 0.2	1.3	0.01
Hmox1	heme oxygenase (decycling) 1	7.6 ± 0.3	8.3 ± 0.3	1.6	0.01
Ptgs2	prostaglandin-endoperoxide synthase 2	8.0 ± 0.7	9.3 ± 1.0	2.5	0.03
Sod2	superoxide dismutase 2, mitochondrial	9.7 ± 0.1	9.9 ± 0.2	1.2	0.04
Sod3	superoxide dismutase 3, extracellular	7.7 ± 0.2	8.1 ± 0.3	1.3	0.04

^1^Mean log_2_ expression measure ± sd.

### Cygb deficiency and the development of early adenomas

When the proximal mucosal surface of the methylene blue-stained colon was visualized with the stereomicroscope, we detected a mean ± standard error of the mean (SEM) = 8 ± 1.6 adenomas/mid colon in the Cygb^−/−^ group n = 15, and 5 ± 0.9 in the WT group n = 10; however, these values were not significantly different (Fig. 7a). Almost all counted adenomas (85% in both groups) were adenomas >1 mm (Fig. 7b). In the Cygb^−/−^ group, we detected 6 ± 1.5 vs. 4 ± 0.7 in the WT group, and this difference was also not significant. After staining with HID-AB, we found that very small microadenomas were also visible (Fig. 7c,d); therefore, the total number of adenomas increased in both groups; yet, the means remained similar (10 ± 1.9 vs. 6 ± 1.3).

**Figure 7:**
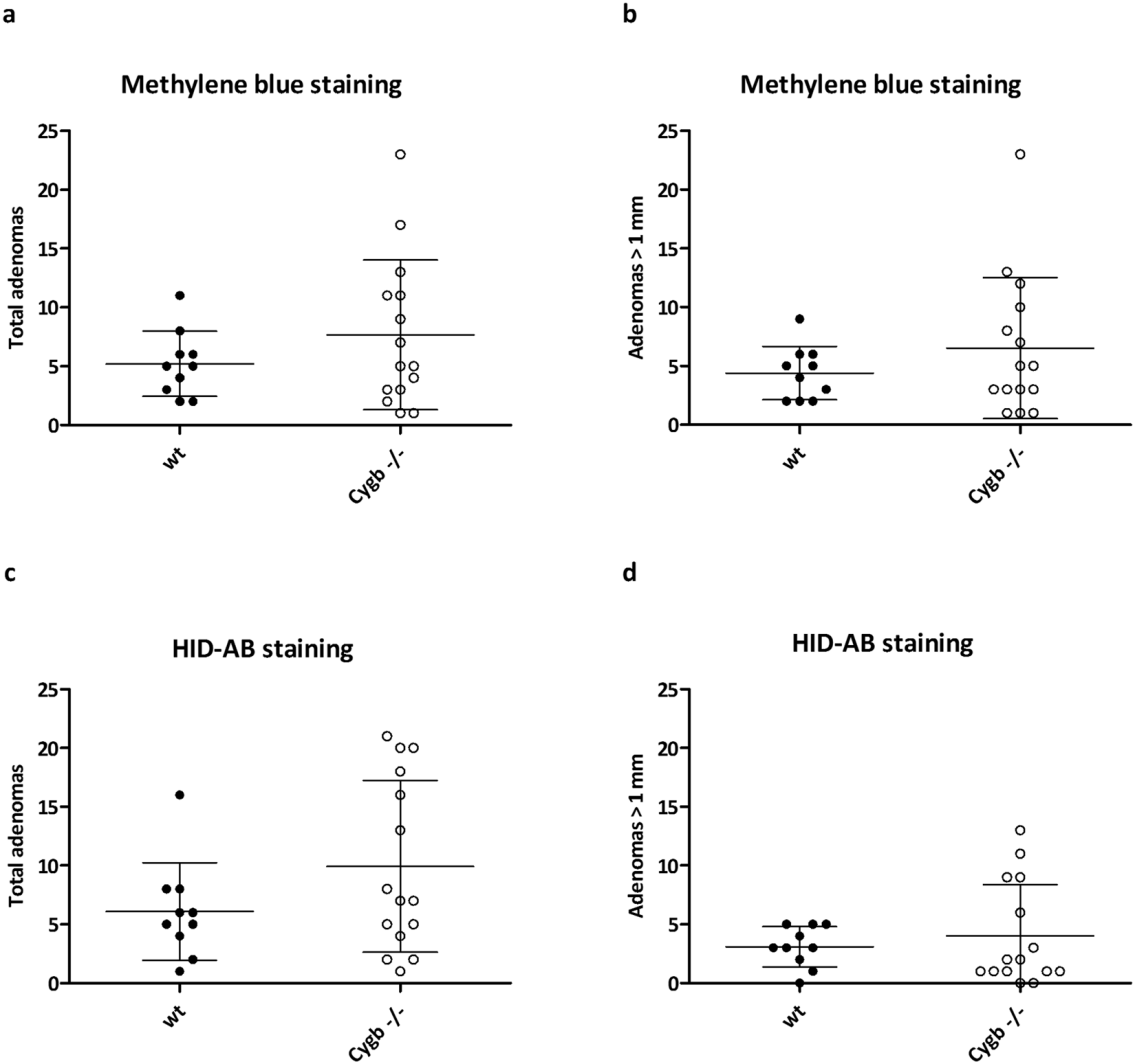
Early adenomas in Cygb-deficient mice. Colons were pinned onto a plate, stained with methylene blue, and then total adenomas (**a**) and adenomas >1 mm (**b**) were counted under a stereomicroscope. After this procedure, colons were stained with HID-AB, and both total adenomas (**c**) and adenomas >1 mm (**d**) were counted again. Each dot represents an individual mouse. The results are presented as the mean ± SD. No significant differences were found between WT and Cygb^−/−^ mice. The experiment was initiated by AOM injection followed by one cycle of 3% DSS in week 2 for seven days. All mice were euthanized at the end of week 5, three weeks after the end of the DSS cycle.

### Cygb deficiency influences development of colitis-associated tumors

Cygb-deficient mice developed a significant increased number of colonic tumors (mean ± standard error of the mean (SEM) = 14.5 ± 1.186, n = 10) compared with WT mice (mean ± SEM = 9.25 ± 1.244, n = 12) following the AOM/DSS regimen, primarily in the distal part of the colon (Fig. 8a). Moreover, when tumors were subcategorized according to size (Fig. 8b–d), Cygb^−/−^ mice exhibited significantly more tumors <2 mm than did WT mice (Fig. 8b). While not significant, the Cygb^−/−^ mice tended to develop an increased number of large tumors (>2 mm) compared with WT mice (Fig. 8c). Taken together, these data show that the inactivation of Cygb promotes increased tumorigenesis in AOM/DSS-treated mice, suggesting that Cygb has tumor-suppressive characteristics.

**Figure 8:**
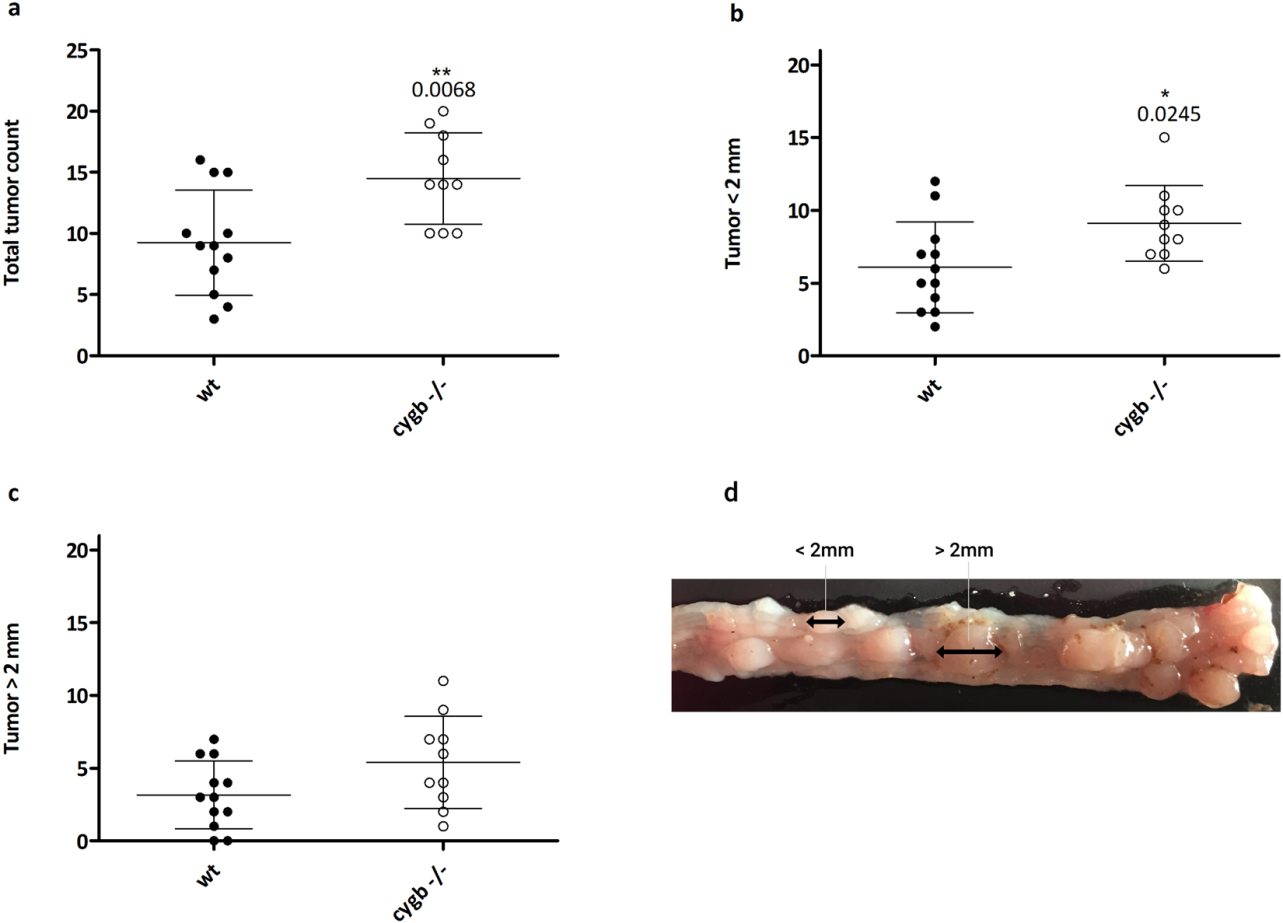
Tumorigenesis in Cygb-deficient mice. (**a**) Comparison of the total numbers of macroscopic tumors in WT (n = 12) and Cygb^−/−^ mice (n = 10). (**b**) Tumors <2 mm in WT and Cygb^−/−^ mice. (**c**) Tumors >2 mm in WT and Cygb^−/−^ mice. (**d**) A representative image of distal colonic tumors (<2 mm and >2 mm) from an AOM/DSS-treated mouse colon. Each dot represents an individual mouse. The results are presented as the mean ± SD. Statistical analysis was performed using Student’s t-test, and P values are shown. The experiment was initiated by AOM injection, followed by three cycles of 3% DSS for 7 days/cycle in weeks 2, 5 and 8. All mice were euthanized in week 10, two weeks after the end of the third DSS cycle.

### Selected CAC-associated genes affected by Cygb expression during DSS-induced colitis

The list of genes (Supplementary Table S1) displaying more than 1.5-fold increases in expression in the inflamed colons from Cygb^−/−^ mice compared with the inflamed colons from WT mice was searched for genes that might affect tumor development. Known cancer-associated genes, cell cycle-related genes or genes encoding growth factor receptors were specifically included in the search. 

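In the inflamed comparison of genotypes, Ccnb1ip1 and E2f8 passed limma over all probe sets, and Ptgs2, Ereg, Areg and Nrg1 did not. Areg, whose probe set carries this name in the paper's table only, had a log2 fold change of 0.77 (standard error 0.19, adjusted p = 0.173), and Nrg1 had 0.66 (standard error 0.16, adjusted p = 0.173). Both encode ligands of the ErbB receptors. Of 12 EGF family ligands and receptors, 9 had a positive log2 fold change, 0 passed and 2 were higher when adjusted over the list alone (camera adjusted p = 0.0139, and 0.108 with an estimated correlation).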

Based on this search, the following genes were emphasized: Ptgs2, cyclin B1 interacting protein 1 (Ccnb1ip1), E2F transcription factor 8 (E2f8), epiregulin (Ereg), amphiregulin (Areg) and neuregulin 1 (Nrg1).

## Discussion

Inflammation-associated CRC is a critical concern for patients with UC, and understanding the genes involved is of high importance for future therapeutic developments and for the care of these patients. Here, we investigated the role of Cygb in a murine model of inflammation-associated CRC and observed at the molecular level that Cygb-deficient mice developed more severe inflammation, which seemed to be of importance for the advancement of established dysplasia, as Cygb-deficient mice also developed an increased number of tumors. In contrast, no significant difference in the number of microadenomas was detected between Cygb^−/−^ and WT mice (Fig. 7), suggesting that in the AOM/DSS model, Cygb does not affect tumor initiation. However, it should be noted that AOM is a very potent mutagen, which probably could mask a weak effect of Cygb as a scavenger of genotoxic ROS in the tumor initiation phase.

Interestingly, during DSS-induced colitis, a change in the expression of three genes associated with IBD in a recent genome-wide association study^28^ was observed when comparing WT with Cygb^−/−^ mice; these were the Nxpe2, Nxpe4 and Spry4 genes. In humans, Nxpe2 and Nxpe4 are located on chromosome 11 (11q23.2) and have been identified as UC-associated candidate genes^28^. The functions of Nxpe2 and Nxpe4 remain unknown, but they are secreted proteins with a domain displaying similarity with members of the neurexophilin protein family^29^. Here, we show that they are highly dependent on Cygb during colonic inflammation, but the underlying mechanisms require further elucidation. Sprouty proteins regulate receptor tyrosine kinase signaling, mostly as inhibitors, by suppressing the linked mitogen-activated protein kinase signaling pathways^30^. They are involved in the regulation of tumorigenesis and have been reported to be aberrantly expressed in different types of human cancer^31^. In a human ovarian cancer cell line, Spry4 overexpression enhanced Areg-induced cell invasion^32^. In the same study, treatment with Areg up-regulated Spry4 by activating the ERK1/2 signaling pathway. Interestingly, Areg was also found to be up-regulated in this study. Moreover, Spry4 has indeed been reported to be up-regulated during cellular hypoxia^33^.

Cygb is expressed in specific neurons of the central nervous system^16^ and in peripheral fibroblasts^34^. Cygb is thought to be expressed in most cells, but the most convincing analyses of expression have been reported from distinct hepatic cells and connective and nervous tissue (reviewed in^2^). Nonetheless, few reports on intestinal expression are available, and these reports have demonstrated expression in rectal subepithelial myofibroblasts^35^. Interestingly, a decrease in Cygb-positive subepithelial myofibroblasts, correlating with α smooth muscle actin-positive and heat shock protein 47-positive cells, was significant in long-term UC with neoplasia^35^. The data presented here show clear Cygb protein expression in fibroblast-like cells surrounding the crypts. However, Cygb mRNA expression was also found in the colonic crypt cells, whereas no clear Cygb protein expression could be demonstrated by immunohistochemistry, suggesting that the Cygb protein concentration is low in epithelial cells. Our finding that TNF-α increases Cygb mRNA expression in colonic epithelial cells might support a role for Cygb as a cytoprotective protein in epithelial cells during inflammation.

In addition, several reports have indicated the hypoxia-dependent regulation of Cygb expression in various tissues, including tumor tissues^36^. On the contrary, the hypoxic microenvironment may be beneficial for tumor development^37^. Thus, it can be speculated that Cygb can function as a tumor suppressor also by counteracting hypoxia. Nevertheless, it seems that Cygb expression in cancer depends on different conditions in the microenvironment, including not only the available level of oxygen and the inflammatory status but also the cancer cell type and the tumor progression stage. Mechanistically, in addition to the suggested role of Cygb in ROS detoxification under oxidative stress, a tumor-suppressive role has been linked to the DNA damage response and the maintenance of genome integrity via association with p53^38^. Cygb expression was shown to be induced in response to genotoxic stress and was associated with p53 by stabilizing and prolonging its half-life, resulting in G1 cell cycle arrest. This association of Cygb with p53 and the prevention of its rapid ubiquitination, which abrogated the cell cycle arrest imposed by DNA damage, was further emphasized in Cygb-deficient cells^38^. In human epidermal keratinocytes, Cygb was identified as a novel direct transcriptional target of ΔNp63, a protein predominantly expressed in proliferative epithelial compartments and involved in epidermal oxidative stress during physiological aerobic metabolic processes^39^. In the same study, knocking down Cygb in H_2_O_2_-treated keratinocytes resulted in increased ROS levels and oxidative stress-induced apoptosis.

In addition to the diminished ROS scavenging in the tumor microenvironment and the increased hypoxic environment leading to accelerated tumor progression, our data indicate that the tumor promotion in Cygb-deficient mice may also be attributed to an increased inflammatory environment, further supporting inflammation-associated cancer development. Hence, we observed an overall increase in the level of colitis as measured by a genome-wide expression analysis. Thus, inflammation-related genes, such as those for CCL9, CXCL1, CXCL2, CXCL10, MMP3, MMP8, MMP9, MMP10, MMP13 and IL-17a, demonstrated increased expression in Cygb-deficient mice during AOM/DSS-induced colitis. A common feature of these genes is their perpetuation of mucosal inflammation in IBD. IL-17a is known to be implicated in autoimmunity and the pathogenesis of IBD. In addition to stimulating the production and activation of MMPs, IL-17a induces the secretion of an array of pro-inflammatory cytokines, such as IL-6, TNF-α, IL-1β and several chemokines^40^.

Furthermore, altered chemokine secretion is a key player in initiating and maintaining the inflammatory response in IBD. CXCL1 is highly expressed in human colorectal tumors, and both CXCL1 and CXCL2 are involved in IBD and believed to promote tumor angiogenesis by directly activating their shared receptor, CXCR2, on endothelial cells^41^. The serum levels of the neutrophil chemoattractant CXCL1 are elevated in IBD patients^42^ and reduced during remission after the initiation of therapy^43^. The high correlation of the CXCL1 level with the disease grade suggests that it could be a useful biomarker of IBD activity. CXCL1-deficient mice exhibit increased susceptibility and exaggerated responses to DSS-induced colitis, with a complete loss of gut integrity and predominantly mononuclear infiltrations with very few infiltrating neutrophils^44^. Thus, CXCL1 seems to be a crucial component in both the recruitment of neutrophils to the intestine and the restoration of mucosal barrier integrity during an inflammatory response.

The mucosal up-regulation of chemokines in IBD is correlated with disease activity and may further enhance the tumor-promoting microenvironment. CCL9 seems to be implicated in colon tumor metastasis, as it was increased in the tumor epithelium in a cis-Apc/Smad4 mouse model of spontaneous CRC progression that showed marked invasion^45^. In the same model, the lack of C-C motif chemokine receptor 1, the cognate receptor for CCL9, prevented the accumulation of MMP-expressing cells and significantly suppressed tumor invasion into the smooth muscle layer.

It has been reported that interferon-y-induced CXCL10 regulates crypt cell proliferation during DSS-induced colitis and that the neutralization of CXCL10 protected mice from epithelial ulceration by promoting crypt cell survival^46^. In addition, the abrogation of colitis in IL-10^−/−^ mice with the deletion of CXCL10 further emphasized its role in IBD^47^. Indeed, UC patients have been reported to have higher mucosal expression of CXCL10^48^, and increased CXCL10 serum levels have also been shown in IBD patients^49^. Blocking CXCL10 with human anti-CXCL10 monoclonal antibodies has shown promising results in a clinical trial with UC patients, but further dose-response studies are required^50^.

The proteases most predominantly expressed in the gut mucosa during active IBD are MMPs, and this connection has been well described. The increase has long been associated with the destructive properties of IBD, providing a basis for the colitis-CRC link. Activated MMPs, including MMP3, MMP8, MMP9 and MMP13, have all been reported to be elevated in the inflamed mucosa of both IBD patients and in experimental DSS-induced colitis^51–53^. Furthermore, a previous study utilizing the AOM/DSS model demonstrated a down-regulation of three murine microRNAs, miR-128, miR-134 and miR-330, which regulate MMP3, MMP10 and MMP13, respectively, leading to an up-regulation of these proteases in the inflamed tissues^54^. MMP9, one of the most abundantly expressed proteases in the inflamed bowel of colitis patients^51^, is also associated with increased levels of CXCL1 and seems to be involved in increased epithelial tight junction permeability during DSS-induced colitis^55^. Neutrophils infiltrating the mucosa are believed to be the likely source of this protease^51^. Furthermore, a recent study suggests that MMP3 is responsible for the proteolytic degradation that contributes to the non-responsiveness to anti-TNF agents in IBD patients^56^.

In addition to the above-mentioned genes, we also found that cancer-associated genes, cell cycle-related genes and genes encoding growth factor receptors were up-regulated in Cygb-deficient mice. As mentioned above, Ptgs2, also known as COX-2, showed more than a 2.5-fold increase in expression in the inflamed colons from Cygb^−/−^ mice. Ptgs2 is a known chemoprevention target for CRC, and its expression is increased in types of human gastrointestinal cancer^57^. 

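The log2 value of Ccnb1ip1 was 4.27 ± 0.30 (SD, n = 5) in inflamed Cygb-/- and 2.69 ± 0.30 (SD, n = 8) in inflamed WT colons. This is a log2 fold change of 1.58 (standard error 0.16, adjusted p = 0.00031 from limma), a lower bound, since the WT value lies within the range of Y-linked genes in these female mice. In untreated colons the values were 2.81 ± 0.22 (SD, n = 8) and 2.72 ± 0.12 (SD, n = 8), and the interaction of genotype and treatment was 1.49 (adjusted p = 2.09e-05). The gene lies on chromosome 14 of GRCm38.p6.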

Ccnb1ip1 showed an almost 3-fold increase in expression in the inflamed colons from Cygb^−/−^ mice. Ccnb1ip1 encodes E3 ubiquitin ligases, and its expression decreases cyclin B protein levels. 

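E2f8, a transcription factor of the cell cycle, had a log2 value of 7.41 ± 0.11 (SD, n = 5) in inflamed Cygb-/- and 6.69 ± 0.24 (SD, n = 8) in inflamed WT colons. The log2 fold change was 0.72 (standard error 0.11, adjusted p = 0.0145 from limma), with 5 of 5 Cygb-/- arrays above the WT median. Without Cygb-/- replicate 2, 3 or 4 the adjusted p was 0.0606, 0.0538 or 0.0578.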

E2f8 showed a 1.6-fold increase in expression in the inflamed colons from Cygb^−/−^ mice. E2f8 has been reported to show increased expression in lung cancer and to be important for the growth of lung cancer cells. 

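Ereg had a log2 value of 9.10 ± 0.78 (SD, n = 5) in inflamed Cygb-/- and 8.06 ± 0.84 (SD, n = 8) in inflamed WT colons, a log2 fold change of 1.04 (standard error 0.42, adjusted p = 0.438 from limma). Its other probe set had a smaller log2 fold change of 0.43 (adjusted p = 0.587 from limma). The log2 values of Areg were 8.08 ± 0.43 (SD, n = 5) and 7.31 ± 0.33 (SD, n = 8), and those of Nrg1 were 9.09 ± 0.23 (SD, n = 5) and 8.43 ± 0.34 (SD, n = 8).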

Ereg, Areg and Nrg1 showed 2-, 1.6- and 1.6-fold increases in expression in the inflamed colons from Cygb^−/−^ mice, respectively. Ereg, Areg and Nrg1 are all ligands to members of the ErbB/HER growth factor receptor family, and all three proteins have been implicated in cancer development^58^.

In conclusion, we have shown that Cygb deficiency exacerbated AOM/DSS-induced inflammation and augmented the establishment of colonic tumors. We also identified two functionally unknown genes, Nxpe2 and Nxpe4, which are highly dependent on Cygb expression. The up-regulation of leukocyte chemoattractants, genes involved in tissue remodeling and destruction, and genes known to be involved in cancer development strongly implies that the lack of functional Cygb amplifies the intestinal damage induced by AOM/DSS. This effect could possibly be mediated by a lack of toxic metabolite scavenging, which may increase epithelial cell death and mucosal inflammation. Thus, the enhanced inflammatory response may be a critical factor leading to a significantly higher propensity for malignant development in the distal colon, suggesting a role for Cygb in suppressing established microadenomas.

## Electronic supplementary material

Supplementary figures and tables

# Supplementary material for: Cytoglobin affects tumorigenesis and the expression of ulcerative colitis-associated genes under chemically induced colitis in mice
**Source:** Sci Rep. 2018 May 2;8:6905. doi: 10.1038/s41598-018-24728-x
**Supplement:** Supplementary file 1 — Supplementary figures and tables

Cytoglobin affects tumorigenesis and the expression of ulcerative colitis-associated genes under chemically induced colitis in mice

Mohammad Yassin¹, Hannelouise Kissow², Ben Vainer³, Philomeena Daphne Joseph⁴, Anders Hay-Schmidt^{4*}, Jørgen Olsen^{1*} and Anders Elm Pedersen^{5*}

*These authors contributed equally as senior authors.

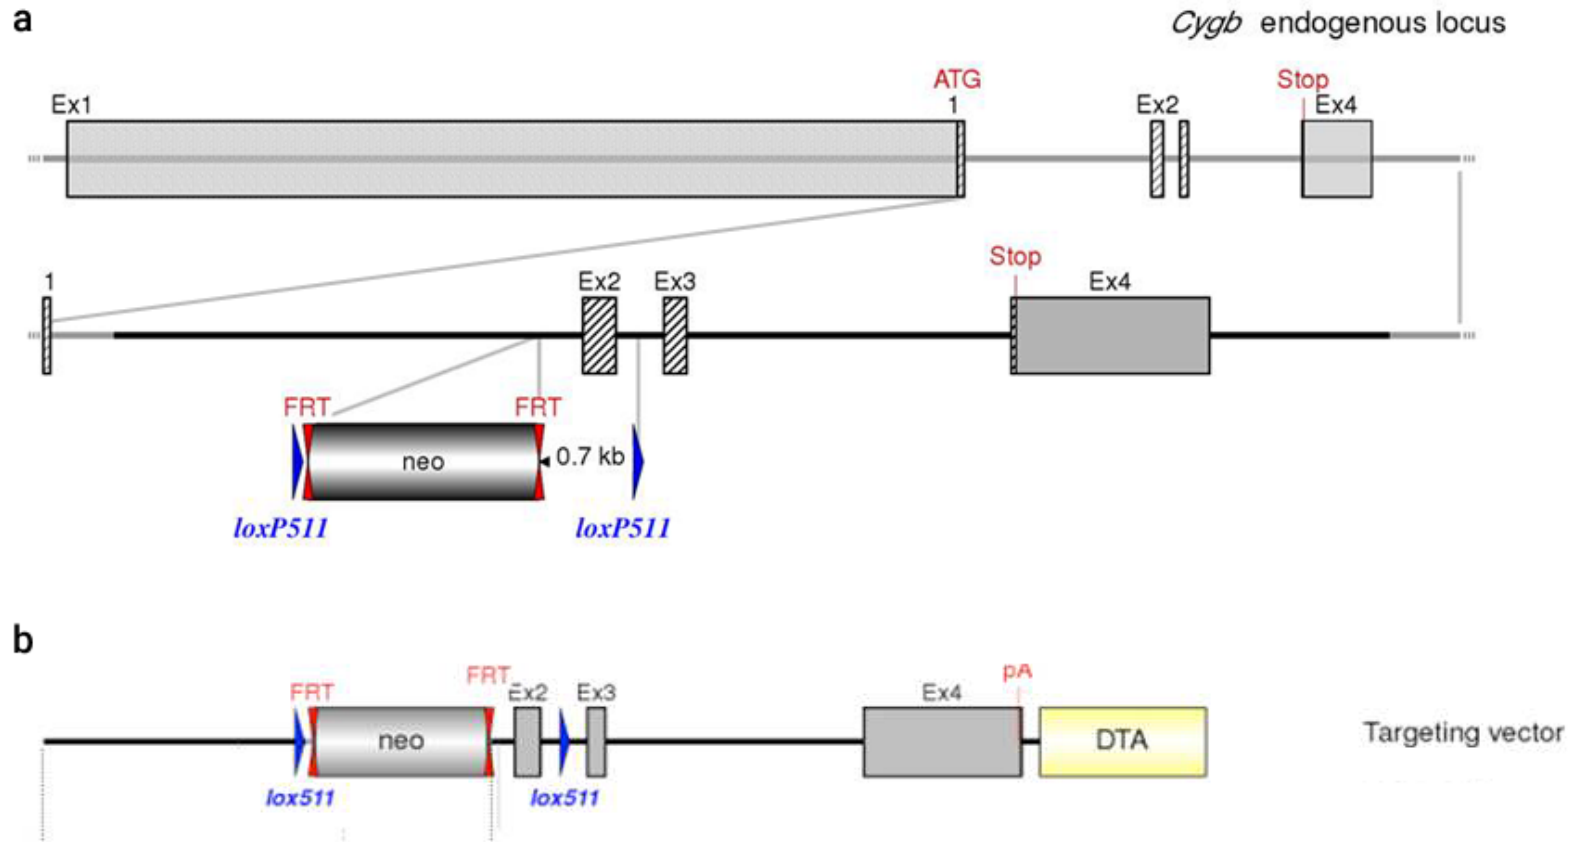

Supplementary figure S1: a) Schematic representation of targeting strategy selected. Diagram is not depicted to scale. Hatched rectangles represent *Cygb* coding sequences, grey rectangles indicate non-coding exon portions, solid lines represent chromosome sequences. The neomycin positive selection cassette is indicated. Mutated loxP511 sites are represented by blue triangles and FRT sites by double red triangles. The initiation (ATG) and Stop (Stop) codons are indicated. The size of the flanked *Cygb* sequence to be deleted is specified. **b) Schematic representation of the targeting and positive control vectors.** Diagram is not depicted to scale. loxP sites are represented by blue triangles and FRT sites by double red triangles. Neo: neomycin positive selection cassette; DTA: Diphtheria toxin negative selection cassette. The green portion of the positive control vector represents the extended portion of the homology arm that is not present in the targeting vector.

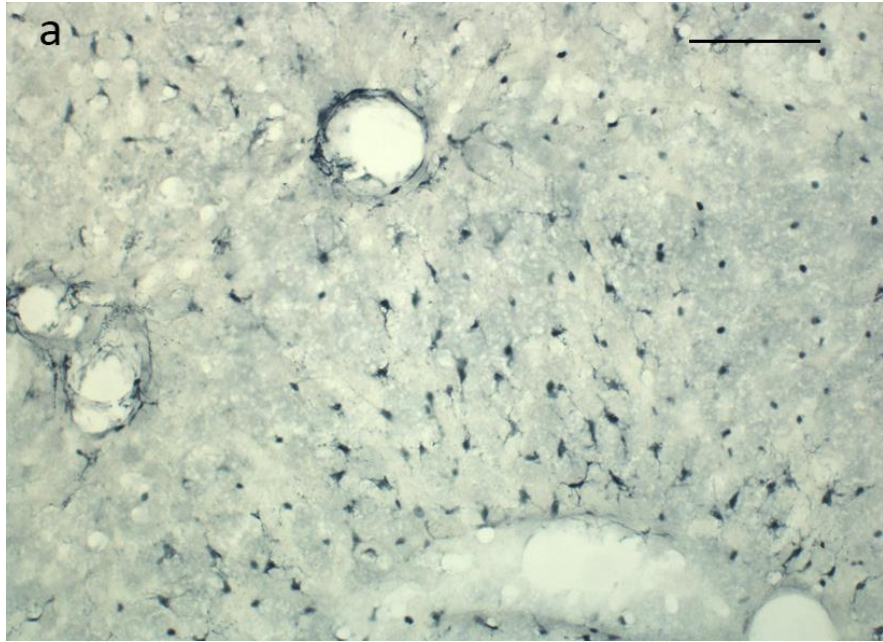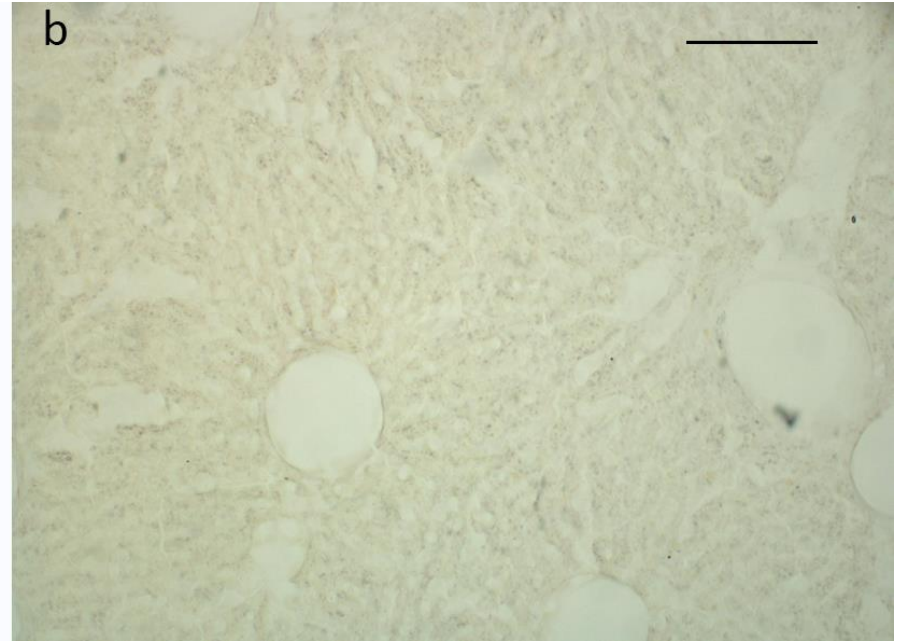

Supplementary figure S2: Liver staining with rabbit anti-human cytoglobin antibody. **a)** WT **b)** *Cygb*^{-/-}

PCA scores plot

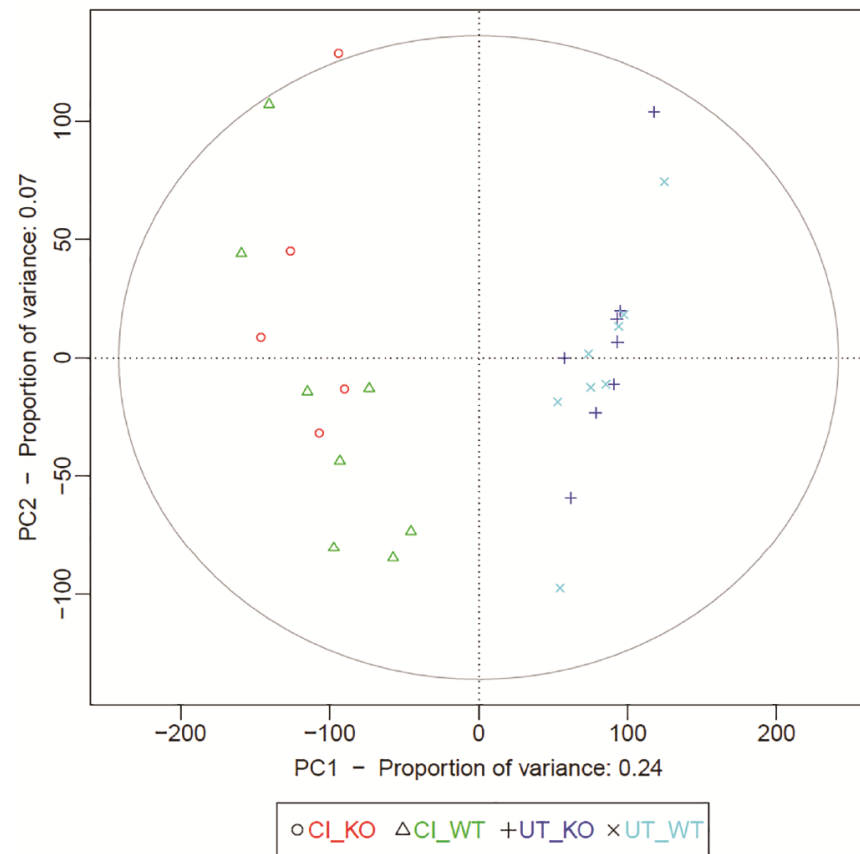

Supplementary figure S3: PCA score plot of colonic samples. RNA was extracted from untreated colons (untreated *Cygb* ^{-/-} knockout: UT_KO, dark blue crosses; untreated wild type: UT_WT, light blue crosses) or from DSS treated, chronically inflamed colons (chronic inflammation knock out: CI_KO, red circles; chronic inflammation wild type: CI_WT, green triangles) and analyzed by microarray analysis (Affymetrix Mouse Gene 2.0 ST array). Unsupervised multivariate analysis followed by GO and promoter overrepresentation analysis was conducted using the *pcaGoPromoter* package. The score plot of the first two principal components is shown. The variation represented by the first principal component (the X-axis) is correlated with the chronic inflammation (7 weeks, second DSS cycle). The most important GO terms associated with the negative direction (the “inflammation direction”) of the first principal component axis is shown. In addition it can be seen that there is a tendency of the positioning of the inflamed samples from *Cygb* ^{-/-} mice (red circles) towards positive values along the second principal component axis whereas the inflamed samples from the wild type mice (green triangles) are mostly positioned towards negative values on the second principal component. Moreover it can be seen that there is no overall difference in the positioning of the untreated samples along either of the two axes.

Positive regulation of immune system process
Regulation of immune response
Leukocyte migration
Cell chemotaxis
Positive regulation of cell migration
Immune response

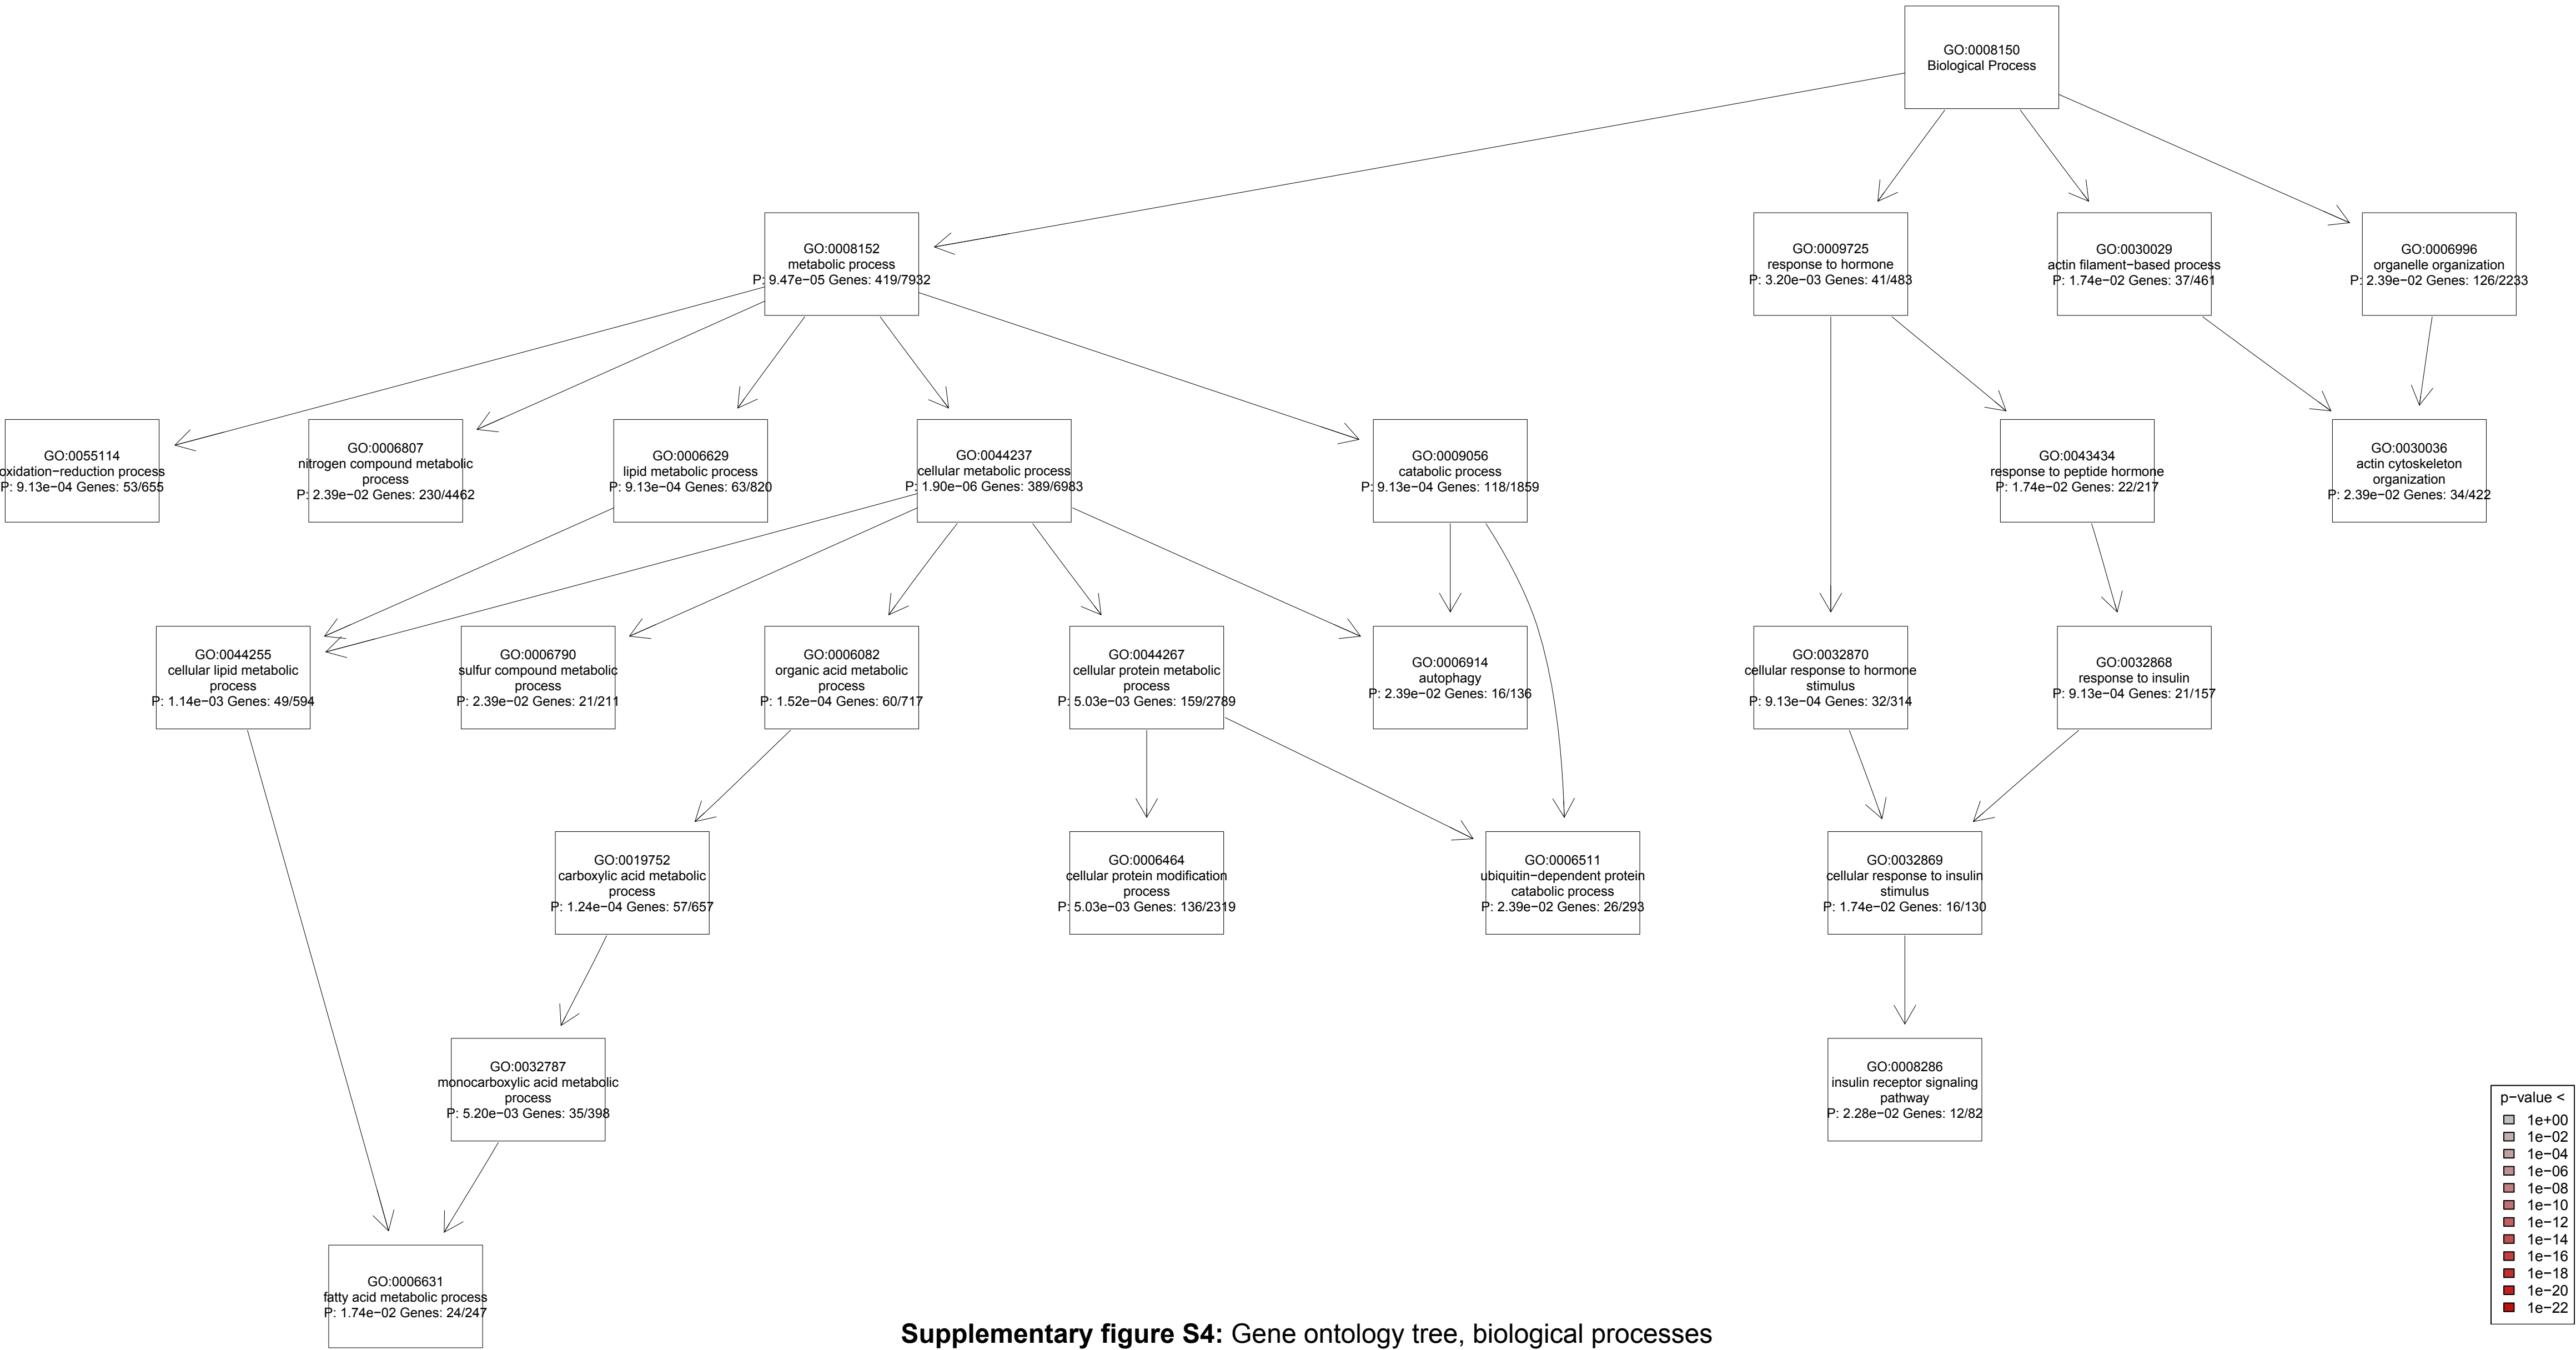

Supplementary figure S4: Gene ontology tree, biological processes

Gene Ontology tree, biological processes

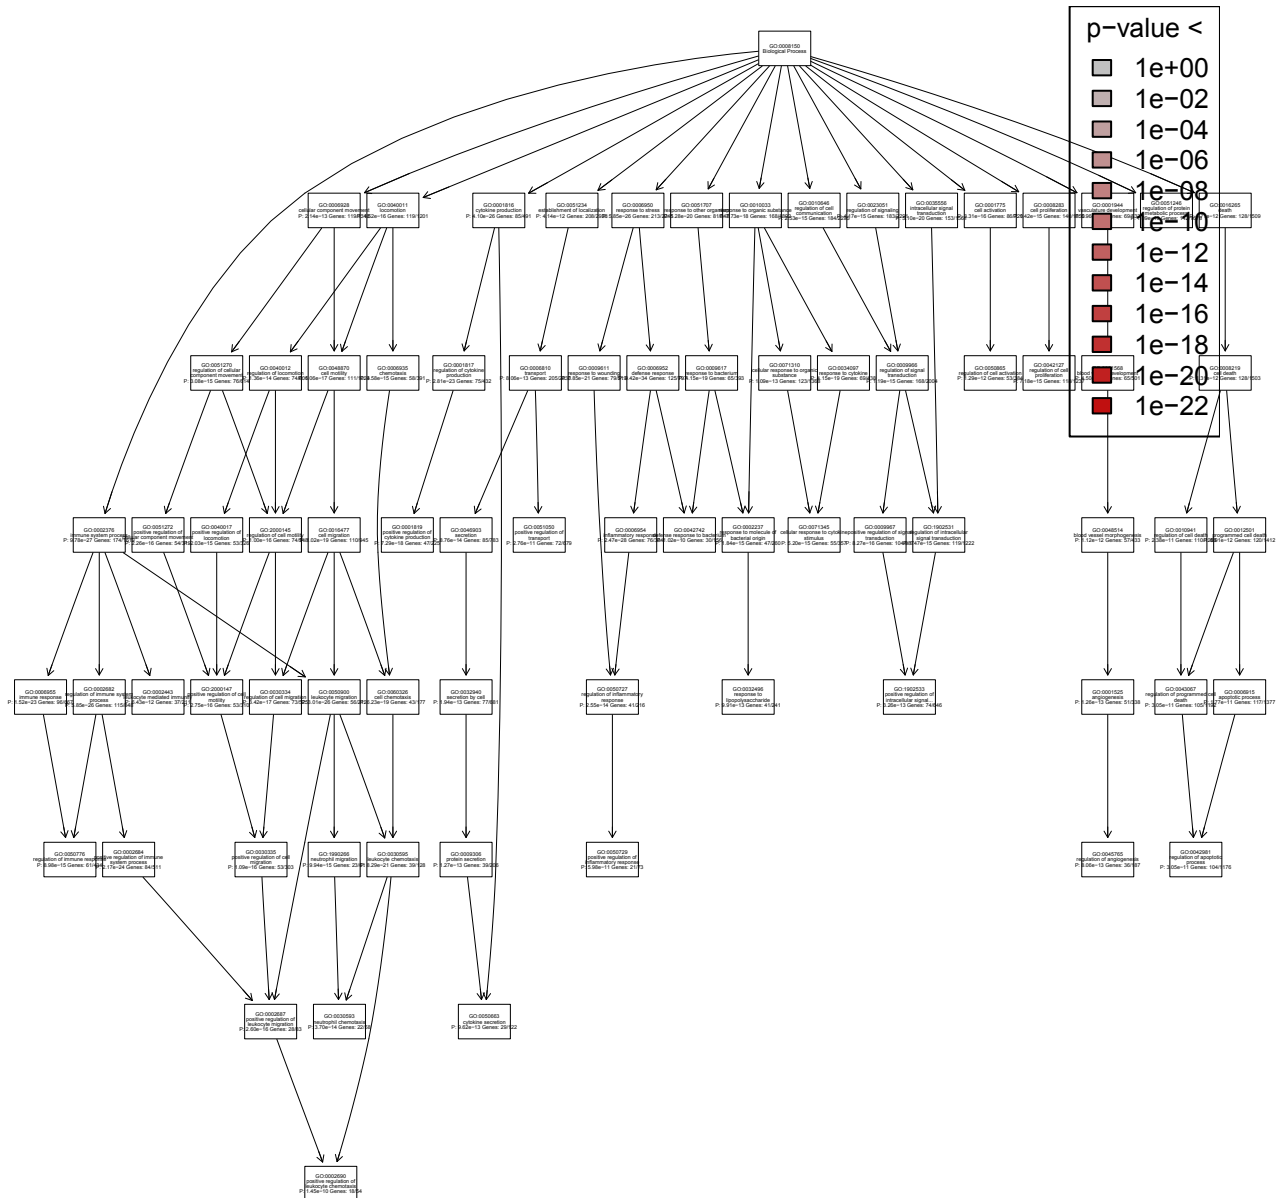

Supplementary figure S5: Gene ontology tree, biological processes

Supplementary tables S1.1-S1.4

Table S1.1

**Affy probe ID**	**Symbol**	**Gene Name**	**Fold difference WT/KO**	**fdr**
**17516978**	Nxpe4	neurexophilin and PC-esterase domain family, member 4	16,94509406	5,68E-10
**17272461**	Cygb	cytoglobin	6,577840031	1,34E-08
**17550370**	AI842136	expressed sequence AI842136	1,589520638	9,07E-05
**17300177**	Trav7d-4	T cell receptor alpha variable 7D-4	2,79070594	0,000123205
**17433328**	Per3	period circadian clock 3	2,228560366	0,0001763
**17526550**	AI842136	expressed sequence AI842136	1,685886959	0,0001763
**17298823**	Gm3219	B-cell CLL/lymphoma 7C pseudogene	1,704650801	0,000248343
**17299559**	Pnp2	purine-nucleoside phosphorylase 2	4,003242477	0,000451
**17407934**	Ciart	circadian associated repressor of transcription	1,942646942	0,0004551
**17525329**	St3gal4	ST3 beta-galactoside alpha-2,3-sialyltransferase 4	5,761541311	0,0004551
**17388389**	Cry2	cryptochrome 2 (photolyase-like)	1,681268656	0,000838174
**17313376**	Tef	thyrotroph embryonic factor	1,932710909	0,001190441
**17477979**	Dbp	D site albumin promoter binding protein	2,689878454	0,001190441
**17526149**	Pdzd3	PDZ domain containing 3	1,983234362	0,001190441
**17305005**	Npy4r	neuropeptide Y receptor Y4	1,815853961	0,001820323
**17303625**	Nr1d2	nuclear receptor subfamily 1, group D, member 2	1,623629955	0,00233167
**17526663**	Nxpe2	neurexophilin and PC-esterase domain family, member 2	5,789702639	0,00233167
**17238722**	H60c	histocompatibility 60c	2,451456338	0,003519358
**17339395**	Myom1	myomesin 1	1,617153972	0,003839827
**17267702**	Hlf	hepatic leukemia factor	1,666353	0,004611649
**17301147**	Fam124a	family with sequence similarity 124, member A	1,591939453	0,004611649
**17258653**	Mettl23	methyltransferase like 23	1,52021307	0,004634351
**17515871**	4930581F22Rik	RIKEN cDNA 4930581F22 gene	1,783948796	0,004634351
**17235730**	Smim24	small integral membrane protein 24	1,667586342	0,004833716
**17287148**	Ecm2	extracellular matrix protein 2, female organ and adipocyte specific	1,532319998	0,004897824
**17268955**	Tns4	tensin 4	1,56542669	0,005462207
**17425701**	Mir3095	microRNA 3095	1,694146106	0,005462207
**17472760**	Bhlhe41	basic helix-loop-helix family, member e41	1,536202546	0,005462207
**17547719**	Ahnak2	AHNAK nucleoprotein 2	1,61331611	0,005462207
**17450838**	Rnf212	ring finger protein 212	1,685914334	0,005476638
**17348833**	Ttr	transthyretin	1,527105907	0,006513501
**17526717**	Htr3a	5-hydroxytryptamine (serotonin) receptor 3A	1,615107338	0,006513501

**17334166**	NA	NA	1,648297862	0,00707798
**17421875**	Slc2a5	solute carrier family 2 (facilitated glucose transporter), member 5	1,717350657	0,00707798
**17277760**	5430427M07Rik	RIKEN cDNA 5430427M07 gene	2,294964069	0,007807635
**17468417**	Cml3	camello-like 3	1,888484766	0,007807635
**17364403**	Cyp2c67	cytochrome P450, family 2, subfamily c, polypeptide 67	2,02078486	0,008141636
**17271350**	Abca8a	ATP-binding cassette, sub-family A (ABC1), member 8a	1,822899485	0,00817673
**17319707**	Cyp2d26	cytochrome P450, family 2, subfamily d, polypeptide 26	1,531286817	0,00817673
**17400162**	Selenbp1	selenium binding protein 1	2,073763982	0,00817673
**17334956**	Crebrf	CREB3 regulatory factor	1,580289065	0,01028012
**17400048**	Rorc	RAR-related orphan receptor gamma	1,524210509	0,010944321
**17376124**	Slc20a1	solute carrier family 20, member 1	1,516610881	0,012185261
**17404122**	Slc10a5	solute carrier family 10 (sodium/bile acid cotransporter family), member 5	1,707826652	0,012948381
**17333493**	9030025P20Rik	RIKEN cDNA 9030025P20 gene	1,664410306	0,013383774
**17423577**	Atp6v0d2	ATPase, H+ transporting, lysosomal V0 subunit D2	1,52000713	0,013532909
**17383588**	Ccbl1	cysteine conjugate-beta lyase 1	1,564785103	0,014016393
**17448001**	Ppargc1a	peroxisome proliferative activated receptor, gamma, coactivator 1 alpha	1,528611968	0,014966471
**17400124**	Selenbp2	selenium binding protein 2	1,585449714	0,015159537
**17454193**	Cyp3a13	cytochrome P450, family 3, subfamily a, polypeptide 13	1,659550249	0,015159537
**17252668**	Trpv3	transient receptor potential cation channel, subfamily V, member 3	1,66686476	0,015998317
**17257150**	C130046K22Rik	RIKEN cDNA C130046K22 gene	1,505025491	0,016085182
**17339876**	Qpct	glutaminyl-peptide cyclotransferase (glutaminyl cyclase)	1,66382735	0,016512386
**17376508**	Mir103-2	microRNA 103-2	1,608819739	0,017572477
**17317266**	Fbxo32	F-box protein 32	1,791010144	0,01836186
**17364414**	Cyp2c68	cytochrome P450, family 2, subfamily c, polypeptide 68	1,815403766	0,01949451
**17402113**	Dpyd	dihydropyrimidine dehydrogenase	1,664307901	0,01950064
**17433975**	Mir200b	microRNA 200b	2,071228155	0,01950064
**17517215**	2010007H06Rik	RIKEN cDNA 2010007H06 gene	1,513626785	0,01950064
**17289009**	Hapln1	hyaluronan and proteoglycan link protein 1	1,779609706	0,020785092
**17229036**	Fmo2	flavin containing monooxygenase 2	1,785709	0,02271485
**17399404**	Gm15998	predicted gene 15998	2,714793596	0,022742979
**17525578**	Slc37a2	solute carrier family 37 (glycerol-3-phosphate transporter), member 2	2,287317833	0,022742979
**17274558**	Mboat2	membrane bound O-acyltransferase domain containing 2	1,787370936	0,025409063

**17253215**	Slc6a4	solute carrier family 6 (neurotransmitter transporter, serotonin), member 4	1,585289315	0,025442648
**17274813**	Slc26a3	solute carrier family 26, member 3	2,127228524	0,028650257
**17381589**	Itih2	inter-alpha trypsin inhibitor, heavy chain 2	1,50347836	0,028650257
**17475498**	Cyp2f2	cytochrome P450, family 2, subfamily f, polypeptide 2	2,352114135	0,028650257
**17516762**	Tmprss13	transmembrane protease, serine 13	1,642421575	0,028650257
**17292327**	Mirlet7f-1	microRNA let7f-1	1,593708721	0,030269694
**17231600**	Mir5104	microRNA 5104	1,629361394	0,030483373
**17430227**	Gjb5	gap junction protein, beta 5	1,601738316	0,031514587
**17336526**	Btnl1	butyrophilin-like 1	1,723863465	0,036025407
**17396162**	Car2	carbonic anhydrase 2	1,579834018	0,036025407
**17403058**	Adh7	alcohol dehydrogenase 7 (class IV), mu or sigma polypeptide	2,152534339	0,036085607
**17337580**	Olf111	olfactory receptor 111	1,605128216	0,036476172
**17313599**	Cyp2d12	cytochrome P450, family 2, subfamily d, polypeptide 12	1,932682486	0,037647047
**17432976**	Angptl7	angiopoietin-like 7	2,00318089	0,037647047
**17317458**	Gsdmc3	gasdermin C3	1,619322797	0,042481643
**17212286**	Slc9a2	solute carrier family 9 (sodium/hydrogen exchanger), member 2	1,522393353	0,046768567
**17306314**	Olf1512	olfactory receptor 1512	1,54058502	0,049231941
**17364872**	Pyroxd2	pyridine nucleotide-disulphide oxidoreductase domain 2	1,559253782	0,049550673

Table S1.1: List of genes with higher expression in the inflamed colon from wild type mice compared to *Cygb*^{-/-} mice.

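The table lists 82 probe sets. All 82 had a lower mean in inflamed Cygb-/- than in inflamed WT arrays, 81 had an unadjusted p under 0.05 in limma and 19 passed when adjusted over all probe sets.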

Criteria: Mean fold difference > 1.5 and fdr from t-test <0.05

Inflamed samples (week 7, 2xDSS cycle, chronic inflammation)

Table S1.2

Affy probe ID	Symbol	Gene Name	Fold difference<br>KO/WT	fdr
17491378	E2f8	E2F transcription factor 8	1,634243565	0,000546
17525845	4931429I11Rik	RIKEN cDNA 4931429I11 gene	1,555221919	0,00157
17305980	Ccnb1ip1	cyclin B1 interacting protein 1	2,927387725	0,00157
17517723	Rpp25	ribonuclease P/MRP 25 subunit	1,506120785	0,00157
17258644	BC018473	cDNA sequence BC018473	23,04484317	0,002056
17285863	Hist1h2bb	histone cluster 1, H2bb	1,521549721	0,002679
17298364	Nt5dc2	5'-nucleotidase domain containing 2	1,549354238	0,003193
17511748	Ces1g	carboxylesterase 1G	1,801067275	0,004897
17508609	Nrg1	neuregulin 1	1,566098437	0,005839
17414802	Pappa	pregnancy-associated plasma protein A	1,64148824	0,007107
17294302	Trip13	thyroid hormone receptor interactor 13	1,55267672	0,008198
17390810	Gatm	glycine amidinotransferase (L-arginine:glycine amidinotransferase)	1,735121386	0,008326
17481960	Arntl	aryl hydrocarbon receptor nuclear translocator-like	1,707390014	0,00851
17503023	Asf1b	anti-silencing function 1B histone chaperone	1,541986817	0,00851
17532334	Cck	cholecystokinin	1,679692197	0,00851
17429454	Ctps	cytidine 5'-triphosphate synthase	1,599626302	0,00851
17291005	Hist1h1b	histone cluster 1, H1b	1,645566233	0,00851
17428553	Rad54l	RAD54 like (<i>S. cerevisiae</i>)	1,565738507	0,00851
17431720	Alpl	alkaline phosphatase, liver/bone/kidney	1,521498132	0,009426
17457887	Tmem139	transmembrane protein 139	1,571646894	0,010597
17331828	Cldn8	claudin 8	1,601281977	0,012949
17338371	Trem3	triggering receptor expressed on myeloid cells 3	1,657092808	0,013117
17470031	Alox5	arachidonate 5-lipoxygenase	1,628847778	0,013299
17379606	Mmp9	matrix metalloproteinase 9	2,107634246	0,013299
17502573	Hmox1	heme oxygenase (decycling) 1	1,669209815	0,014911
17418141	Bmp8b	bone morphogenetic protein 8b	1,712093992	0,017181
17459335	Igkv14-111	immunoglobulin kappa variable 14-111	2,010126991	0,017181
17473248	Ttyh1	tweety homolog 1 (<i>Drosophila</i>)	1,673137594	0,019222
17385757	Gcg	glucagon	1,966633335	0,020872
17513135	Ldhd	lactate dehydrogenase D	1,532459495	0,020882
17219248	Adamts4	a disintegrin-like and metalloproteinase (reprolysin type) with thrombospondin type 1 motif, 4	1,704614508	0,021867

**17514541**	Mmp10	matrix metallopeptidase 10	2,384620058	0,021867
**17533713**	Timp1	tissue inhibitor of metalloproteinase 1	1,915117509	0,022819
**17266952**	Ccl9	chemokine (C-C motif) ligand 9	1,530465106	0,024195
**17353957**	Spry4	sprouty homolog 4 (Drosophila)	1,586817726	0,024195
**17439029**	Areg	amphiregulin	1,661397773	0,024724
**17285742**	Hist1h2bk	histone cluster 1, H2bk	1,645298472	0,024724
**17517812**	Sema7a	sema domain, immunoglobulin domain (Ig), and GPI membrane anchor, (semaphorin) 7A	1,6833067	0,025596
**17266851**	Slfn9	schlafen 9	1,676567826	0,025596
**17526836**	Tex12	testis expressed gene 12	1,71387679	0,025596
**17487533**	Vmn1r103	vomer nasal 1 receptor 103	1,570013448	0,025596
**17291881**	F13a1	coagulation factor XIII, A1 subunit	1,72378076	0,028593
**17292634**	Nfil3	nuclear factor, interleukin 3, regulated	1,599873547	0,03005
**17318794**	Apol7c	apolipoprotein L 7c	1,53065167	0,030819
**17492947**	Cemip	cell migration inducing protein, hyaluronan binding	1,97702046	0,030819
**17408897**	Chil3	chitinase-like 3	3,881711991	0,030819
**17514482**	Mmp13	matrix metallopeptidase 13	2,639327508	0,030819
**17301428**	Pbk	PDZ binding kinase	1,591183106	0,030819
**17491193**	Saa3	serum amyloid A 3	3,0997362	0,030819
**17393789**	Tgm2	transglutaminase 2, C polypeptide	1,638305196	0,030819
**17312716**	Csf2rb	colony stimulating factor 2 receptor, beta, low-affinity (granulocyte-macrophage)	1,513482104	0,031464
**17212211**	Il1rl1	interleukin 1 receptor-like 1	1,804785083	0,031464
**17383892**	Lcn2	lipocalin 2	1,829227313	0,033402
**17276776**	Arg2	arginase type II	1,656653553	0,035984
**17438995**	Cxcl2	chemokine (C-X-C motif) ligand 2	2,76109925	0,035984
**17356427**	Fosl1	fos-like antigen 1	1,57055952	0,035984
**17344508**	Gm9840	predicted gene 9840	1,524263372	0,035984
**17285438**	Inhba	inhibin beta-A	1,696159573	0,035984
**17429632**	Mfsd2a	major facilitator superfamily domain containing 2A	1,960310352	0,035984
**17514515**	Mmp3	matrix metallopeptidase 3	2,754368079	0,035984
**17471550**	Olr1	oxidized low density lipoprotein (lectin-like) receptor 1	2,567688818	0,035984
**17270048**	Ppy	pancreatic polypeptide	1,658197726	0,035984
**17321895**	4732456N10Rik	RIKEN cDNA 4732456N10 gene	1,662515222	0,037635
**17345775**	A530064D06Rik	RIKEN cDNA A530064D06 gene	1,597886589	0,037635

**17337228**	Ier3	immediate early response 3	1,574433224	0,037635
**17278321**	Serpina3m	serine (or cysteine) peptidase inhibitor, clade A, member 3M	2,461105677	0,037635
**17246803**	Osm	oncostatin M	1,839644436	0,039986
**17211369**	Il17a	interleukin 17A	1,613213112	0,040707
**17438987**	Cxcl1	chemokine (C-X-C motif) ligand 1	1,750226049	0,041268
**17481622**	Olfr503	olfactory receptor 503	1,528035676	0,042611
**17218060**	Ptgs2	prostaglandin-endoperoxide synthase 2	2,543337484	0,043099
**17343628**	Angptl4	angiopoietin-like 4	1,717352117	0,048982
**17449718**	Cxcl10	chemokine (C-X-C motif) ligand 10	2,44272561	0,048982
**17439021**	Ereg	epiregulin	2,023200931	0,048982
**17514553**	Mmp8	matrix metalloproteinase 8	3,118206202	0,048982
**17447081**	Spon2	spondin 2, extracellular matrix protein	1,584082944	0,048982
**17280184**	Zfp125	zinc finger protein 125	3,146946326	0,048982
**17278404**	Bdkrb1	bradykinin receptor, beta 1	1,545299927	0,049487
**17518813**	C2cd4b	C2 calcium-dependent domain containing 4B	1,884835305	0,049487
**17474974**	Plaur	plasminogen activator, urokinase receptor	1,792923445	0,049487

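For the 80 probe sets listed as higher in inflamed Cygb-/- colons, all 80 had a higher mean there, 78 had an unadjusted p under 0.05 in limma and 6 passed when adjusted over all probe sets.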

Table S1.2: List of genes with higher expression in the inflamed colon from *Cygb*^{-/-} mice compared to wild type mice.

Criteria: Mean fold difference > 1.5 and fdr from t-test <0.05

Inflamed samples (week 7, 2xDSS cycle, chronic inflammation)

Table S1.3

Affy probe ID	Symbol	Gene Name	Fold difference<br>WT/KO	fd
17272461	Cygb	cytoglobin	6,338146435	2,16E-14
17258653	Mettl23	methyltransferase like 23	1,503462927	1,15E-07
17271033	Kpna2	karyopherin (importin) alpha 2	1,499638346	3,41E-05
17309457	Dzip1	DAZ interacting protein 1	1,533691911	0,001197
17404337	Cpa3	carboxypeptidase A3, mast cell	1,720704222	0,001826
17302606	Tpm3	tropomyosin 3, gamma	1,686057843	0,001834
17257150	C130046K22Rik	RIKEN cDNA C130046K22 gene	2,057878075	0,002741
17298775	Anxa8	annexin A8	1,782253607	0,005494
17477282	Klk15	kallikrein related-peptidase 15	1,706671811	0,006457
17284466	Igh-VJ558	immunoglobulin heavy chain (J558 family)	1,750032252	0,007146
17489542	Scgb2b20	secretoglobin, family 2B, member 20	2,015328899	0,015765
17289787	Rps3a1	ribosomal protein S3A1	1,519024179	0,027187
17284582	Ighv1-54	immunoglobulin heavy variable V1-54	2,150796146	0,034987
17459344	Igk	immunoglobulin kappa chain complex	2,209597572	0,040093
17467430	Igkv4-72	immunoglobulin kappa chain variable 4-72	1,529554088	0,04977

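For the 15 probe sets listed as higher in the normal WT colon, all 15 had a lower mean in untreated Cygb-/- arrays and 3 passed limma over all probe sets. Of the 9 genes called in untreated colons, 8 lay on chromosome 11 (Fisher's exact test, adjusted p = 1.67e-07). Besides Cygb itself, 7 lay within 20 Mb of it in GRCm38.p6, among them Mettl23, with a log2 fold change of -0.59 (standard error 0.06, adjusted p = 0.000229), and Kpna2, with -0.58.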

Table S1.3: List of genes with higher expression in the normal colon from wild type mice compared to *Cygb*^{-/-} mice.

Table S1.4

**Affy probe ID**	**Symbol**	**Gene Name**	**Fold difference<br>WT/KO**	**fd**
**17258644**	BC018473	cDNA sequence BC018473	5,883278	8,29E-11
**17271486**	Abca5	ATP-binding cassette, sub-family A (ABC1), member 5	1,865528	2,43E-07
**17483098**	Gdpd3	glycerophosphodiester phosphodiesterase domain containing 3	3,609797	0,001052
**17326062**	Retnlb	resistin like beta	5,198812	0,00174
**17449346**	Ugt2b5	UDP glucuronosyltransferase 2 family, polypeptide B5	1,607831	0,001859
**17302289**	Pcdh17	protocadherin 17	2,582879	0,003505
**17330769**	Ahcy	S-adenosylhomocysteine hydrolase	1,626395	0,006967
**17545899**	S100g	S100 calcium binding protein G	1,750887	0,012131
**17407934**	Ciart	circadian associated repressor of transcription	1,840983	0,017545
**17395079**	Zbp1	Z-DNA binding protein 1	1,539852	0,021378
**17284417**	Igh-VJ558	immunoglobulin heavy chain (J558 family)	3,56838	0,035206
**17284474**	Igh-VJ558	immunoglobulin heavy chain (J558 family)	1,495277	0,041078
**17329009**	Iglv1	immunoglobulin lambda variable 1	1,913274	0,047622

Table S1.4: List of genes with higher expression in the normal colon from *Cygb*^{-/-} mice compared to wild type mice.

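For the 13 probe sets of this table, all 13 had a higher mean in untreated Cygb-/- than in untreated WT arrays and 2 passed limma over all probe sets. Abca5, a lipid transporter gene near Cygb, had a log2 fold change of 0.90 (standard error 0.07, adjusted p = 1.67e-05).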

Criteria: Mean fold difference > 1.5 and fd from t-test <0.05

Supplementary tables S2.1-S2.4

Table S2.1

Entrez ID	Symbol	Gene Name	Fold difference WT/KO	p-val
**20249**	Scd1	stearoyl-Coenzyme A desaturase 1	1,356677398	2,56E-05
**11364**	Acadm	acyl-Coenzyme A dehydrogenase, medium chain	1,27646525	0,000561
**56794**	Hacl1	2-hydroxyacyl-CoA lyase 1	1,250941269	0,001487
**231070**	Insig1	insulin induced gene 1	1,355183458	0,004379
**72674**	Adipor1	adiponectin receptor 1	1,072113608	0,006199
**19017**	Ppargc1a	peroxisome proliferative activated receptor, gamma, coactivator 1 alpha	1,528611968	0,008761
**93759**	Sirt1	sirtuin 1	1,16673699	0,011352
**14732**	Gpam	glycerol-3-phosphate acyltransferase, mitochondrial	1,151317792	0,013366
**67452**	Pnpla8	patatin-like phospholipase domain containing 8	1,096135487	0,018151
**108099**	Prkag2	protein kinase, AMP-activated, gamma 2 non-catalytic subunit	1,147805075	0,021596
**230796**	Wdtdc1	WD and tetratricopeptide repeats 1	1,17734385	0,025838
**107476**	Acaca	acetyl-Coenzyme A carboxylase alpha	1,166081223	0,027343
**52538**	Acaa2	acetyl-Coenzyme A acyltransferase 2 (mitochondrial 3-oxoacyl-Coenzyme A thiolase)	1,191577305	0,028117
**54486**	Hpgds	hematopoietic prostaglandin D synthase	1,3912346	0,029585
**18604**	Pdk2	pyruvate dehydrogenase kinase, isoenzyme 2	1,35648685	0,031631
**104112**	Acly	ATP citrate lyase	1,164917956	0,039023
**15446**	Hpgd	hydroxyprostaglandin dehydrogenase 15 (NAD)	1,312857141	0,043529
**74147**	Ehhadh	enoyl-Coenzyme A, hydratase/3-hydroxyacyl Coenzyme A dehydrogenase	1,209874683	0,048791
**16367**	Irs1	insulin receptor substrate 1	1,23961086	0,057699
**13614**	Edn1	endothelin 1	1,405299523	0,103405
**66887**	Lonp2	lon peptidase 2, peroxisomal	1,06790438	0,132672
**72674**	Adipor1	adiponectin receptor 1	1,102594597	0,184396
**72674**	Adipor1	adiponectin receptor 1	1,102594597	0,184396
**26457**	Slc27a1	solute carrier family 27 (fatty acid transporter), member 1	1,139809526	0,229577
**18484**	Pam	peptidylglycine alpha-amidating monooxygenase	1,093968741	0,284565
**20397**	Sgpl1	sphingosine phosphate lyase 1	1,041421973	0,364329
**16367**	Irs1	insulin receptor substrate 1	1,039041054	0,688691

Table S2.1: List of genes annotated with the term: GO:006631: Fatty acid metabolic process

Method: The 1200 PCA loadings having the highest values (positive direction) for the second principal component of the PCA of inflamed samples were analyzed for overrepresentation of GO terms using the *pcaGoPromoter* package (HANSEN, M., GERDS, T. A., NIELSEN, O. H., SEIDELIN, J. B., TROELSEN, J. T. & OLSEN, J. 2012. *pcaGoPromoter*--an R package for biological and regulatory interpretation of principal components in genome-wide gene expression data. *PLoS One*, 7, e32394.)

Table S2.2

Entrez ID	Symbol	Gene Name	Fold difference WT/KO	p-val
**19193**	Pipox	pipecolic acid oxidase	1,354095669	0,003052
**14732**	Gpam	glycerol-3-phosphate acyltransferase, mitochondrial	1,151317792	0,013366
**75475**	Oplah	5-oxoprolinase (ATP-hydrolysing)	1,187552492	0,019513
**107476**	Acaca	acetyl-Coenzyme A carboxylase alpha	1,166081223	0,027343
**52538**	Acaa2	acetyl-Coenzyme A acyltransferase 2 (mitochondrial 3-oxoacyl-Coenzyme A thiolase)	1,191577305	0,028117
**18604**	Pdk2	pyruvate dehydrogenase kinase, isoenzyme 2	1,35648685	0,031631
**104112**	Acly	ATP citrate lyase	1,164917956	0,039023
**17850**	Mut	methylmalonyl-Coenzyme A mutase	1,130843697	0,040212
**74147**	Ehhadh	enoyl-Coenzyme A, hydratase/3-hydroxyacyl Coenzyme A dehydrogenase	1,209874683	0,048791
**83429**	Ctns	cystinosis, nephropathic	1,193937492	0,050756
**108645**	Mat2b	methionine adenosyltransferase II, beta	1,089483231	0,051629
**20887**	Sult1a1	sulfotransferase family 1A, phenol-preferring, member 1	1,611684377	0,054045
**14862**	Gstm1	glutathione S-transferase, mu 1	1,166648273	0,060722
**54200**	Sult2b1	sulfotransferase family, cytosolic, 2B, member 1	1,229863358	0,060725
**23971**	Papss1	3'-phosphoadenosine 5'-phosphosulfate synthase 1	1,299918764	0,062925
**18260**	Ocln	occludin	1,128591833	0,063902
**23971**	Papss1	3'-phosphoadenosine 5'-phosphosulfate synthase 1	1,106767328	0,088231
**23971**	Papss1	3'-phosphoadenosine 5'-phosphosulfate synthase 1	1,106767328	0,088231
**269378**	Ahcy	S-adenosylhomocysteine hydrolase	0,652329612	0,105119
**232223**	Txnrd3	thioredoxin reductase 3	1,154347237	0,110684
**269378**	Ahcy	S-adenosylhomocysteine hydrolase	1,167365783	0,123049
**246277**	Csad	cysteine sulfinic acid decarboxylase	1,139956551	0,136897
**18597**	Pdha1	pyruvate dehydrogenase E1 alpha 1	1,098606027	0,144881
**14854**	Gss	glutathione synthetase	1,066026108	0,211398
**17850**	Mut	methylmalonyl-Coenzyme A mutase	1,063252536	0,32835

Table S2.2: List of genes annotated with the term: GO:006790: Sulfur compound metabolic process

Method: The 1200 PCA loadings having the highest values (positive direction) for the second principal component of the PCA of inflamed samples were analyzed for overrepresentation of GO terms using the *pcaGoPromoter* package (HANSEN, M., GERDS, T. A., NIELSEN, O. H., SEIDELIN, J. B., TROELSEN, J. T. & OLSEN, J. 2012. *pcaGoPromoter*--an R package for biological and regulatory interpretation of principal components in genome-wide gene expression data. *PLoS One*, 7, e32394.)

Table S2.3

Entrez ID	Symbol	Gene Name	Fold difference WT/KO	p-val
16924	Lnx1	ligand of numb-protein X 1	1,414711	0,001092
218203	Mylip	myosin regulatory light chain interacting protein	1,420797	0,001212
50789	Fbxl3	F-box and leucine-rich repeat protein 3	1,317114	0,002682
67490	Ufl1	UFM1 specific ligase 1	1,126042	0,002921
76454	Fbxo31	F-box protein 31	1,165943	0,004064
230249	AI314180	expressed sequence AI314180	1,15287	0,004566
16396	Itch	itchy, E3 ubiquitin protein ligase	1,140556	0,008782
93759	Sirt1	sirtuin 1	1,166737	0,011352
66894	Wwp2	WW domain containing E3 ubiquitin protein ligase 2	1,293351	0,01455
58799	Crbn	cereblon	1,140585	0,017692
74132	Rnf6	ring finger protein (C3H2C3 type) 6	1,069568	0,026321
22644	Rnf103	ring finger protein 103	1,189097	0,02952
68031	Rnf146	ring finger protein 146	1,116345	0,042724
68795	Ubr3	ubiquitin protein ligase E3 component n-recognin 3	1,10537	0,044734
15204	Herc2	hect (homologous to the E6-AP (UBE3A) carboxyl terminus) domain and RCC1 (CHC1)-like domain (RLD) 2	1,124498	0,046583
76857	Spopl	speckle-type POZ protein-like	1,142693	0,059084
75744	Svip	small VCP/p97-interacting protein	1,129542	0,067909
71472	Usp19	ubiquitin specific peptidase 19	1,0874	0,085242
26374	Rfwd2	ring finger and WD repeat domain 2	1,086283	0,092205
50753	Fbxo8	F-box protein 8	1,087771	0,092805
360216	Zranb1	zinc finger, RAN-binding domain containing 1	1,161362	0,105411
231600	Chfr	checkpoint with forkhead and ring finger domains	1,09196	0,213313
231600	Chfr	checkpoint with forkhead and ring finger domains	1,09196	0,213313
15204	Herc2	hect (homologous to the E6-AP (UBE3A) carboxyl terminus) domain and RCC1 (CHC1)-like domain (RLD) 2	1,093863	0,218153
11907	Ate1	arginyltransferase 1	1,050392	0,240746
99375	Cul4a	cullin 4A	1,05531	0,283898
14198	Fhit	fragile histidine triad gene	1,106432	0,319896
107568	Wwp1	WW domain containing E3 ubiquitin protein ligase 1	1,038338	0,481989

**231600**	Chfr	checkpoint with forkhead and ring finger domains	0,991564	0,680829

Table S2.3: List of genes annotated with the term: GO:006511: ubiquitin-dependent protein catabolic process

Method: The 1200 PCA loadings having the highest values (positive direction) for the second principal component of the PCA of inflamed samples were analyzed for overrepresentation of GO terms using the pcaGoPromoter package (HANSEN, M., GERDS, T. A., NIELSEN, O. H., SEIDELIN, J. B., TROELSEN, J. T. & OLSEN, J. 2012. pcaGoPromoter--an R package for biological and regulatory interpretation of principal components in genome-wide gene expression data. *PLoS One*, 7, e32394.)

Table S2.4

Entrez ID	Symbol	Gene Name	Fold difference WT/KO	p-val
108155	Ogt	O-linked N-acetylglucosamine (GlcNAc) transferase (UDP-N-acetylglucosamine:polypeptide-N-acetylglucosaminyl transferase)	1,210525	0,001346
19062	Inpp5k	inositol polyphosphate 5-phosphatase K	1,238488	0,00187
72674	Adipor1	adiponectin receptor 1	1,072114	0,006199
50915	Grb14	growth factor receptor bound protein 14	1,214968	0,006986
16337	Insr	insulin receptor	1,170264	0,007071
18762	Prkcz	protein kinase C, zeta	1,207984	0,009475
93759	Sirt1	sirtuin 1	1,166737	0,011352
18604	Pdk2	pyruvate dehydrogenase kinase, isoenzyme 2	1,356487	0,031631
16367	Irs1	insulin receptor substrate 1	1,239611	0,057699
54601	Foxo4	forkhead box O4	1,156806	0,067306
107351	Kank1	KN motif and ankyrin repeat domains 1	1,091611	0,084997
18710	Pik3r3	phosphatidylinositol 3 kinase, regulatory subunit, polypeptide 3 (p55)	1,389881	0,114489
72674	Adipor1	adiponectin receptor 1	1,102595	0,184396
72674	Adipor1	adiponectin receptor 1	1,102595	0,184396
19062	Inpp5k	inositol polyphosphate 5-phosphatase K	1,078192	0,318703
16367	Irs1	insulin receptor substrate 1	1,039041	0,688691

Table S2.4: List of genes annotated with the term: GO:008286: insulin receptor signaling pathway

Method: The 1200 PCA loadings having the highest values (positive direction) for the second principal component of the PCA of inflamed samples

were analyzed for overrepresentation of GO terms using the *pcaGoPromoter* package (HANSEN, M., GERDS, T. A., NIELSEN, O. H., SEIDELIN, J. B.,

TROELSEN, J. T. & OLSEN, J. 2012. *pcaGoPromoter*--an R package for biological and regulatory interpretation of principal components in genome-wide gene expression data. *PLoS One*, 7, e32394.)

Supplementary tables S3.1-S3.7

Table S3.1

Entrez ID	Symbol	Gene Name	Fold difference KO/WT	p-val
**12317**	Calr	calreticulin	1,143642222	0,003689547
**117149**	Tirap	toll-interleukin 1 receptor (TIR) domain-containing adaptor protein	1,199439967	0,005892
**21825**	Thbs1	thrombospondin 1	1,437723299	0,016174791
**15945**	Cxcl10	chemokine (C-X-C motif) ligand 10	2,44272561	0,044803522
**12317**	Calr	calreticulin	1,184642546	0,059315132
**27226**	Pla2g7	phospholipase A2, group VII (platelet-activating factor acetylhydrolase, plasma)	1,436076827	0,060273925
**16176**	Il1b	interleukin 1 beta	1,905150026	0,084803163
**20303**	Ccl4	chemokine (C-C motif) ligand 4	1,806492031	0,098503362
**20296**	Ccl2	chemokine (C-C motif) ligand 2	1,864354159	0,099166109
**18787**	Serpine1	serine (or cysteine) peptidase inhibitor, clade E, member 1	1,556913819	0,100627551
**16803**	Lbp	lipopolysaccharide binding protein	1,383979537	0,116070176
**12765**	Cxcr2	chemokine (C-X-C motif) receptor 2	1,63756528	0,140666222
**11491**	Adam17	a disintegrin and metallopeptidase domain 17	1,058605094	0,147737413
**12765**	Cxcr2	chemokine (C-X-C motif) receptor 2	1,483750117	0,148694703
**50930**	Tnfsf14	tumor necrosis factor (ligand) superfamily, member 14	1,220854404	0,175822432
**20343**	Sell	selectin, lymphocyte	1,503068041	0,181181171
**12768**	Ccr1	chemokine (C-C motif) receptor 1	1,452901228	0,183596858
**22339**	Vegfa	vascular endothelial growth factor A	1,197489798	0,275979508
**12772**	Ccr2	chemokine (C-C motif) receptor 2	1,362893367	0,277259703
**12317**	Calr	calreticulin	1,094774667	0,321448205
**14747**	Cmkrl1	chemokine-like receptor 1	1,083523427	0,55670659

Table S3.1: List of genes annotated with the term: GO:002690: Positive regulation of leukocyte chemotaxis

Method: The 1200 PCA loadings having the lowest values (negative direction) for the second principal component of the PCA of inflamed samples were analyzed for overrepresentation of GO terms using the *pcaGoPromoter* package (HANSEN, M., GERDS, T. A., NIELSEN, O. H., SEIDELIN, J. B., TROELSEN, J. T. & OLSEN, J. 2012. *pcaGoPromoter*--an R package for biological and regulatory interpretation of principal components in genome-wide gene expression data. *PLoS One*, 7, e32394.)

Table S3.2

Entrez ID	Symbol	Gene Name	Fold difference KO/WT	p-val
58218	Trem3	triggering receptor expressed on myeloid cells 3	1,657092808	0,003607
268973	Nlrc4	NLR family, CARD domain containing 4	1,231243659	0,026239
19720	Trim27	tripartite motif-containing 27	1,077340255	0,047614
21942	Tnfrsf9	tumor necrosis factor receptor superfamily, member 9	1,497761155	0,054009
58217	Trem1	triggering receptor expressed on myeloid cells 1	1,890782778	0,07476
12475	Cd14	CD14 antigen	1,473474488	0,080085
56619	Clec4e	C-type lectin domain family 4, member e	2,530125387	0,081897
216799	Nlrp3	NLR family, pyrin domain containing 3	1,919111518	0,08831
20302	Ccl3	chemokine (C-C motif) ligand 3	2,70627181	0,090362
16175	Il1a	interleukin 1 alpha	2,585228093	0,09377
17319	Mif	macrophage migration inhibitory factor	1,149761944	0,094491
12654	Chil1	chitinase-like 1	1,764722082	0,097187
56620	Clec4n	C-type lectin domain family 4, member n	1,322179181	0,106317
16190	Il4ra	interleukin 4 receptor, alpha	1,290700668	0,11366
16193	Il6	interleukin 6	2,014699865	0,128143
21926	Tnf	tumor necrosis factor	1,355574202	0,186093
15978	Ifng	interferon gamma	1,466395008	0,201587
12978	Csf1r	colony stimulating factor 1 receptor	1,187319041	0,2133
19073	Srgn	serglycin	1,194069244	0,219673
12774	Ccr5	chemokine (C-C motif) receptor 5	1,384260071	0,241965
14462	Gata3	GATA binding protein 3	1,104580722	0,272671
24088	Tlr2	toll-like receptor 2	1,122169952	0,280115
60533	Cd274	CD274 antigen	1,457233851	0,290625
23845	Clec5a	C-type lectin domain family 5, member a	1,324283295	0,291246
140497	AF251705	cDNA sequence AF251705	1,177412867	0,293763
14191	Fgr	Gardner-Rasheed feline sarcoma viral (Fgr) oncogene homolog	1,303455198	0,328007

**16822**	Lcp2	lymphocyte cytosolic protein 2	1,212943926	0,339547
**75234**	Rnf19b	ring finger protein 19B	1,095964969	0,488414
**257632**	Nod2	nucleotide-binding oligomerization domain containing 2	0,952541955	0,517038
**19720**	Trim27	tripartite motif-containing 27	0,958184754	0,544742
**257632**	Nod2	nucleotide-binding oligomerization domain containing 2	1,077709849	0,587887

Table S3.2: List of genes annotated with the term: GO:0050663: Cytokine secretion

Method: The 1200 PCA loadings having the lowest values (negative direction) for the second principal component of the PCA of inflamed samples were analyzed for overrepresentation of GO terms using the *pcaGoPromoter* package (HANSEN, M., GERDS, T. A., NIELSEN, O. H., SEIDELIN, J. B., TROELSEN, J. T. & OLSEN, J. 2012. *pcaGoPromoter*--an R package for biological and regulatory interpretation of principal components in genome-wide gene expression data. *PLoS One*, 7, e32394.)

Table S3.3

**Entrez ID**	**Symbol**	**Gene Name**	**Fold difference KO/WT**	**p-val**
**21817**	Tgm2	transglutaminase 2, C polypeptide	1,638305	0,018782
**19225**	Ptgs2	prostaglandin-endoperoxide synthase 2	2,543337	0,03825
**11541**	Adora2b	adenosine A2b receptor	1,27513	0,042341
**13649**	Egfr	epidermal growth factor receptor	1,149276	0,063258
**16176**	Il1b	interleukin 1 beta	1,90515	0,084803
**20302**	Ccl3	chemokine (C-C motif) ligand 3	2,706272	0,090362
**17319**	Mif	macrophage migration inhibitory factor	1,149762	0,094491
**11690**	Alox5ap	arachidonate 5-lipoxygenase activating protein	1,65731	0,099824
**18787**	Serpine1	serine (or cysteine) peptidase inhibitor, clade E, member 1	1,556914	0,100628
**20202**	S100a9	S100 calcium binding protein A9 (calgranulin B)	1,858873	0,115158
**16803**	Lbp	lipopolysaccharide binding protein	1,38398	0,11607
**20201**	S100a8	S100 calcium binding protein A8 (calgranulin A)	2,185588	0,119307
**16193**	Il6	interleukin 6	2,0147	0,128143
**14127**	Fcer1g	Fc receptor, IgE, high affinity I, gamma polypeptide	1,330686	0,14568
**14131**	Fcgr3	Fc receptor, IgG, low affinity III	1,376853	0,16662
**21926**	Tnf	tumor necrosis factor	1,355574	0,186093
**14129**	Fcgr1	Fc receptor, IgG, high affinity I	1,377935	0,239132
**12774**	Ccr5	chemokine (C-C motif) receptor 5	1,38426	0,241965
**20851**	Stat5b	signal transducer and activator of transcription 5B	1,097249	0,269314
**12772**	Ccr2	chemokine (C-C motif) receptor 2	1,362893	0,27726
**21943**	Tnfsf11	tumor necrosis factor (ligand) superfamily, member 11	1,172481	0,347524
**11541**	Adora2b	adenosine A2b receptor	1,030538	0,63402

Table S3.3: List of genes annotated with the term: GO:0050729: Positive regulation of Inflammatory response

Method: The 1200 PCA loadings having the lowest values (negative direction) for the second principal component of the PCA of inflamed samples were analyzed for overrepresentation of GO terms using the *pcaGoPromoter* package (HANSEN, M., GERDS, T. A., NIELSEN, O. H., SEIDELIN, J. B., TROELSEN, J. T. & OLSEN, J. 2012. *pcaGoPromoter*--an R package for biological and regulatory interpretation of principal components in genome-wide gene expression data. *PLoS One*, 7, e32394.)

Table S3.4

Entrez ID	Symbol	Gene Name	Fold difference KO/WT	p-val
117149	Tirap	toll-interleukin 1 receptor (TIR) domain-containing adaptor protein	1,19944	0,005892
723839	Mir323	microRNA 323	1,217001	0,009882
19401	Rara	retinoic acid receptor, alpha	1,128443	0,019123
21938	Tnfrsf1b	tumor necrosis factor receptor superfamily, member 1b	1,336643	0,02436
19225	Ptgs2	prostaglandin-endoperoxide synthase 2	2,543337	0,03825
15945	Cxcl10	chemokine (C-X-C motif) ligand 10	2,442726	0,044804
12061	Bdkrb1	bradykinin receptor, beta 1	1,5453	0,049071
12608	Cebpb	CCAAT/enhancer binding protein (C/EBP), beta	1,406472	0,056195
12475	Cd14	CD14 antigen	1,473474	0,080085
16176	Il1b	interleukin 1 beta	1,90515	0,084803
216799	Nlrp3	NLR family, pyrin domain containing 3	1,919112	0,08831
11535	Adm	adrenomedullin	1,58963	0,091321
17319	Mif	macrophage migration inhibitory factor	1,149762	0,094491
20296	Ccl2	chemokine (C-C motif) ligand 2	1,864354	0,099166
18787	Serpine1	serine (or cysteine) peptidase inhibitor, clade E, member 1	1,556914	0,100628
16523	Kcnj8	potassium inwardly-rectifying channel, subfamily J, member 8	1,344428	0,113092
16803	Lbp	lipopolysaccharide binding protein	1,38398	0,11607
16365	Irg1	immunoresponsive gene 1	2,550869	0,119346
66107	Wfdc21	WAP four-disulfide core domain 21	1,877678	0,122404
16193	Il6	interleukin 6	2,0147	0,128143
18127	Nos3	nitric oxide synthase 3, endothelial cell	1,157462	0,145721
11491	Adam17	a disintegrin and metallopeptidase domain 17	1,058605	0,147737
107765	Ankrd1	ankyrin repeat domain 1 (cardiac muscle)	1,43967	0,162855
18173	Slc11a1	solute carrier family 11 (proton-coupled divalent metal ion transporters), member 1	1,302219	0,172141
17970	Ncf2	neutrophil cytosolic factor 2	1,202668	0,179149
21926	Tnf	tumor necrosis factor	1,355574	0,186093
73914	Irak3	interleukin-1 receptor-associated kinase 3	1,283784	0,196967
15978	Ifng	interferon gamma	1,466395	0,201587
626578	Gbp10	guanylate-binding protein 10	1,376672	0,205433
19204	Ptafr	platelet-activating factor receptor	1,346787	0,224385

**17874**	Myd88	myeloid differentiation primary response gene 88	1,157162	0,226358
**16162**	Il12rb2	interleukin 12 receptor, beta 2	1,304235	0,231837
**246256**	Fcgr4	Fc receptor, IgG, low affinity IV	1,47606	0,252204
**414084**	Tnip3	TNFAIP3 interacting protein 3	1,125609	0,256527
**20851**	Stat5b	signal transducer and activator of transcription 5B	1,097249	0,269314
**18035**	Nfkbia	nuclear factor of kappa light polypeptide gene enhancer in B cells inhibitor, alpha	1,105807	0,273375
**50701**	Elane	elastase, neutrophil expressed	1,265409	0,330292
**21803**	Tgfb1	transforming growth factor, beta 1	1,103445	0,353336
**20846**	Stat1	signal transducer and activator of transcription 1	1,200634	0,360058
**18126**	Nos2	nitric oxide synthase 2, inducible	1,339133	0,445759
**257632**	Nod2	nucleotide-binding oligomerization domain containing 2	0,952542	0,517038
**257632**	Nod2	nucleotide-binding oligomerization domain containing 2	1,07771	0,587887

Table S3.4: List of genes annotated with the term: GO:0032496: Response to lipopolysaccharide

Method: The 1200 PCA loadings having the lowest values (negative direction) for the second principal component of the PCA of inflamed samples were analyzed for overrepresentation of GO terms using the pcaGoPromoter package (HANSEN, M., GERDS, T. A., NIELSEN, O. H., SEIDELIN, J. B., TROELSEN, J. T. & OLSEN, J. 2012. pcaGoPromoter--an R package for biological and regulatory interpretation of principal components in genome-wide gene expression data. *PLoS One*, 7, e32394.)

Table S3.5

Entrez ID	Symbol	Gene Name	Fold difference KO/WT	p-val
**17537**	Meis3	Meis homeobox 3	1,199326588	3,91E-05
**13491**	Drd4	dopamine receptor D4	1,131504587	0,000468
**211323**	Nrg1	neuregulin 1	1,566098437	0,000657
**11486**	Ada	adenosine deaminase	1,30516722	0,001123
**15368**	Hmox1	heme oxygenase (decycling) 1	1,669209815	0,00466
**117149**	Tirap	toll-interleukin 1 receptor (TIR) domain-containing adaptor protein	1,199439967	0,005892
**12370**	Casp8	caspase 8	1,165535051	0,01281
**16416**	Itgb3	integrin beta 3	1,169431852	0,012896
**20361**	Sema7a	sema domain, immunoglobulin domain (Ig), and GPI membrane anchor, (semaphorin) 7A	1,6833067	0,012952
**12273**	C5ar1	complement component 5a receptor 1	1,426272406	0,015799
**21825**	Thbs1	thrombospondin 1	1,437723299	0,016175
**21817**	Tgm2	transglutaminase 2, C polypeptide	1,638305196	0,018782
**19401**	Rara	retinoic acid receptor, alpha	1,128442775	0,019123
**243983**	Zdhhc13	zinc finger, DHHC domain containing 13	1,203065004	0,019212
**12825**	Col3a1	collagen, type III, alpha 1	1,214165861	0,020336
**56532**	Ripk3	receptor-interacting serine-threonine kinase 3	1,450700372	0,022462
**19367**	Rad9a	RAD9 homolog A	1,106140068	0,026313
**16010**	Igfbp4	insulin-like growth factor binding protein 4	1,319097188	0,026372
**16852**	Lgals1	lectin, galactose binding, soluble 1	1,10529526	0,026945
**12985**	Csf3	colony stimulating factor 3 (granulocyte)	1,377737877	0,032847
**18413**	Osm	oncostatin M	1,839644436	0,033488
**59126**	Nek6	NIMA (never in mitosis gene a)-related expressed kinase 6	1,169848751	0,036665
**73230**	Bmper	BMP-binding endothelial regulator	1,293751054	0,043987
**15945**	Cxcl10	chemokine (C-X-C motif) ligand 10	2,44272561	0,044804
**16156**	Il11	interleukin 11	2,341732677	0,050261
**16011**	Igfbp5	insulin-like growth factor binding protein 5	1,373206213	0,050466
**16000**	Igf1	insulin-like growth factor 1	1,283093774	0,057446
**19303**	Pxn	paxillin	1,09387877	0,060421

**13649**	Egfr	epidermal growth factor receptor	1,14927553	0,063258
**69097**	Trim15	tripartite motif-containing 15	1,671154145	0,063874
**19697**	Rela	v-rel reticuloendotheliosis viral oncogene homolog A (avian)	1,10120395	0,068876
**64654**	Fgf23	fibroblast growth factor 23	1,672016669	0,083493
**16176**	Il1b	interleukin 1 beta	1,905150026	0,084803
**384009**	Glpr2	GLI pathogenesis-related 2	1,347589813	0,085161
**16175**	Il1a	interleukin 1 alpha	2,585228093	0,09377
**17319**	Mif	macrophage migration inhibitory factor	1,149761944	0,094491
**12654**	Chil1	chitinase-like 1	1,764722082	0,097187
**20303**	Ccl4	chemokine (C-C motif) ligand 4	1,806492031	0,098503
**20344**	Selp	selectin, platelet	1,624602838	0,103011
**56620**	Clec4n	C-type lectin domain family 4, member n	1,322179181	0,106317
**20202**	S100a9	S100 calcium binding protein A9 (calgranulin B)	1,858873089	0,115158
**14058**	F10	coagulation factor X	1,723810162	0,117468
**30937**	Lmcd1	LIM and cysteine-rich domains 1	1,308860958	0,118474
**20201**	S100a8	S100 calcium binding protein A8 (calgranulin A)	2,185588152	0,119307
**16193**	Il6	interleukin 6	2,014699865	0,128143
**72446**	Prr5l	proline rich 5 like	1,137970847	0,135018
**72287**	Pleckhf1	pleckstrin homology domain containing, family F (with FYVE domain) member 1	1,12711329	0,136797
**22038**	Plscr1	phospholipid scramblase 1	1,132188148	0,14574
**66208**	Nenf	neuron derived neurotrophic factor	1,106770595	0,151392
**21832**	Thpo	thrombopoietin	1,156927997	0,155142
**107765**	Ankrd1	ankyrin repeat domain 1 (cardiac muscle)	1,439670308	0,162855
**54711**	Plagl2	pleiomorphic adenoma gene-like 2	1,080220685	0,175801
**15894**	Icam1	intercellular adhesion molecule 1	1,284343705	0,179943
**12768**	Ccr1	chemokine (C-C motif) receptor 1	1,452901228	0,183597
**211323**	Nrg1	neuregulin 1	1,072811696	0,18604
**21926**	Tnf	tumor necrosis factor	1,355574202	0,186093
**12981**	Csf2	colony stimulating factor 2 (granulocyte-macrophage)	1,097605017	0,194394
**15978**	Ifng	interferon gamma	1,466395008	0,201587
**12978**	Csf1r	colony stimulating factor 1 receptor	1,187319041	0,2133
**17874**	Myd88	myeloid differentiation primary response gene 88	1,157162361	0,226358
**14165**	Fgf10	fibroblast growth factor 10	1,17466061	0,244942

**233046**	Rasgrp4	RAS guanyl releasing protein 4	1,282928285	0,254291
**332579**	Card9	caspase recruitment domain family, member 9	1,124675567	0,256341
**14173**	Fgf2	fibroblast growth factor 2	1,207806404	0,266651
**71920**	Epgn	epithelial mitogen	1,310457831	0,272115
**14462**	Gata3	GATA binding protein 3	1,104580722	0,272671
**22339**	Vegfa	vascular endothelial growth factor A	1,197489798	0,27598
**104709**	Pik3r6	phosphoinositide-3-kinase, regulatory subunit 6	1,205384175	0,311496
**14191**	Fgr	Gardner-Rasheed feline sarcoma viral (Fgr) oncogene homolog	1,303455198	0,328007
**21943**	Tnfsf11	tumor necrosis factor (ligand) superfamily, member 11	1,172480753	0,347524
**21803**	Tgfb1	transforming growth factor, beta 1	1,103444815	0,353336
**15163**	Hcls1	hematopoietic cell specific Lyn substrate 1	1,180537411	0,407592
**78781**	Zc3hav1	zinc finger CCCH type, antiviral 1	1,032358771	0,424353
**66208**	Nenf	neuron derived neurotrophic factor	1,033584007	0,449517
**257632**	Nod2	nucleotide-binding oligomerization domain containing 2	0,952541955	0,517038
**257632**	Nod2	nucleotide-binding oligomerization domain containing 2	1,077709849	0,587887
**216869**	Arrb2	arrestin, beta 2	1,044921002	0,713337

Table S3.5: List of genes annotated with the term: GO:1902533: Positive regulation of intracellular signal transduction

Method: The 1200 PCA loadings having the lowest values (negative direction) for the second principal component of the PCA of inflamed samples were analyzed for overrepresentation of GO terms using the *pcaGoPromoter* package (HANSEN, M., GERDS, T. A., NIELSEN, O. H., SEIDELIN, J. B., TROELSEN, J. T. & OLSEN, J. 2012. *pcaGoPromoter*--an R package for biological and regulatory interpretation of principal components in genome-wide gene expression data. *PLoS One*, 7, e32394.)

Table S3.6

Entrez ID	Symbol	Gene Name	Fold difference KO/WT	p-val
17395	Mmp9	matrix metalloproteinase 9	2,107634246	0,003869
15368	Hmox1	heme oxygenase (decycling) 1	1,669209815	0,00466
12827	Col4a2	collagen, type IV, alpha 2	1,228568202	0,005979
16416	Itgb3	integrin beta 3	1,169431852	0,012896
21825	Thbs1	thrombospondin 1	1,437723299	0,016175
105450	Mmrn2	multimerin 2	1,216618268	0,018448
69219	Ddah1	dimethylarginine dimethylaminohydrolase 1	1,338569535	0,025043
238328	Vash1	vasohibin 1	1,115733852	0,027106
19225	Ptgs2	prostaglandin-endoperoxide synthase 2	2,543337484	0,03825
20692	Sparc	secreted acidic cysteine rich glycoprotein	1,124104477	0,038777
11541	Adora2b	adenosine A2b receptor	1,275129868	0,042341
15945	Cxcl10	chemokine (C-X-C motif) ligand 10	2,44272561	0,044804
23892	Grem1	gremlin 1	1,398133558	0,045941
11504	Adamts1	a disintegrin-like and metalloproteinase (reprolysin type) with thrombospondin type 1 motif, 1	1,37689439	0,053617
76905	Lrg1	leucine-rich alpha-2-glycoprotein 1	1,56334384	0,078024
16176	Il1b	interleukin 1 beta	1,905150026	0,084803
13805	Eng	endoglin	1,213596664	0,086823
11535	Adm	adrenomedullin	1,589629927	0,091321
16175	Il1a	interleukin 1 alpha	2,585228093	0,09377
20692	Sparc	secreted acidic cysteine rich glycoprotein	1,224756316	0,095072
12654	Chil1	chitinase-like 1	1,764722082	0,097187
20296	Ccl2	chemokine (C-C motif) ligand 2	1,864354159	0,099166
18787	Serpine1	serine (or cysteine) peptidase inhibitor, clade E, member 1	1,556913819	0,100628
257630	Il17f	interleukin 17F	1,246722271	0,102746
22375	Wars	tryptophanyl-tRNA synthetase	1,183673871	0,11068
12765	Cxcr2	chemokine (C-X-C motif) receptor 2	1,63756528	0,140666
18127	Nos3	nitric oxide synthase 3, endothelial cell	1,157461651	0,145721
12765	Cxcr2	chemokine (C-X-C motif) receptor 2	1,483750117	0,148695

**12796**	Camp	cathelicidin antimicrobial peptide	1,500774312	0,211452
**12774**	Ccr5	chemokine (C-C motif) receptor 5	1,384260071	0,241965
**14173**	Fgf2	fibroblast growth factor 2	1,207806404	0,266651
**58861**	Cysltr1	cysteinyl leukotriene receptor 1	1,165812512	0,273729
**22339**	Vegfa	vascular endothelial growth factor A	1,197489798	0,27598
**240725**	Sulf1	sulfatase 1	1,208398169	0,277186
**12772**	Ccr2	chemokine (C-C motif) receptor 2	1,362893367	0,27726
**104709**	Pik3r6	phosphoinositide-3-kinase, regulatory subunit 6	1,205384175	0,311496
**16414**	Itgb2	integrin beta 2	1,219791673	0,322302
**20846**	Stat1	signal transducer and activator of transcription 1	1,200633731	0,360058
**16414**	Itgb2	integrin beta 2	1,090503511	0,523318
**11541**	Adora2b	adenosine A2b receptor	1,030537746	0,63402

Table S3.6: List of genes annotated with the term: GO:0045765: Regulation of angiogenesis

Method: The 1200 PCA loadings having the lowest values (negative direction) for the second principal component of the PCA of inflamed samples

were analyzed for overrepresentation of GO terms using the pcaGoPromoter package (HANSEN, M., GERDS, T. A., NIELSEN, O. H., SEIDELIN, J. B.,

TROELSEN, J. T. & OLSEN, J. 2012. pcaGoPromoter--an R package for biological and regulatory interpretation of principal components in genome-wide gene expression data. *PLoS One*, 7, e32394.)

Table S3.7

Entrez ID	Symbol	Gene Name	Fold difference KO/WT	p-val
17537	Meis3	Meis homeobox 3	1,199326588	3,91E-05
73699	Ppp2r1b	protein phosphatase 2, regulatory subunit A, beta	1,374029959	0,000471
11486	Ada	adenosine deaminase	1,30516722	0,001123
12424	Cck	cholecystokinin	1,679692197	0,001615
110886	Gabra5	gamma-aminobutyric acid (GABA) A receptor, subunit alpha 5	1,182016303	0,002404
27053	Asns	asparagine synthetase	1,380942089	0,00264
17395	Mmp9	matrix metalloproteinase 9	2,107634246	0,003869
15368	Hmox1	heme oxygenase (decycling) 1	1,669209815	0,00466
13063	Cycs	cytochrome c, somatic	1,154488776	0,004924
67603	Dusp6	dual specificity phosphatase 6	1,490947538	0,005299
74041	Ddias	DNA damage-induced apoptosis suppressor	1,364031646	0,00764
21857	Timp1	tissue inhibitor of metalloproteinase 1	1,915117509	0,009413
12370	Casp8	caspase 8	1,165535051	0,01281
13063	Cycs	cytochrome c, somatic	1,230587834	0,014252
13063	Cycs	cytochrome c, somatic	1,230587834	0,014252
216150	Cdc34	cell division cycle 34	1,216534479	0,015146
12273	C5ar1	complement component 5a receptor 1	1,426272406	0,015799
19713	Ret	ret proto-oncogene	1,457300898	0,016129
21825	Thbs1	thrombospondin 1	1,437723299	0,016175
18103	Nme2	NME/NM23 nucleoside diphosphate kinase 2	1,161391226	0,016867
12018	Bak1	BCL2-antagonist/killer 1	1,234227586	0,018541
21817	Tgm2	transglutaminase 2, C polypeptide	1,638305196	0,018782
19401	Rara	retinoic acid receptor, alpha	1,128442775	0,019123
21933	Tnfrsf10b	tumor necrosis factor receptor superfamily, member 10b	1,437228857	0,021811
56532	Ripk3	receptor-interacting serine-threonine kinase 3	1,450700372	0,022462
13063	Cycs	cytochrome c, somatic	1,18466242	0,024903
268973	Nlrc4	NLR family, CARD domain containing 4	1,231243659	0,026239
19367	Rad9a	RAD9 homolog A	1,106140068	0,026313
16323	Inhba	inhibin beta-A	1,696159573	0,026631

**12051**	Bcl3	B cell leukemia/lymphoma 3	1,297998438	0,026953
**14283**	Fosl1	fos-like antigen 1	1,57055952	0,027673
**18413**	Osm	oncostatin M	1,839644436	0,033488
**19225**	Ptgs2	prostaglandin-endoperoxide synthase 2	2,543337484	0,03825
**13063**	Cycc	cytochrome c, somatic	1,11367673	0,03833
**20656**	Sod2	superoxide dismutase 2, mitochondrial	1,166716868	0,04205
**64136**	Sdf2l1	stromal cell-derived factor 2-like 1	1,247183848	0,042527
**20845**	Star	steroidogenic acute regulatory protein	1,098991401	0,044186
**57875**	Angptl4	angiopoietin-like 4	1,717352117	0,044406
**15251**	Hif1a	hypoxia inducible factor 1, alpha subunit	1,192255184	0,04658
**18793**	Plaur	plasminogen activator, urokinase receptor	1,792923445	0,049392
**50501**	Prok2	prokineticin 2	3,260128099	0,050298
**20378**	Frzb	frizzled-related protein	1,287729133	0,051764
**56369**	Apip	APAF1 interacting protein	1,144829157	0,051965
**12064**	Bdnf	brain derived neurotrophic factor	1,099755919	0,054715
**12608**	Cebpb	CCAAT/enhancer binding protein (C/EBP), beta	1,406471906	0,056195
**16000**	Igf1	insulin-like growth factor 1	1,283093774	0,057446
**13649**	Egfr	epidermal growth factor receptor	1,14927553	0,063258
**14373**	G0s2	G0/G1 switch gene 2	1,145498031	0,065804
**19697**	Rela	v-rel reticuloendotheliosis viral oncogene homolog A (avian)	1,10120395	0,068876
**68497**	Arel1	apoptosis resistant E3 ubiquitin protein ligase 1	1,071712913	0,076271
**17390**	Mmp2	matrix metalloproteinase 2	1,127686341	0,080369
**16176**	Il1b	interleukin 1 beta	1,905150026	0,084803
**216799**	Nlrp3	NLR family, pyrin domain containing 3	1,919111518	0,08831
**20302**	Ccl3	chemokine (C-C motif) ligand 3	2,70627181	0,090362
**11535**	Adm	adrenomedullin	1,589629927	0,091321
**17319**	Mif	macrophage migration inhibitory factor	1,149761944	0,094491
**18787**	Serpine1	serine (or cysteine) peptidase inhibitor, clade E, member 1	1,556913819	0,100628
**18712**	Pim1	proviral integration site 1	1,372822858	0,10249
**14419**	Gal	galanin	1,389857646	0,103806
**20202**	S100a9	S100 calcium binding protein A9 (calgranulin B)	1,858873089	0,115158
**14373**	G0s2	G0/G1 switch gene 2	1,316090991	0,115814
**107503**	Atf5	activating transcription factor 5	1,098877053	0,115909

**54683**	Prdx5	peroxiredoxin 5	1,157131171	0,116257
**20201**	S100a8	S100 calcium binding protein A8 (calgranulin A)	2,185588152	0,119307
**18103**	Nme2	NME/NM23 nucleoside diphosphate kinase 2	1,15362961	0,121708
**19252**	Dusp1	dual specificity phosphatase 1	1,257841984	0,12324
**16193**	Il6	interleukin 6	2,014699865	0,128143
**72287**	Plekhf1	pleckstrin homology domain containing, family F (with FYVE domain) member 1	1,12711329	0,136797
**19252**	Dusp1	dual specificity phosphatase 1	1,236245786	0,138226
**12661**	Chl1	cell adhesion molecule with homology to L1CAM	1,471456546	0,140029
**12765**	Cxcr2	chemokine (C-X-C motif) receptor 2	1,63756528	0,140666
**11911**	Atf4	activating transcription factor 4	1,06207688	0,141146
**14127**	Fcer1g	Fc receptor, IgE, high affinity I, gamma polypeptide	1,330685841	0,14568
**18127**	Nos3	nitric oxide synthase 3, endothelial cell	1,157461651	0,145721
**22038**	Plscr1	phospholipid scramblase 1	1,132188148	0,14574
**20379**	Sfrp4	secreted frizzled-related protein 4	1,231803969	0,146716
**11491**	Adam17	a disintegrin and metallopeptidase domain 17	1,058605094	0,147737
**12765**	Cxcr2	chemokine (C-X-C motif) receptor 2	1,483750117	0,148695
**11911**	Atf4	activating transcription factor 4	1,081575923	0,156514
**107765**	Ankrd1	ankyrin repeat domain 1 (cardiac muscle)	1,439670308	0,162855
**13166**	Dbh	dopamine beta hydroxylase	1,287502229	0,163012
**80885**	Hcar2	hydroxycarboxylic acid receptor 2	1,663089892	0,170479
**54711**	Plagl2	pleiomorphic adenoma gene-like 2	1,080220685	0,175801
**50930**	Tnfsf14	tumor necrosis factor (ligand) superfamily, member 14	1,220854404	0,175822
**20723**	Serpinb9	serine (or cysteine) peptidase inhibitor, clade B, member 9	1,192457921	0,176747
**17970**	Ncf2	neutrophil cytosolic factor 2	1,202667924	0,179149
**15894**	Icam1	intercellular adhesion molecule 1	1,284343705	0,179943
**20343**	Sell	selectin, lymphocyte	1,503068041	0,181181
**18712**	Pim1	proviral integration site 1	1,127744372	0,182157
**21926**	Tnf	tumor necrosis factor	1,355574202	0,186093
**12981**	Csf2	colony stimulating factor 2 (granulocyte-macrophage)	1,097605017	0,194394
**73914**	Irak3	interleukin-1 receptor-associated kinase 3	1,283784357	0,196967
**216150**	Cdc34	cell division cycle 34	1,102342759	0,197228
**15978**	Ifng	interferon gamma	1,466395008	0,201587

**58231**	Stk4	serine/threonine kinase 4	1,0528485	0,207362
**22353**	Vip	vasoactive intestinal polypeptide	1,280018788	0,223114
**68655**	Fndc1	fibronectin type III domain containing 1	1,097383815	0,226659
**12257**	Tspo	translocator protein	1,125934936	0,237956
**12774**	Ccr5	chemokine (C-C motif) receptor 5	1,384260071	0,241965
**14165**	Fgf10	fibroblast growth factor 10	1,17466061	0,244942
**13032**	Ctsc	cathepsin C	1,11414773	0,263953
**20851**	Stat5b	signal transducer and activator of transcription 5B	1,097248895	0,269314
**14462**	Gata3	GATA binding protein 3	1,104580722	0,272671
**22339**	Vegfa	vascular endothelial growth factor A	1,197489798	0,27598
**18124**	Nr4a3	nuclear receptor subfamily 4, group A, member 3	1,163314674	0,277728
**23845**	Clec5a	C-type lectin domain family 5, member a	1,324283295	0,291246
**14102**	Fas	Fas (TNF receptor superfamily member 6)	1,173604831	0,309788
**11911**	Atf4	activating transcription factor 4	1,052426373	0,326959
**15162**	Hck	hemopoietic cell kinase	1,201206064	0,339102
**12477**	Ctla4	cytotoxic T-lymphocyte-associated protein 4	1,177467407	0,345599
**21803**	Tgfb1	transforming growth factor, beta 1	1,103444815	0,353336
**20846**	Stat1	signal transducer and activator of transcription 1	1,200633731	0,360058
**66168**	Grina	glutamate receptor, ionotropic, N-methyl D-aspartate-associated protein 1 (glutamate binding)	1,127613982	0,378489
**15163**	Hcls1	hematopoietic cell specific Lyn substrate 1	1,180537411	0,407592
**15251**	Hif1a	hypoxia inducible factor 1, alpha subunit	1,072318289	0,484426
**257632**	Nod2	nucleotide-binding oligomerization domain containing 2	0,952541955	0,517038
**257632**	Nod2	nucleotide-binding oligomerization domain containing 2	1,077709849	0,587887
**216869**	Arrb2	arrestin, beta 2	1,044921002	0,713337
**67603**	Dusp6	dual specificity phosphatase 6	1,029408062	0,746953
**15251**	Hif1a	hypoxia inducible factor 1, alpha subunit	1,01026005	0,947384

Table S3.7: List of genes annotated with the term: GO:0042981: Regulation of apoptotic process

Method: The 1200 PCA loadings having the lowest values (negative direction) for the second principal component of the PCA of inflamed samples were analyzed for overrepresentation of GO terms using the *pcaGoPromoter* package (HANSEN, M., GERDS, T. A., NIELSEN, O. H., SEIDELIN, J. B., TROELSEN, J. T. & OLSEN, J. 2012. *pcaGoPromoter*--an R package for biological and regulatory interpretation of principal components in genome-wide gene expression data. *PLoS One*, 7, e32394.)

Table S4.1

How the deposited data were processed for this re-analysis (not part of the article)

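Colonic RNA of untreated and AOM/DSS-treated Cygb-/- and WT mice was measured on 29 Affymetrix Mouse Gene ST arrays (8 untreated WT, 8 untreated Cygb-/-, 8 treated WT and 5 treated Cygb-/-). The authors' table holds log2 values made with RMA and normalized between arrays by the authors. The submitters' notes name RMA without a version. No genome build is given, so no coordinates are printed. Chromosomes are those of GRCm38.p6.

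All 41345 probe sets were tested, since the annotation does not mark control probe sets. Of these, 1395 share their values on every array with another probe set, which leaves 40543 distinct profiles. Where a gene had several probe sets, the one in the paper's Table S1 was used, otherwise the one with the highest mean over all arrays.

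The 5 comparisons were made with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg over all probe sets, threshold 0.05): Cygb-/- against WT in inflamed and in untreated colons, AOM/DSS against untreated in WT and in Cygb-/- mice, and the interaction. The paper's fold threshold of 1.5 was applied to counts where stated. Gene lists were tested with camera at a preset correlation of 0.01, and also with an estimated correlation and with fry. The lists were fixed before the data were examined but after the paper's tables had been read. Those that hold genes of the paper's tables are not blind to its values. Of 30 lists, 29 had at least 2 measured genes. Hotelling's T2 on the first 3 principal components and the scores of single components were tested with exact permutation tests. Positions of called genes were tested with Fisher's exact test.

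The genes named are those of the paper's Results and Table 1, whose values in the paper had been seen; the 10 highest and 10 lowest named genes in the inflamed comparison of genotypes and the 5 highest and 5 lowest in each other comparison; and up to 4 members of each list described, those with the smallest p. Other genes were chosen after their values were seen, namely Xist, the Y-linked genes, the genes that escape X inactivation, Scd1, Npy4r and Gm3219. Alternatives to the normalization, the filter on dim probe sets, the variance model, the test, the arrays in the fit and the use of replicate numbers were set before the data were examined. The squamous and neutrophil scores as covariates, and the clustering of genes counted only where all of their probe sets are called, were added afterwards. Arrays were not treated as pairs in the main analysis, since correlations of the residuals of arrays with the same replicate number were not over 0.1 in every pair. For the 5 inflamed pairs they averaged 0.076 (-0.143 to 0.219, 3 over 0.1), and for the untreated genotypes and for AOM/DSS in WT and in Cygb-/- mice they averaged -0.0519, -0.0076 and -0.0218, with 0 over 0.1. The procedure was tested on simulated data, with 188 calls of which 18 were wrong at the group sizes of the inflamed comparison. Wrong calls were 14 of 201 for the untreated genotypes and 21 of 183 for the interaction. For AOM/DSS they were 7 of 180 in WT and 29 of 202 in Cygb-/- mice. Except for AOM/DSS in WT, these shares lay above the threshold of 0.05, so more calls may be false than it implies.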

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

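The tests of the time of day, of the clustering on chromosomes as a sign of donor DNA and of the probes were chosen after the results had been seen.

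Genes called between the genotypes lay together: chromosomes 9 and 14, that is 2 chromosomes, passed Fisher's exact test in inflamed colons, and chromosome 11 in untreated colons, but 0 chromosomes passed in inflamed colons when the genes were called by the methods' t-test after the fold filter. Uncalled genes inside the spans of called genes on chromosomes 9 and 14 had an unadjusted p under 0.05 in 12.5% of cases, against 10.2% on the chromosomes other than 9, 11 and 14 (one-sided Fisher's exact test, p = 0.0356), and in untreated colons 7.88% against 7.84% (p = 0.505). The spans were set by the same calls and hold 19.8% of the genes of chromosome 9 and 52.4% of those of chromosome 14. Fisher's test treats neighbouring genes as independent, so this is weak evidence. A candidate explanation, which rests on the calls of limma, is donor strain DNA near Cygb and on chromosomes 9 and 14. Whether the untreated Cygb-/- mice lack it stays open on chromosome 14, where 4 of the 7 called genes, Plac9a (-0.56), Cphx1 (-0.37), Npy4r (-0.38) and Gm3219 (-0.28), leaned the same way in untreated mice with no interaction past the threshold (adjusted p = 0.366, 0.173, 0.596 and 0.495). On chromosome 9, Nxpe4, Nxpe2, St3gal4, Slc37a4 and Tmem25 had an interaction past it. Of the 8 called genes there, Hspa8 had one in its called probe set (adjusted p = 0.00398) but not in the probe set with its highest mean (0.997). Hspa8 therefore adds little to this pattern. Sequence differences under the probes stay open for the set. Of the 22 called genes on these chromosomes, 3 had several probe sets. The 2 called by all of them, Plac9a and Cphx1, include probe sets with equal values, so that they decide nothing. For Nxpe4, the paper's RT-qPCR, which does not use the array probes, also found lower expression in inflamed Cygb-/- colons. For the other called genes of chromosomes 9 and 14 the paper gives no RT-qPCR result. An effect of Cygb during inflammation, as the paper proposes, is open and untested.

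Clock genes of the PER, REV-ERB and PAR bZIP phase had a median log2 fold change of -0.71 in inflamed Cygb-/- colons, and those of the BMAL1 phase 0.55, each list on its own side of all 8 WT arrays in 5 of 5 Cygb-/- arrays. Between untreated genotypes the lists leaned the other way, with a median of 0.30 (9 of 10 positive) and -0.13 (5 of 5 negative), past camera at the preset correlation (adjusted p = 2.22e-05 and 0.00821) but not with an estimated one (0.326 for both). Killing at different times of day may account for the inflamed difference, and the times, for the untreated mice as well, are not in the labels. The neutrophil score, taken as a measure of more severe inflammation, did not reduce the difference. The difference of the PER-phase score was -0.81 (standard error 0.14) without the neutrophil score as a covariate and -0.83 (standard error 0.17) with it. Among the 8 inflamed WT arrays the PER-phase and neutrophil scores were not clearly related (Pearson r = -0.27, permutation test, p = 0.53). This covariate therefore cannot exclude an effect of inflammation.

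In inflamed Cygb-/- replicate 3, Xist had a value of 3.82, far below the next array at 10.64. A male mouse is argued against by the Y-linked genes, of which the highest relative to the other 28 arrays lay at -0.36 log2 units from their maximum. A single X chromosome may account for it: Kdm5c, Kdm6a and Ddx3x, which escape X inactivation, averaged 8.93, below the 9.28 to 9.55 of the other 28 arrays, although Ddx3x alone lay within their range. Without this array, 7 probe sets were higher and 47 lower between inflamed genotypes.

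Of 128 groups examined for a single distant array, chance alone would mark about 1 in 20. Distant arrays were seen for Psmb6 (8.35, untreated Cygb-/- replicate 2), Ccl9 (9.53, inflamed Cygb-/- replicate 3), Cxcl1 (5.09, untreated WT replicate 5), Mmp13 (6.29, untreated Cygb-/- replicate 8), Il17a (4.00, untreated Cygb-/- replicate 7), Gpx3 (6.32, inflamed Cygb-/- replicate 5), Ccnb1ip1 (3.27, untreated Cygb-/- replicate 1) and Areg (8.82, inflamed Cygb-/- replicate 3). Inflamed WT replicate 8 stood apart for Cxcl10 (8.97), Mmp3 (7.30), Cycs (11.01) and the second component (-47.3).

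The genotype effect differed between inflamed and untreated colons, by the interaction term of limma, for Nxpe4 (-4.13), Nxpe2 (-2.60), BC018473 (1.99), Ccnb1ip1 (1.49) and E2f8 (0.64, adjusted p = 0.0193). For BC018473 and Ccnb1ip1 the WT values lie near the lower end of the arrays, so that the size of these 2 differences is uncertain. The comparison of AOM/DSS with untreated colons, which the paper gives as a PCA with GO terms in Supplementary Figure S3, called 11053 probe sets in WT and 10805 in Cygb-/- mice, beyond the genes that the paper names.

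Other splits of the arrays, 100 for each result, were compared with the real groups. Between inflamed genotypes 69 probe sets were called and the highest of the other splits called 1820. As many were called by 2 of 100 splits, the real one included, so such a count was rare among the splits, without adjustment over the results compared. The split with 1820, many times the real number, points to a structure of the samples, which was not identified. The count alone therefore does not single out the grouping by genotype. The 20 lists past camera were reached by 2 of 100 splits (highest other 20, median of the other splits 10). For the lists of the other comparisons this median was 6 between untreated genotypes, and 13 and 12 for AOM/DSS in WT and in Cygb-/- mice. Many lists thus passed camera in splits that did not follow the groups. Between untreated genotypes, 9 probe sets (highest other 3) were reached by 1 of 100 and 16 lists (highest other 16) by 2. AOM/DSS in WT called 11053 (highest other 4088), reached by 1 of 100, and 23 lists (highest other 25), reached by 7, so chance is not excluded for that number of lists. AOM/DSS in Cygb-/- mice called 10805 (highest other 7), reached by 1, and 26 lists (highest other 27), reached by 3. The interaction called 61 (highest other 950, which likewise points to an unidentified structure), reached by 4.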

How the results depend on the processing

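The squamous and neutrophil scores as covariates, and the count of genes by all of their probe sets, were chosen after the data had been examined. No result that the text reports changed its direction while called, but with the squamous score 1 probe set called for AOM/DSS in WT and 111 in Cygb-/- mice changed sign. Among the single genes reported, 1711 values kept their side of the threshold, 76 lost and 27 gained a call. Between inflamed genotypes (14 higher, 55 lower; 11 and 45 by at least 1.5-fold) the higher counts were 28 without dim probe sets, 28 with array weights, 2 with the replicate block, 192 with all 4 groups in one fit and 5 with the neutrophil score as covariate. The lower counts were 31 over probe sets with 1 gene, 9 with the replicate block, 211 with all 4 groups and 25 with the neutrophil score. By at least 1.5-fold, higher counts were 17 with array weights, 2 with the replicate block, 70 with all 4 groups, 98 and 6 with the methods' t-test after the fold filter and over all probe sets, and 5 with the neutrophil score. Lower ones were 25 over probe sets with 1 gene, 9 with the replicate block, 89 with all 4 groups, 217 with the methods' t-test after the fold filter and 24 with the neutrophil score. Leaving out 1 inflamed array gave 6 to 34 higher, 37 to 64 lower, and by at least 1.5-fold 6 to 25 higher and 32 to 54 lower. The cause was not tested.

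Between untreated genotypes (5 higher, 4 lower; 2 and 2 by at least 1.5-fold) the higher and lower counts were 13 and 18 without dim probe sets, 9 and 12 over probe sets with 1 gene, 11 and 12 with trend and robust, 3 and 2 with the replicate block, 9 and 7 with all 4 groups, and 11 and 11 with the methods' t-test over all probe sets. By at least 1.5-fold, 5, 4 and 6 were higher without dim probe sets, over probe sets with 1 gene and with all 4 groups, and 15 higher and 12 lower with the methods' t-test after the fold filter, and 1 lower with cyclic loess.

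AOM/DSS in Cygb-/- mice called 3467 higher and 3548 lower with the replicate block, and 1620 and 1546 with the squamous score as covariate. Leaving out 1 array gave 4648 to 5037 higher and 4808 to 5441 lower; in WT it gave 4559 to 5348 and 5156 to 5996. The interaction gave 31 higher without dim probe sets, and 44 higher and 67 lower with array weights; leaving out 1 inflamed array gave 12 to 73 higher and 27 to 64 lower.

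Hotelling's test of the inflamed genotypes lost its call with the first 2 components (exact permutation p = 0.508) and without Cygb-/- replicate 1 or 3 (0.0788 and 0.0545), over a range of 0.00631 to 0.0788 when 1 array was left out. For the untreated genotypes it gained one in a PCA of the untreated arrays alone (0.000777). The second component kept its call, at 0.00126 to 0.0126 when 1 array was left out. With the methods' t-test after the fold filter, 0 chromosomes passed in inflamed colons. Of the list calls, an estimated correlation ended 17 of 20 between inflamed genotypes and 16 of 16 between untreated ones. Arrays give no counts, and dim probe sets near background limit what can be called.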

Differences from the paper's values

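The paper's tables list 80 probe sets as higher and 82 as lower in inflamed Cygb-/- colons at a 1.5-fold difference and an FDR under 0.05; 11 and 45 passed here, with the adjustment over all 41345 probe sets. Of the alternatives set before the data were examined, 2 came within 1.5 times of the paper's 80: the test of the paper's methods after the fold filter (98) and all 4 groups in one fit (70). For the 82 lower ones, all 4 groups in one fit (89) and array weights (55) did, while the test of the paper's methods gave 217, of which 140 have no single gene symbol. The other alternatives did not. The test of the paper's methods shared 59 of the 80 and 69 of the 82 probe sets with the paper.

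In untreated colons the paper lists 13 higher and 15 lower, and 2 and 2 passed here. Of the alternatives set before the data were examined, only the test of the paper's methods after the fold filter came within 1.5 times of the paper's counts (15 and 12). It shared 7 of the 13 and 9 of the 15.

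The paper's folds for inflamed colons matched those here to within 1% for 44 of 162 probe sets (median gap 0.029 on the log2 scale, largest 0.28, r = 0.993 across probe sets, which are not independent), and for untreated colons for all 15 and all 13. None of 1487 smaller sets of the inflamed arrays, tried after the values had been seen, matched more than 41. The cause was not tested.

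The paper states higher expression of 10 inflammation genes and of Spry4, Ptgs2, Ereg, Areg and Nrg1 in inflamed Cygb-/- colons. All had higher means here, and none passed limma over all probe sets (Mmp8 adjusted p = 0.324, Spry4 adjusted p = 0.305). The test of the paper's methods after the fold filter called 8 of the 10, Spry4 (0.0378), Ptgs2 (0.0413), Areg (0.0174) and Nrg1 (0.0157), but not Cxcl10, Mmp13 or Ereg. All 4 groups in one fit called the same 8 (Ccl9, Cxcl1, Cxcl2, Mmp3, Mmp8, Mmp9, Mmp10 and Il17a), Spry4 (0.0401) and Ptgs2 (0.0346). Without WT replicate 8, Nrg1 passed (0.0459). Of the other genes of Table 1, Hmox1 passed with the test of the paper's methods (0.00821), with all 4 groups (0.0439) and without WT replicate 3 (0.0307), and Gpx3 with all 4 groups (0.0165). Cycs, Ddah1, Sod2 and Sod3 passed under no setting. They differ by less than 1.5-fold, so the test after the fold filter could not call them. The other settings adjust over many probe sets, whereas Table 1 gives p-values without naming an adjustment. This is therefore no like comparison with Table 1.

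The paper states that the genotypes did not differ in the untreated state by Hotelling's test. This held on all arrays (exact permutation p = 0.978) and not in a PCA of the untreated arrays alone (0.000777). From RT-qPCR the paper states lower Cygb expression in WT colons after AOM/DSS and a difference of Ck20 between treated genotypes. On the arrays, Cygb had a log2 fold change of 0.25 (adjusted p = 0.109), which is opposite in direction to the paper's decrease. Krt20 had -0.18 (adjusted p = 0.713). Both were adjusted over all probe sets, unlike the paper's tests of single genes. The decrease of Ck20 in treated Cygb-/- mice was also seen on the arrays (-0.35). For Hmox1, the paper's Table 1 gives means of 7.6 ± 0.3 in WT and 8.3 ± 0.3 in Cygb-/- mice, against 7.13 and 7.88 here, with folds of 1.6 in the paper and 1.69 here. The table of probe sets higher in untreated Cygb-/- colons heads its folds WT/KO, while all 13 match the folds of Cygb-/- over WT arrays to within 1%.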

Other observations

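AOM/DSS itself changed the colon far more than the genotype. In WT mice 5152 probe sets were higher and 5901 lower, and in Cygb-/- mice 5224 and 5581. Il1b, a cytokine of innate immunity, rose by 4.49 (standard error 0.21) on the log2 scale in WT and by 5.66 (standard error 0.35) in Cygb-/- mice, and Cxcl5, a neutrophil attractant, by 4.44 in WT. Of 19 neutrophil genes 16 rose in each genotype and none fell, with median log2 fold changes of 2.34 and 3.30. Of 17 macrophage genes 16 rose in each, and all 10 B cell and plasma cell genes rose in each, among them Mzb1 (1.59 in WT). Of 17 matrix proteases and inhibitors 16 rose in each, such as Mmp10 (3.09 in WT and 4.14 in Cygb-/-). Cell cycle genes rose in 19 of 27 cases in WT and 27 of 27 in Cygb-/- mice, such as Rrm2 (1.08 and 1.45).

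Epithelial and muscle genes fell. Of 23 cytochromes P450 and xenobiotic enzymes 15 fell in WT and 19 in Cygb-/- mice, such as Cyp2c65 (-4.80 and -4.47). Of 20 fatty acid oxidation genes 15 fell in each, such as Ppara (-1.61 and -1.77). Goblet cell genes fell in 11 of 14 cases in WT and 13 of 14 in Cygb-/- mice, such as Spdef (-1.23 and -1.08), and all 13 smooth muscle genes fell in each. In camera, neutrophils, macrophages, matrix proteases and fatty acid oxidation held with an estimated correlation in both genotypes (adjusted p = 0.0283, 0.0119, 0.0138 and 0.0283 in WT). B cells and plasma cells (0.0587 in WT and 0.0935 in Cygb-/-), smooth muscle (0.117 and 0.0859) and squamous epithelium (0.255 and 0.125) held in neither, and cell cycle (0.172), P450 and xenobiotic enzymes (0.0587) and goblet cells (0.0810) did not hold in WT. Squamous epithelium genes rose in 9 of 16 cases in WT, such as Krt14 (3.55, standard error 0.64), with a wide spread between arrays. With the squamous score as covariate, 1620 probe sets were higher and 1546 lower in Cygb-/- mice.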
